# Cellular crosstalk regulates the aqueous humor outflow pathway and provides new targets for glaucoma therapies

**DOI:** 10.1038/s41467-021-26346-0

**Published:** 2021-10-18

**Authors:** Benjamin R. Thomson, Pan Liu, Tuncer Onay, Jing Du, Stuart W. Tompson, Sol Misener, Raj R. Purohit, Terri L. Young, Jing Jin, Susan E. Quaggin

**Keywords:** Angiogenesis, Recombinant protein therapy, Glaucoma

## Abstract

Primary congenital glaucoma (PCG) is a severe disease characterized by developmental defects in the trabecular meshwork (TM) and Schlemm’s canal (SC), comprising the conventional aqueous humor outflow pathway of the eye. Recently, heterozygous loss of function variants in *TEK* and *ANGPT1* or compound variants in *TEK*/*SVEP1* were identified in children with PCG. Moreover, common variants in *ANGPT1*and *SVEP1* have been identified as risk alleles for primary open angle glaucoma (POAG) in GWAS studies. Here, we show tissue-specific deletion of *Angpt1* or *Svep1* from the TM causes PCG in mice with severe defects in the adjacent SC. Single-cell transcriptomic analysis of normal and glaucomatous *Angpt1* deficient eyes allowed us to identify distinct TM and SC cell populations and discover additional TM-SC signaling pathways. Furthermore, confirming the importance of angiopoietin signaling in SC, delivery of a recombinant ANGPT1-mimetic promotes developmental SC expansion in healthy and *Angpt1* deficient eyes, blunts intraocular pressure (IOP) elevation and RGC loss in a mouse model of PCG and lowers IOP in healthy adult mice. Our data highlight the central role of ANGPT1-TEK signaling and TM-SC crosstalk in IOP homeostasis and provide new candidates for SC-targeted glaucoma therapy.

## Abstract (web summary)

Primary congenital glaucoma (PCG) is characterised by increased intraocular pressure, and variants in *ANGPT1*, or *SVEP1* have been identified as risk alleles. Here, the authors show that deletion of these genes induces glaucoma in mice, and that activation of ANGPT1-TEK signaling ameliorates disease progression in mouse models.

## Introduction

Glaucoma is a progressive neurodegenerative disease with no cure, affecting over 60 million individuals worldwide and leaving 8 million blind^1^. Current therapy is supportive and focused on the reduction of intraocular pressure (IOP), a primary risk factor for glaucoma progression. IOP homeostasis is regulated by the rates of aqueous humor secretion from the ciliary body and drainage through outflow pathways in the iridocorneal angle. The majority of outflow is conducted through the conventional route, comprised of the trabecular meshwork (TM) and Schlemm’s canal (SC), a large lymphatic/vascular hybrid vessel adjacent to the iridocorneal angle^2–5^. Patients with high-pressure glaucoma, including primary congenital glaucoma (PCG), a severe, early onset form of the disease, exhibit defects in the conventional pathway, which lead to decreased aqueous humor outflow and elevated IOP^6–8^. Current drugs, including prostaglandin analogs, carbonic anhydrase inhibitors, β-adrenergic antagonists, α_2_-adrenergic agonists, and Rho-kinase inhibitors are generally effective at lowering IOP and slowing disease progression. However, even with treatment many patients do not reach IOP targets and more than 30% require combination therapy with two or more IOP-lowering drugs^9,10^. Moreover, as not all available drugs are suitable for every patient, there is an unmet need for new therapeutic options with complementary mechanisms to be used alone or to supplement existing therapies.

The angiopoietin (ANGPT)-TEK (tunica interna endothelial cell kinase, also known as TIE2) system is an endothelial growth factor pathway comprised of the receptor tyrosine kinase TEK, which is highly expressed by SC endothelial cells^4,11,12^, and its ligands, the angiopoietins. Heterozygous loss of function variants in *TEK* or its primary ligand *ANGPT1* have been linked to PCG in children^13–15^, and *ANGPT1* and *ANGPT2* have been associated with primary open-angle glaucoma (POAG) in adults^16,17^. ANGPT1-TEK signaling is required for SC development in mice^13,14,18^, suggesting a potential mechanism for IOP elevation. In addition, the pathway is an essential regulator of IOP homeostasis in adult mice and nonhuman primates, which rapidly develop ocular hypertension and glaucoma after inhibition of ANGPT-TEK signaling^18,19^.

In parallel with ANGPT-TEK signaling, SC and the TM are regulated by numerous pathways, many of which are likely to regulate outflow and provide IOP-lowering therapeutic targets. However, while numerous glaucoma or IOP-associated genes have been identified by genome-wide association studies (GWAS) and other large-scale genetics approaches, the expression pattern and functions of the products encoded by these genes are often unknown, making it difficult to prioritize candidates for study and focused therapeutic exploitation. One such gene is *SVEP1* (Sushi, von Willebrand factor type A, EGF, and pentraxin domain-containing protein 1), encoding a large extracellular matrix protein also known as Polydom which is expressed in the TM and has been reported to bind ANGPT1 in vitro^20,21^. SVEP1 is essential for lymphatic development and was linked to PCG via a large family containing five generations of affected individuals also harboring a heterozygous loss of function variant in *TEK*^22^ and has been associated with POAG in a large multi-ethnic cohort^23^.

Using mouse models, we show that deletion of *Angpt1* or *Svep1* from the neural crest tissues giving rise to the TM leads to major defects in the adjacent SC, ocular hypertension and phenotypes similar to PCG. These studies demonstrate the importance of TM-SC crosstalk and confirm that TM-expressed molecules are essential drivers of SC development and function. We then exploit the neural crest-specific *Angpt1* knockout model by performing single-cell transcriptomic analysis on wild-type and glaucomatous *Angpt1*-deficient eyes. This approach allowed us to identify TM and SC-specific molecules and networks that are potentially responsible for TM-SC reciprocal signaling in development and disease. The expression of known endothelial signaling molecules in the TM reinforces the notion that TM-SC crosstalk is an essential regulator of IOP homeostasis. This dataset provides a valuable resource for future hypothesis generation and therapeutic target selection. Finally, as proof of concept, we show that delivery of one such TM-expressed molecule, an ANGPT1 mimetic, enhances developmental SC formation, blunts IOP elevation and RGC loss in *Angpt1* deficient eyes and lowers IOP in healthy adult mice.

## Results

### Angpt1 is expressed by neural crest-derived cells in the anterior chamber

Using transgenic reporter mice, we and others have described high levels of *Angpt1* expression in the uveal tissues of the eye, including the choroid and TM (Fig. 1A)^24,25^. Outside of the neural retina, ocular *Angpt1*-GFP expression was confined to tissues of neural crest origin, which include the TM and other cells of the uvea but not ocular endothelium, RPE, or ciliary epithelium. However, expression of native ANGPT1 remains poorly explored and previous studies with genetic knockouts have focused on whole-body inducible models. To confirm the neural crest origin of *Angpt1*-expressing tissues in mouse eyes, we crossed a previously validated *Wnt1*-Cre mouse line (B6.Cg-H2az2^Tg(Wnt1-cre)11Rth  Tg^(Wnt1-GAL4)11Rth/J)^26^ with *Rosa26*^mTmG^ (Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^/J) reporter mice which ubiquitously express tdTomato and activate eGFP only after Cre-mediated recombination^27^. As expected, in *Wnt1*-cre expressing mice we found robust recombination in tissues reported to be neural crest derived, including the TM, sclera, and retinal pericytes but not in mesoderm-derived endothelium or neuroepithelium-derived structures such as the retinal pigment epithelium (RPE), neural retina or ciliary body (Fig. 1B)^28–30^. A strong similarity was observed between the patterning of *Angpt1*-GFP expressing and *Wnt1*-Cre-recombined cells, especially in the TM and uvea.

**Fig. 1:**
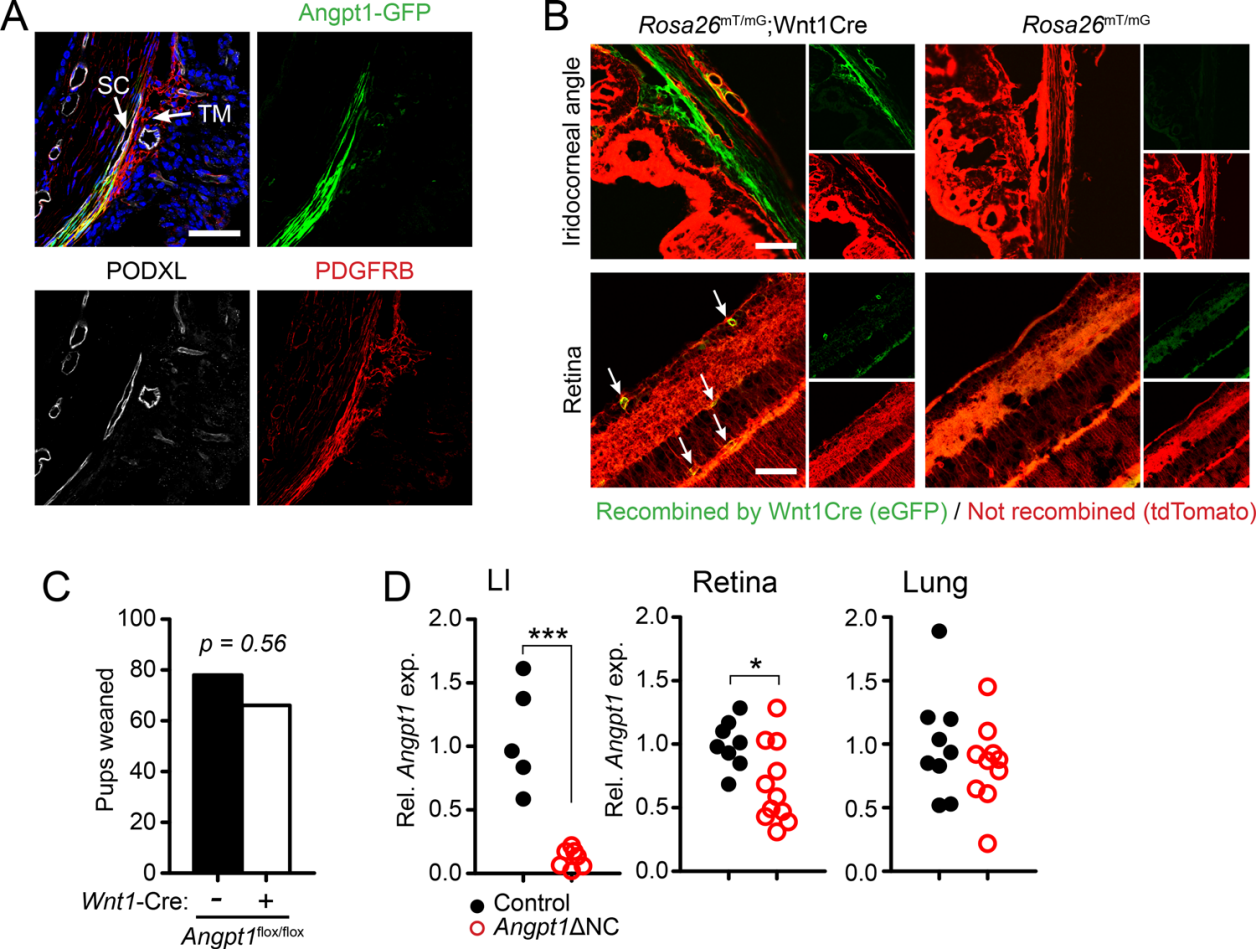
Ocular *Angpt1*-expressing tissues are derived from the neural crest. **A** *Angpt1*-GFP staining showing expression in PDGFRB-positive tissues of the uveal tract. As expected, no *Angpt1* expression was detected in PODXL-positive endothelial cells. Panel shown is a representative section from a group of four littermate animals. **B** Visualized using the *Rosa26*^mT/mG^ reporter mouse line, cre-mediated recombination in the neural crest lineage using *Wnt1*-Cre recapitulated *Angpt1* expression in the trabecular meshwork and uveal tissues. In the retina, recombination was limited to pericytes (white arrows). **C** Neural crest specific knockout (*Angpt1*ΔNC) mice are born normally in the predicted Mendalian ratio. *p* = 0.56 as determined by two-tailed Fisher’s exact test. Pups weaned: Control, *n* = 78, *Angpt1*ΔNC, *n* = 66. **D** As measured in 12-week-old mice using quantitative rtPCR, *Angpt1* mRNA expression was dramatically reduced in the limbus/iridocorneal angle region (LI) of *Angpt1*ΔNC mice (*p* = 0.0001). A moderate reduction in expression was observed in the retina (*p* = 0.0203), consistent with retinal *Angpt1* expression by both NC and non-NC-derived cells. In contrast, *Angpt1* expression in solid organs such as the lung was not altered (*p* = 0.368). Each point represents expression measured in an individual animal (two pooled eyes). Control, *n* = 5, *Angpt1*ΔNC, *n* = 7 (limbus) and control, *n* = 8, *Angpt1*ΔNC *n* = 11 (retina and lung). Scale bars represent 50 μm (A,B). *p < 0.05, ***p < 0.001 as determined by two-tailed Student’s *t*-test. Df_LI_ = 10, Df_retina, lung_ = 17.

To validate these findings in detail, we next generated neural crest-specific *Angpt1* knockout mice (hereafter *Angpt1*ΔNC) by crossing *Wnt1*-Cre expressing mice with a previously described *Angpt1*-floxed line^31^. *Angpt1*ΔNC mice were born normally and predicted Mendelian ratios were observed when genotyped at 3 weeks of age (Fig. 1C, *p* = 0.56 compared to a null hypothesis of equal genotype proportions using Fisher’s exact test). To confirm Cre-mediated excision, eyes were obtained from a cohort of 12-week-old *Angpt1*ΔNC mice with control littermates, and total RNA was collected from the limbus/iridocorneal angle region and the retina. RNA was also purified from the lung as a control tissue not derived from the neural crest. Quantitative, real-time PCR revealed almost complete ablation of *Angpt1* expression in the limbal/iridocorneal angle region of *Angpt1*ΔNC eyes, confirming the neural crest origin of *Angpt1* expressing cells in the iridocorneal angle (Fig. 1D). Only a minor reduction in *Angpt1*expression was observed in the retina, consistent with previous data suggesting that in addition to retinal pericytes, *Angpt1* is expressed in neuroepithelium-derived amacrine cells^25,32^. As expected, no reduction in *Angpt1* expression was observed in the lung. Interestingly, we noted that compared to the iridocorneal angle region, retinal *Angpt1* expression was very low in wild-type mice (Supplementary Fig. 1), consistent with previous findings that *Angpt1* is not required for retinal angiogenesis despite the well-described reliance on TEK and ANGPT2 signaling.

### Angpt1ΔNC mice are a model of developmental glaucoma

We next examined *Angpt1*ΔNC mice for signs of glaucoma, to determine if neural crest specific *Angpt1* deletion was sufficient to recapitulate the phenotype of inducible whole-body knockouts. Using rebound tonometry, elevated IOP was detected in *Angpt1*ΔNC mice by 7 weeks of age (Fig. 2A). IOP remained elevated throughout life, with increased axial length (a surrogate marker for globe expansion) observed in *Angpt1*ΔNC eyes by 15 weeks of age (Fig. 2B, Control: 3.5 ± 0.03 mm, *Angpt1*ΔNC: 3.67 ± 0.03 mm, p = 0.0013). CD31-positive SC area was also dramatically reduced (Fig. 2C, Control: 3.11 ± 0.19, *Angpt1*ΔNC: 1.33 ± 0.32 10^4^ μm^2^/20x field, *p* = 0.0008) suggesting ANGPT1 secretion by TM cells of the neural crest lineage is essential for proper canal formation and IOP homeostasis.

**Fig. 2:**
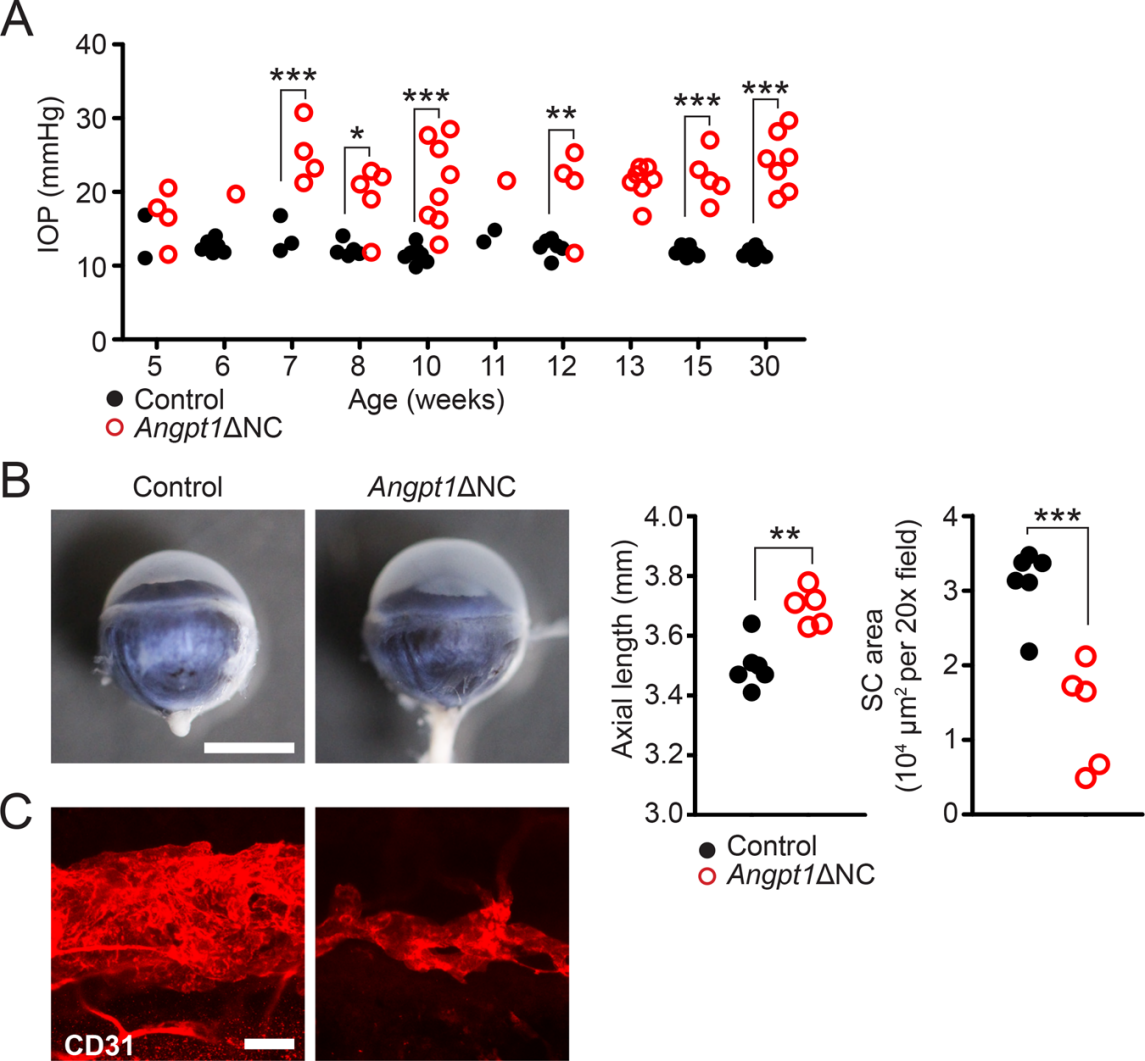
*Angpt1*ΔNC mice exhibit ocular hypertension and hypomorphic Schlemm’s canal development. **A** Compared to control littermates, rebound tonometry revealed elevated intraocular pressure in *Angpt1*ΔNC mice beginning at 7 weeks of age. Each group was measured at only a single timepoint, except for one group measured at 10 and 30 weeks of age. Each datapoint represents the average of left and right eyes from a single animal. Genotype *p* < 0.0001 as determined by two-way ANOVA, Df_genotype_ = 1, F_genotype_ = 95.67. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 as determined by Bonferroni posttests. Lacking littermate controls, 13-week timepoint was excluded from statistical analysis. *n* = 36 (control) and 45 (*Angpt1*ΔNC) animals from eight independent litters. **B** By 15 weeks, increased axial length was apparent in enucleated eye globes of *Angpt1*ΔNC mice. *n* = 6 (control), 5 (*Angpt1*ΔNC), *p* = 0.0013. **C** Compared to littermate controls, whole-mount confocal microscopy using anti-CD31 antibody revealed reduced Schlemm’s canal area in *Angpt1*ΔNC mice, suggesting that ocular hypertension was due to insufficient aqueous humor outflow. *n* = 6 (control), 5 (*Angpt1*ΔNC), *p* = 0.0008. **p ≤ 0.01, ***p ≤ 0.001 as determined by two-tailed Student’s *t*-test. Df = 9. Scale bars represent 2 mm (**B**) and 50 μm (**C**). 20× fields used for quantification in (**B**) represent an area of 65,025 μm^2^.

Vision loss in high-pressure glaucoma is due to IOP-induced apoptosis of retinal ganglion cells (RGCs). To further characterize the glaucoma phenotype in *Angpt1*ΔNC mice, retinal flat mounts were prepared and RGCs were counted by confocal microscopy. While neonatal mice exhibited no differences in number of BRN3A (*Pou4f1*) or BRN3B (*Pou4f2*)-positive RGCs at postnatal day 5 (Supplementary Fig. 2), by 15 weeks a marked reduction in BRN3-positive RGCs was observed in *Angpt1*ΔNC mice (Fig. 3A, B). This RGC loss was especially pronounced in the peripheral retina (Loss of BRN3A + cells: central: 15.1%, mid 19.1%, peripheral: 22.4%; BRN3B: central: 9%, mid: 21.1%, peripheral: 26.6%), consistent with our previous observations in whole-body *Angpt1* knockout mice and with other rodent models of IOP-induced glaucomatous neuropathy. As some studies have reported that BRN3 expression is lost in injured RGCs before cell death^33^, we validated RGC loss by staining for β-III-Tubulin (TUBB3), a universal marker of RGCs (Fig. 3C). TUBB3 positive nerve fibers obstructed cell counting in the central retina, but peripheral TUBB3-positive RGC loss was consistent with that observed by BRN3 staining (TUBB3: 23.1%, BRN3A + BRN3B: 23.8%). We did not observe increased retinal diameter in these animals (Fig. 3D), supporting the hypothesis that reduced RGC density was due to cell loss rather than retina deformation.

**Fig. 3:**
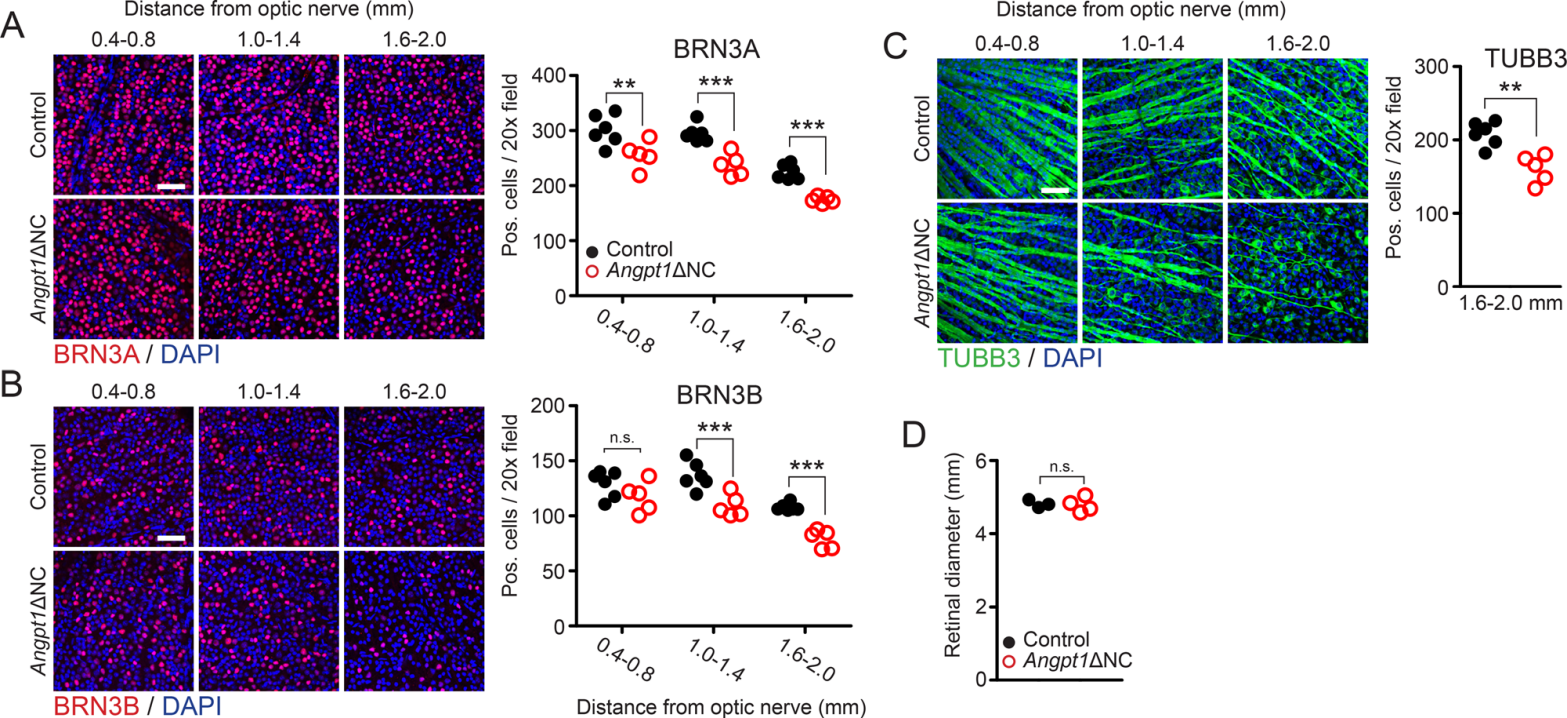
Neural crest specific *Angpt1* knockout mice exhibit characteristics of glaucomatous neuropathy. Compared to control littermates, retinal flat mounts from 15-week-old *Angpt1*ΔNC mice showed reduced numbers of (**A**) BRN3A and (**B**) BRN3B positive ganglion cell nuclei. This reduction was especially pronounced in the peripheral retina. **C** A similar reduction in retinal ganglion cells was observed in *Angpt1*ΔNC mice stained with anti-TUBB3 antibody. Due to visual obstruction by TUBB3-positive nerve fibers in the central retina, TUBB3-positive cells were quantified only in the periphery. *p* = 0.0016. **D** Retinal diameter was unchanged in *Angpt1*ΔNC mice at 15 weeks. Each data point represents average values obtained from a single animal. n.s. *p* > 0.05. **p ≤ 0.01, ***p ≤ 0.001 as determined by two-way ANOVA followed by Bonferroni’s correction (**A**, **B**) or two-tailed Student’s t-test, Df = 9 (**C**, **D**). *n* = 6 (control) and 5 (*Angpt1*ΔNC). Two-way ANOVA Df_genotype_ = 1, *F*_genotype_ = 55.35 (**A**), 37.27 (**B**). Scale bars represent 50 μm. 20× fields used for counting comprise an area of 65,025 μm^2^.

We next examined the retinal vasculature to confirm that RGC loss in *Angpt1*ΔNC mice was due to IOP elevation and not retinal ischemia. At postnatal day 5, when the superficial retinal vasculature is undergoing rapid angiogenesis, we observed normal CD31-positive vascular patterning in *Angpt1*ΔNC retinas with no difference in sprouting progression at either the venous or arterial sprouting fronts (Supplementary Fig. 3A). The retinal vasculature was also normal at 15 weeks, when we observed marked loss of RGCs (Fig. 3B), with no apparent differences in patterning or area of the superficial, intermediate, or deep vascular layers (Supplementary Fig. 3B, C).

### Identification of Svep1: a new gene for PCG

Recent findings have solidified our understanding of SC as a unique “hybrid” endothelium with aspects of both blood and lymphatic vascular identity and have highlighted the importance of lymphatic signaling molecules such as PROX1 and FLT4 in canal regulation^5,34^. In a further example of the similarity between lymphatic and SC biology, a likely loss-of-function variant in *SVEP1*, encoding an extracellular matrix protein required for lymphatic development and valve formation, was recently identified as a modifier of PCG disease in a large family with five affected generations^22^. In addition, a common *SVEP1* variant (rs61751937) has been identified via GWAS as a risk allele for POAG, further supporting a role for *SVEP1* in IOP homeostasis^23^. In the lymphatic vasculature, SVEP1 is expressed by lymphatic-associated mesenchymal cells, and as the SVEP1 receptor integrin α9β1 is strongly expressed in the SC endothelium^34,35^ we hypothesized that SVEP1- integrin α9β1 signaling may be another example of TM-SC crosstalk.

To examine the role of SVEP1 in SC development and function, we obtained frozen sperm from the European Conditional Mouse Mutagenesis Program (EUCOMM) from mice carrying a *Svep1*-floxed allele (Svep1^tm1b(EUCOMM)Hmgu^, Supp. Fig. 4A). After breeding with a FLPe-recombinase expressing mouse to remove the neomycin selection cassette used in targeting, *Svep1*-floxed mice were crossed with mice carrying Cre-recombinase (Tg(EIIa-cre)C5379Lmgd) to generate a *Svep1*^null^ allele. As previously reported, *Svep1*^null/null^ mice were not viable and no living pups were recovered after birth^20^. Confirming these findings and the functionality of our *Svep1* knockout mice, living *Svep1*^null/null^ embryos recovered by cesarean section at embryonic day (E) 18.5 had marked subcutaneous edema (Supp. Fig. 4B). Lymphatic vessels in the dorsal skin were dilated and disorganized, lacking lymphatic valves and sprouting tips (Supp. Fig. 4C). Lymphatic vessels were present in the mesentery, but valves were absent suggesting failed collecting vessel development as previously reported (Supp. Fig. 4D).

As SVEP1 is robustly expressed by the TM in human eyes (Fig. 4A), we used the same neural crest deletion approach described above to obtain adult mice lacking SVEP1 in uveal tissues (*Svep1*ΔNC mice). *Svep1*ΔNC mice were born normally with no apparent phenotype. However, paraffin sections revealed a hypomorphic SC phenotype when *Svep1* deletion was validated by in situ hybridization (Fig. 4B). This finding was confirmed by confocal whole-mount imaging of the limbal region, where *Svep1*ΔNC mice exhibited a severely hypomorphic SC lacking PROX1 expression (Fig. 4C). In addition to these SC defects, the limbal vasculature of *Svep1*ΔNC mice was disorganized (Fig. 4D). This phenotype was especially pronounced distal to the episcleral vein, where the normal patterning of the perilimbal vein and circular limbal artery was lost and replaced with a network of irregular capillaries. In addition, in mutant eyes lymphatic vessels were observed only adjacent to the episcleral vein in regions where normal vascular patterning was partially retained.

**Fig. 4:**
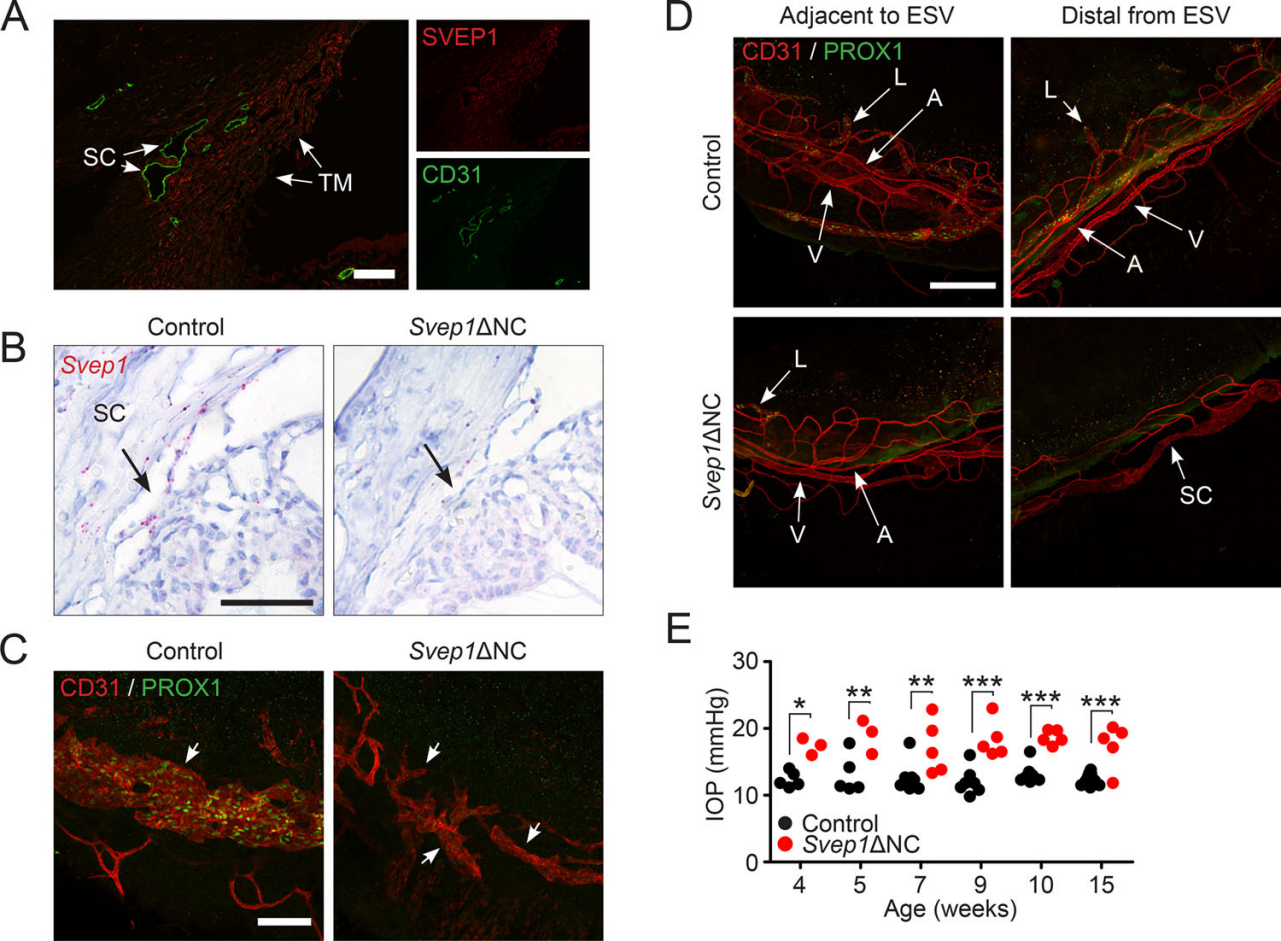
Neural-crest derived SVEP1 is essential for Schlemm’s canal formation. **A** SVEP1 expression was observed in the trabecular meshwork (TM) but not Schlemm’s canal (SC) endothelium following immunostaining of the human iridocorneal angle. **B** Loss of *Svep1* expression in *Svep1*ΔNC mice was confirmed by in situ hybridization. Confocal microscopy at postnatal day 10 revealed formation of a hypomorphic Schlemm’s canal with no apparent PROX1 expression in *Svep1*ΔNC eyes. **D** In addition to defects in Schlemm’s canal formation, defects in the limbal vascular and lymphatic networks were discovered in *Svep1*ΔNC mice. In contrast to the organized pattern formed by the perilimbal vein (V) and circular limbal artery (A) found in control mice, these vessels were disorganized in *Svep1* mutants, with sparse lymphatic vessels (L) and loss of venous/arterial patterning in regions distal to the episcleral vein (ESV). Confirming that this hypomorphic SC and disorganized distal outflow pathway provided insufficient drainage function, rebound tonometry revealed elevated intraocular pressure beginning at 4 weeks of age. **E** *n* = 15 (control) and 8 (*Svep1*ΔNC) animals from two independent litters. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001 as determined by two-way ANOVA followed by Bonferroni’s correction. Df_genotype_ = 1, *F*_genotype_ = 99.2. Scale bars represent 50 μm (**B**), 100 μm (**A**, **C**) and 250 μm (**D**).

Rebound tonometry revealed elevated IOP in *Svep1*ΔNC mice beginning at 4 weeks of age, consistent with a PCG-like phenotype and confirming that uveal SVEP1 is essential for IOP homeostasis (Fig. 4E).

### Understanding the cellular basis of neural crest-SC crosstalk

The importance of TM-SC signaling via ANGPT1 and SVEP1 for SC development and IOP homeostasis is reminiscent of other, well-characterized, endothelial/mural cell interactions such as vascular endothelial cells with adjacent pericytes or glomerular endothelium with the renal mesangium^36^. These data also suggest that similar crosstalk via additional pathways might also be important in outflow regulation and could provide new targets for glaucoma therapy. To investigate this possibility, we used a single-cell transcriptomics approach to construct a cellular atlas of the iridocorneal angle region, using known morphological changes in *Angpt1*ΔNC eyes as a template to guide cell cluster identification.

Enucleated eyes from 2 to 3 mixed-sex 6-week-old *Angpt1*ΔNC or control mice were pooled and much of the conjunctiva was removed before microdissection. Globes were bisected, the retina and iris were removed and the iridocorneal angle/corneal limbal region was isolated by cutting the sclera immediately posterior to the ciliary body and cornea anterior to the TM. A single-cell suspension was prepared, and barcoded libraries were generated using the 10x Genomics Chromium platform. 

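The experiment compared 3 droplet libraries of single cells from the iridocorneal angle and limbus, 2 from control eyes (control replicates 1 and 2) and 1 from *Angpt1*ΔNC eyes. Each library pooled the eyes of 2 to 3 mice aged 6 weeks, so the library and not the cell is the replicate, and the *Angpt1*ΔNC group has a single one. The authors deposited, without normalization, the counts of unique molecular identifiers (UMIs) that Cell Ranger assigned to 31053 genes in every called cell. Control replicate 1 held 96582085 UMIs in 11255 called cells, control replicate 2 held 103901851 UMIs in 12625 cells and *Angpt1*ΔNC held 87485105 UMIs in 8614 cells. After quality control and doublet removal the authors kept 9076 cells of control replicate 1, 10160 of control replicate 2 and 6772 of *Angpt1*ΔNC. A kept cell had a median of 6329.5 UMIs in control replicate 1, 6393.5 in control replicate 2 and 7444 in *Angpt1*ΔNC. The authors also deposited a cluster label for each kept cell, together with integrated natural log expression values of part of the genes. The shares and levels reported here use the UMI counts of the kept cells and these labels, and not the integrated values. A cell was called positive for a gene at 1 UMI or more, and the mean level of a gene is the mean over cells of its UMIs per 10,000 UMIs of the cell. Shares carry exact Clopper-Pearson 95% confidence intervals (CI), which cover counting error only and not the spread between animals, and no p-value was taken from cells. The pools differed in sex, as *Xist* made up 652 UMIs per 1,000,000 in the kept cells of *Angpt1*ΔNC, 0.0390 in those of control replicate 1 and 0.0249 in those of control replicate 2.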

Following sequencing and quality control filtering, a total of 19,236 control and 6772 *Angpt1*ΔNC cells were included in our analysis (Supp. Fig. 5). After dataset integration using an anchor-based CCA pipeline implemented in Seurat^37^, initial clustering performed at a low resolution revealed 25 distinct cell groups, ranging in size from 166 (cluster 2) to 2287 (cluster 17) cells (Fig. 5A). 

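The deposited table carries 35 labels, in which the endothelial cluster appears as SC, LEC and EC2 to EC4 and the reclustered stromal groups as TM1 to TM11. Among the clusters left whole, cluster 2 was the smallest, with 56 cells of control replicate 1, 41 of control replicate 2 and 69 of *Angpt1*ΔNC (166 in all). Cluster 17 was the largest, with 466, 924 and 892 cells of these libraries (2282 in all). As a share of all kept cells, cluster 17 was 5.13% of control replicate 1 (CI 4.69 to 5.61), 9.09% of control replicate 2 (CI 8.54 to 9.67) and 13.2% of *Angpt1*ΔNC (CI 12.4 to 14.0). The controls thus differed by 1.77 times in this cluster, less than in cluster 7 (3.31 times), cluster 18 (2.04), cluster 1 (1.84) and cluster 23 (1.81) and more than in cluster 4 (1.09) or cluster 20 (1.01).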

All groups contained cells from both control and *Angpt1*ΔNC samples, although cluster 1, enriched in cells strongly expressing RPE markers was nearly absent in the *Angpt1*ΔNC sample—likely due to differences in dissection when removing the retina (Fig. 5B). 

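Every one of the 35 labels held cells of all 3 libraries, down to 1 LEC cell in control replicate 2. Cluster 1 contained 133 cells of control replicate 1 (1.47% of all kept cells, CI 1.23 to 1.73), 81 of control replicate 2 (0.797%, CI 0.634 to 0.990) and 17 of *Angpt1*ΔNC (0.251%, CI 0.146 to 0.402). Its share in *Angpt1*ΔNC was 22.2% of the mean of the controls, which themselves differed by 1.84 times. Outside cluster 1, the RPE transcript *Ttr* was found in 14.6% of cells of control replicate 1, 10.9% of control replicate 2 and 6.38% of *Angpt1*ΔNC. By level it made up 28.9, 21.9 and 20.6 UMIs per 1,000,000 of these cells, so *Angpt1*ΔNC was close to control replicate 2. In the stromal class it made up 20.8, 18.5 and 2.95 UMIs per 1,000,000, in the epithelial class 22.4, 11.1 and 1.57, and in the endothelial class 20.0, 14.0 and 3.27 (51, 43 and 6 UMIs).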

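*Angpt1* (ENSMUSG00000022309) is encoded on chromosome 15 of the mouse genome build GRCm38, from 42424723 to 42676977. At least 1 *Angpt1* UMI was counted in 1562 of the 9076 kept cells of control replicate 1 (17.2%, CI 16.4 to 18.0) and in 1759 of the 10160 cells of control replicate 2 (17.3%, CI 16.6 to 18.1). In *Angpt1*ΔNC, 23 of 6772 cells were positive (0.340%, CI 0.215 to 0.509), far below both controls, whose intervals overlap. Counted as RNA, *Angpt1* made up 37.8 UMIs per 1,000,000 in control replicate 1, 39.3 in control replicate 2 and 0.391 in *Angpt1*ΔNC. The limbal and corneal epithelium (clusters 4 and 5), which should lack *Angpt1*, gave the background from free RNA. There, 3 of 989 cells of control replicate 1 (0.303%), 5 of 1012 cells of control replicate 2 (0.494%) and 0 of 911 cells of *Angpt1*ΔNC were positive, the last allowing a share of up to 0.329%. These epithelial cells were deeper than the average cell, with medians of 17717, 15168.5 and 15135 UMIs in the same order. Thinning every cell to 1000 UMIs moved the shares most, to 4.80% in control replicate 1, 4.50% in control replicate 2 and 0.0148% in *Angpt1*ΔNC.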

Very few *Angpt1* expressing cells were detected in the *Angpt1*ΔNC population (Fig. 5C, Control: 17.26%, *Angpt1*ΔNC: 0.34%). The majority of these remaining *Angpt1*-expressing cells were present in clusters with high numbers of *Angpt1*-expressing cells in control eyes, suggesting the apparent *Angpt1*expression in these cells was not due to erroneous sequencing reads but to cells which had escaped *Wnt1*-cre mediated gene deletion or nonsense-mediated decay following excision of exon 1, (Supplementary Fig. 6). These results confirmed that *Angpt1*-expressing cells in the iridocorneal angle/limbal region are derived from the neural crest.

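The 23 *Angpt1*-positive cells of *Angpt1*ΔNC lay in 9 clusters. Of these cells, 14 belonged to the 14 clusters in which over 10% of control cells were positive, namely 13 to TM1 to TM11 and 1 to cluster 17. The remaining 9 carried the labels of cluster 1 (RPE) and cluster 7 (ciliary epithelium). In cluster 1, 5 of 17 cells of *Angpt1*ΔNC were positive (29.4%, CI 10.3 to 56.0), against 5 of 133 in control replicate 1 (3.76%, CI 1.23 to 8.56) and 2 of 81 in control replicate 2 (2.47%, CI 0.300 to 8.64), at median depths of 18150, 17538 and 10444 UMIs. In cluster 7, 4 of 139 cells of *Angpt1*ΔNC were positive (2.88%, CI 0.790 to 7.20), against 16 of 316 in control replicate 1 (5.06%, CI 2.92 to 8.09) and 1 of 107 in control replicate 2 (0.935%, CI 0.0237 to 5.10), at median depths of 9072, 7949 and 6826 UMIs. A single *Angpt1* UMI was counted in 21 of the 23 cells, and 2 or more in the other 2.

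**Figure D1:**
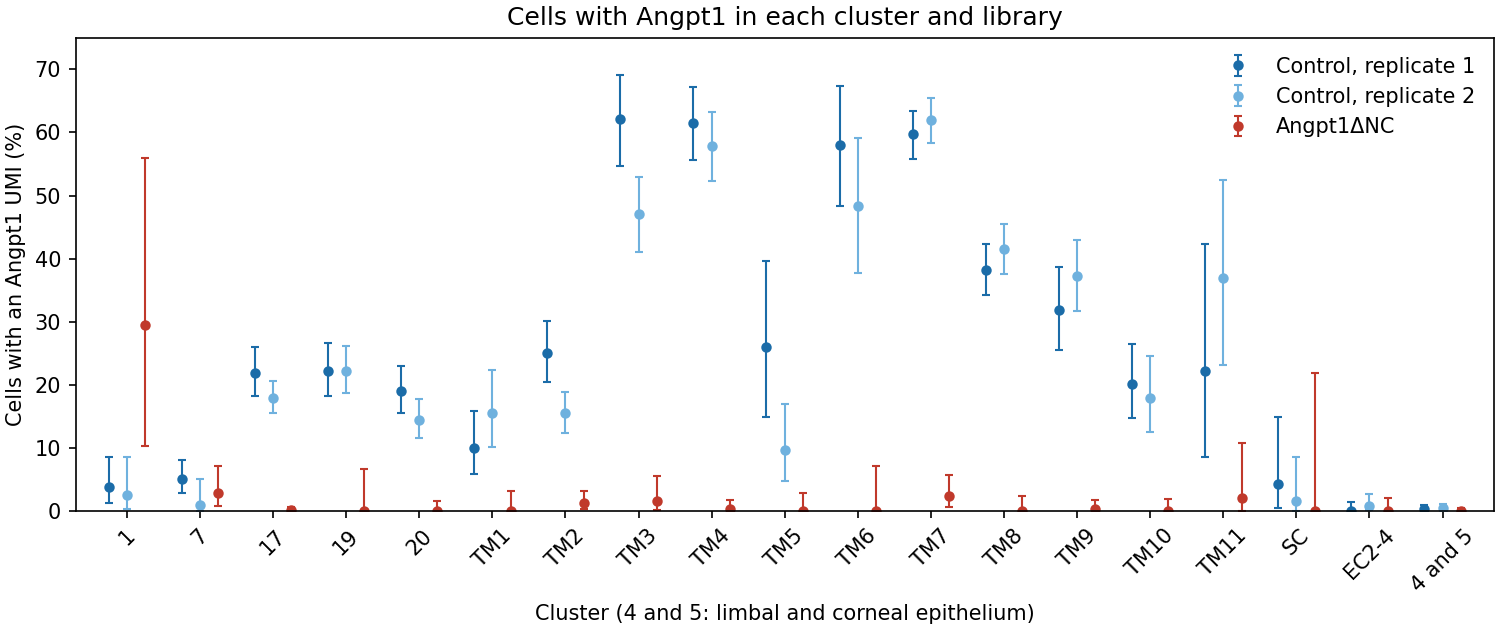
Percent of cells with at least 1 *Angpt1* UMI (vertical axis) in selected clusters (horizontal axis) of control replicate 1, control replicate 2 and *Angpt1*ΔNC, where bars span the exact 95% confidence interval. The controls reach over 10% in clusters 17, 19 and 20 and in nearly all of TM1 to TM11, while *Angpt1*ΔNC stays below 3% except in cluster 1, which holds 17 of its cells.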

**Fig. 5:**
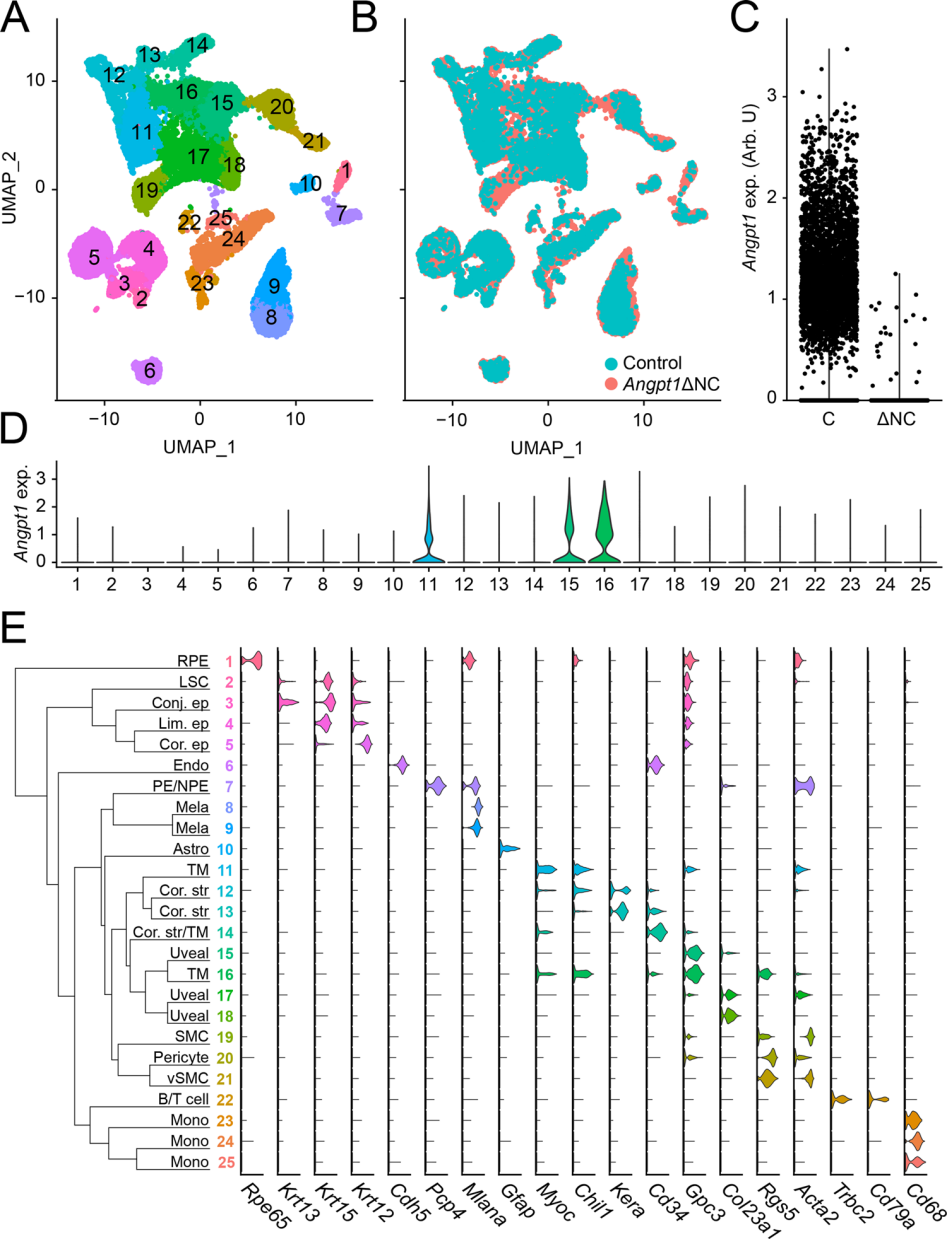
Single-cell RNA sequencing of the iridocorneal angle region of control and glaucomatous *Angpt1*ΔNC eyes. **A** Single-cell RNA sequencing was performed on pooled eyes from 6-week-old control and *Angpt1*ΔNC mice. Samples were integrated using CCA and clustered using the Seurat package in R before plotting using UMAP. **B** Overlaying samples from control and *Angpt1*ΔNC eyes shows that similar cell populations were present in each sample. **C** *Angpt1* was detected in only a small number of cells isolated from *Angpt1*ΔNC eyes, indicating that the majority of *Angpt1*-expressing cells are derived from the neural crest. **D** *Angpt1* expressing cells in WT mice were concentrated in clusters 11, 15, and 16. **E** Dendrogram and representative marker gene expression in each cluster identified. RPE, retinal pigment epithelium, LSC, limbal stem cell, conj. ep, conjunctival epithelium, lim. ep., limbal epithelium, cor. ep., corneal epithelium, mela, melanocyte, cor. str., corneal stroma, TM, trabecular meshwork, PE/NPE, ciliary (non) pigmented epithelium.

### Cluster classification

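For part of the deposited labels, the 10 genes with the highest mean level in each cluster relative to all other cells were set beside marker lists of ocular cell types. These lists hold common markers together with those of the paper's Fig. 5E, which came from these data, so part of the match was fixed in advance. RPE genes filled 6 of the top 10 places in cluster 1 (*Ttr*, *Rgr*, *Rpe65*, *Slc16a8*, *Rdh5* and *Rlbp1*). Markers of cycling limbal epithelium filled 5 in cluster 2, those of conjunctival epithelium 5 in cluster 3, those of limbal epithelium 4 in cluster 4 and those of corneal epithelium 2 in cluster 5. Melanocyte markers filled 4 places in cluster 8 and 1 in cluster 9, smooth muscle markers 3 in cluster 19 and 1 in cluster 21, and pericyte markers 5 in cluster 20. In cluster 7, *Pcp4* was the ciliary epithelial gene among the top 10, and 6 of the 7 genes of that list were detected in over 10% of the cells. Cluster 13 had 1 keratocyte gene and 1 gene of the corneal endothelium or TM in its top 10. T cell markers filled 2 places in cluster 22, a dendritic cell gene 1 in cluster 23, and monocyte or macrophage markers filled 2 in cluster 24 and 3 in cluster 25. In cluster 10, which the paper identifies as astrocytes, the Schwann cell list had the most genes in the top 10, with 3. The top 10 of clusters 17 and 18 held no gene of these lists.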

Our initial clustering of limbal/iridocorneal angle cells differentiated several clusters of cells characterized by unique transcripts which were readily identified as RPE (cluster 1, Fig. 5A, E, supplemental dataset 1), conjunctival (3), limbal (4), and corneal (5) epithelium, limbal stem cells (2), endothelial cells (6), ciliary epithelia (7), melanocytes (8 & 9), astrocytes (10), corneal stromal keratinocytes (12 & 13) smooth muscle (19), pericytes (20), vascular smooth muscle (21), B and T cells (22), and monocytes (23–25). In addition to these clearly recognizable populations, our clustering identified several groups with more ambiguous expression profiles. Clusters 15–17 contained stromal cells. High levels of *Angpt1* expression were observed in clusters 15 and 16, suggesting that these may contain the uveal *Angpt1*-expressing stroma population observed histologically (Figs. 1A, 5D). Known markers of TM cells including *Chil1* and *Myoc* were also detected in some cells of cluster 16. Cluster 14 largely consisted of *Cd34*-positive cells, which shared many markers with fibroblasts, including *Mfap5*, *Clec3b* and *Tnxb*, suggesting that these may represent the *Cd34*-positive corneal stroma population which has been previously described^38^. However, a subset of cells in cluster 14 also expressed *Myoc* and *Chil1*. Cluster 11 contained *Cdh2*-positive cells hypothesized to be corneal endothelium as well as *Acta2*-positive cells expressing *Angpt1* and the TM markers *Chil1* and *Myoc*. The distribution of putative TM cells between clusters 11 (corneal endothelium-like), 14 (corneal stroma/fibroblast) and 15/16 (uveal stroma) is consistent with previous studies identifying multiple cell types in the TM, including fibroblast-like “beams” and pericyte-like juxtacanalicular (JCT) or trabecular cells^39^.

### Identification of SC endothelial cells

While recent immunostaining studies have provided important insights into SC biology, the difficulty isolating pure populations of SC endothelial cells for cell culture or transcriptional profiling has limited our understanding of TM-SC crosstalk and the relationship between SC, blood vascular and lymphatic gene expression pattern and function. As our histological analysis of *Angpt1*ΔNC eyes revealed a marked reduction in SC size and SC endothelial cell numbers, we reasoned that very few of these cells would be present in our *Angpt1*ΔNC samples, providing a tool for distinguishing populations. 

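Cells with an endothelial label (SC, LEC and EC2 to EC4) numbered 295 in control replicate 1 (3.25% of all kept cells), 327 in control replicate 2 (3.22%) and 209 in *Angpt1*ΔNC (3.09%). Their median depth was 6497, 7263 and 7093 UMIs in the same order. Repeating the clustering on the deposited integrated values, with the settings of the paper's methods, placed all 831 of these cells in endothelial clusters, which held 833 cells. A definition by cell, at least 1 UMI each of *Cdh5* and *Pecam1*, gave 271 cells in control replicate 1, 306 in control replicate 2 and 193 in *Angpt1*ΔNC, of which 4, 3 and 2 carried a label outside the endothelium.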

To identify SC cells, we isolated *Cdh5*-expressing cluster 6 from our dataset, and reclustered these cells using a new set of principal components (Fig. 6A). Four distinct endothelial clusters were identified, which we designated EC1-4. EC2-4 appeared to contain blood vascular endothelial cells, while EC1 contained *Prox1* positive cells expressing high levels of *Ccl21a*, suggesting a lymphatic-like phenotype (Fig. 6B). 

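EC1 appears in the deposited labels as SC and LEC. *Prox1* (chromosome 1, from 190118035 to 190170714) was detected in 20 of 46 SC cells of control replicate 1 (43.5%, CI 28.9 to 58.9) and 28 of 63 of control replicate 2 (44.4%, CI 31.9 to 57.5). In EC2 to EC4, 7 of 246 cells (2.85%, CI 1.15 to 5.78) and 15 of 263 cells (5.70%, CI 3.23 to 9.23) were positive, and the epithelium of clusters 4 and 5 had none, which allows up to 0.303% and 0.296%. The SC cells had median depths of 8895 and 6943 UMIs and the cells of EC2 to EC4 of 6329 and 7304. *Ccl21a* (chromosome 4, from 42772860 to 42773993) had a mean level in SC of 73.6 UMIs per 10,000 in control replicate 1 and 40.3 in control replicate 2. No *Ccl21a* UMI was found in EC2 to EC4, which allows a share of positive cells of up to 1.22% and 1.14%. Within SC the controls differed in *Ccl21a*, with 67.4% (CI 52.0 to 80.5) and 38.1% (CI 26.2 to 51.2) positive cells.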

EC3 expressed high levels of *Kdr*, *Plvap* and *Ihh*, a newly described marker of the choriocapillaris^40^, suggesting that these were cells from the peripheral choriocapillaris while EC2 and 4 displayed venous and arterial phenotypes, respectively. 

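The mean level of *Kdr* was 7.76 UMIs per 10,000 in EC3 of control replicate 1 and 9.44 in EC3 of control replicate 2. It was 7.59 and 7.88 in EC4 and 3.57 and 3.46 in EC2, so the gap between EC3 and EC4 in control replicate 1 was smaller than the difference of EC3 between the controls. *Plvap* separated the groups further, at 42.6 and 40.5 in EC3, 24.4 and 24.0 in EC4 and 11.5 and 11.0 in EC2. *Ihh* was detected in 51 of 118 EC3 cells of control replicate 1 (43.2%, CI 34.1 to 52.7) and 59 of 118 of control replicate 2 (50.0%, CI 40.7 to 59.3). In EC4 the share was 7.29% (CI 2.98 to 14.4) and 7.48% (CI 3.28 to 14.2), and in the limbal and corneal epithelium 1 of 989 and 0 of 1012 cells were positive. EC3 cells were deeper than EC4 cells, with medians of 7364 and 10749 UMIs against 4736 and 3947.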

Intriguingly, our UMAP projection of the lymphatic-like cells in cluster 1 delineated two distinct groups, the larger of which contained far fewer cells in *Angpt1*ΔNC mice—suggesting that this group might represent SC endothelial cells. Accordingly, we isolated cluster 1 from the remaining endothelial cells and reclustered them using a third set of principal components, revealing two distinct cell populations (Fig. 6C). Consistent with previous reports of SC gene expression, the larger population lacked *Lyve1* and *Pdpn* expression while expressing low levels of *Prox1*, suggesting a SC identity^5^. 

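*Lyve1* was detected in 0 of 46 SC cells of control replicate 1 and 0 of 63 of control replicate 2, which allows shares of up to 6.52% and 4.76%. For *Pdpn*, which the limbal and corneal epithelium also expresses, the mean level in SC was 0 in control replicate 1 and 0.00519 UMIs per 10,000 in control replicate 2. The mean level of *Prox1* in SC was 0.978 in control replicate 1 and 0.871 in control replicate 2. Among the 15 SC cells of *Angpt1*ΔNC, *Lyve1* was detected in 0 and *Prox1* in 4.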

The smaller cluster contained cells expressing higher levels of *Prox1* as well as *Lyve1* and *Pdpn*, an expression pattern typical of lymphatic endothelial cells (LECs, Fig. 6D, Supp. Fig. 7). 

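The LEC label held 3 cells of control replicate 1, 1 of control replicate 2 and 12 of *Angpt1*ΔNC. *Lyve1* was detected in 3 of 3, 1 of 1 and 9 of 12 of these cells, and the mean level of *Pdpn* over all 16 was 7.27 UMIs per 10,000. Over the same cells the mean level of *Prox1* was 2.82, against 0.848 over the 124 SC cells. The LEC level rests largely on *Angpt1*ΔNC, since the controls contributed 4 cells, of which 2 had a *Prox1* UMI.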

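*Itga5* had a mean level of 1.06 UMIs per 10,000 in SC cells of control replicate 1 and 0.922 in those of control replicate 2, against 0.664 and 0.724 in the blood endothelial groups EC2 to EC4. For *Itga6* the levels were 2.09 and 2.30 in SC and 1.20 and 1.37 in EC2 to EC4. *Itga9*, encoding integrin alpha 9, had levels of 1.02 and 0.613 in SC and 0.355 and 0.330 in EC2 to EC4. Each of the 3 genes was higher in SC than in EC2 to EC4 as a whole in both controls, although for *Itga9* the SC levels of the controls lay further apart than SC and EC2 to EC4 did in control replicate 2. EC2 alone had an *Itga5* level of 1.18 and 1.32, above that of SC. The 4 control LEC cells are too few for a level. Over the 16 LEC cells of all libraries, the mean level was 0.727 for *Itga5*, 0.403 for *Itga6* and 1.76 for *Itga9*.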

Putative SC endothelial cells expressed a combination of blood and lymphatic endothelial integrins, sharing expression of *Itga5*and *Itga6* with blood endothelial cells and the SVEP1 receptor *Itga9* with lymphatics. Compared to the control samples, very few putative SC endothelial cells were observed in the *Angpt1*ΔNC dataset, providing further evidence that this cluster originated from SC (Fig. 6E, Control: 17.5% of total ECs, *Angpt1*ΔNC: 7.2%). 

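SC cells made up 46 of the 295 endothelial cells of control replicate 1 (15.6%, CI 11.7 to 20.3), 63 of the 327 of control replicate 2 (19.3%, CI 15.1 to 24.0) and 15 of the 209 of *Angpt1*ΔNC (7.18%, CI 4.07 to 11.6). Under these labels the interval of *Angpt1*ΔNC ends below the start of those of both controls, narrowly so for control replicate 1. With the definition by cell, it ran from 3.64 to 11.2 and overlapped that of control replicate 1 (10.8 to 19.6). Of the 13 cells that this definition called SC in *Angpt1*ΔNC, 7 carried the SC label and 5 the LEC label. In the controls, 1 of 40 and 0 of 53 carried the LEC label, so it counts more LEC cells as SC in *Angpt1*ΔNC. As a share of all kept cells SC was 0.507%, 0.620% and 0.222% in the same order. The SC cells of *Angpt1*ΔNC had a median depth of 6505 UMIs. Under each of 13 alternative settings the share in *Angpt1*ΔNC remained below the control mean. These are not 13 separate checks. The rebuilt clusters at each resolution, subcluster resolution and seed held the same 42, 50 and 17 SC cells. There, SC cells were split from LEC cells by marker scores and not by clusters. Leaving out a control cannot move the share of *Angpt1*ΔNC. The largest change came with the cells typed as male, those with a Y-linked UMI and none of *Xist*, a setting chosen after the data had been seen. There, 2 of 66 endothelial cells of *Angpt1*ΔNC were SC (3.03%, CI 0.369 to 10.5), against 18.6% and 17.8% in the controls. Of the *Angpt1*ΔNC endothelial cells typed as female, with *Xist* and no Y-linked UMI, 12 of 122 were SC (9.84%, CI 5.19 to 16.55). That interval overlaps those of both controls over all endothelial cells. The other lymphatic-like group, LEC, rose from 1.02% and 0.306% of endothelial cells in the controls to 5.74% in *Angpt1*ΔNC. Because histology had shown a loss of SC in *Angpt1*ΔNC eyes, the paper reasons that the drop of this population in the *Angpt1*ΔNC dataset is further evidence for its origin in SC.

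**Figure D2:**
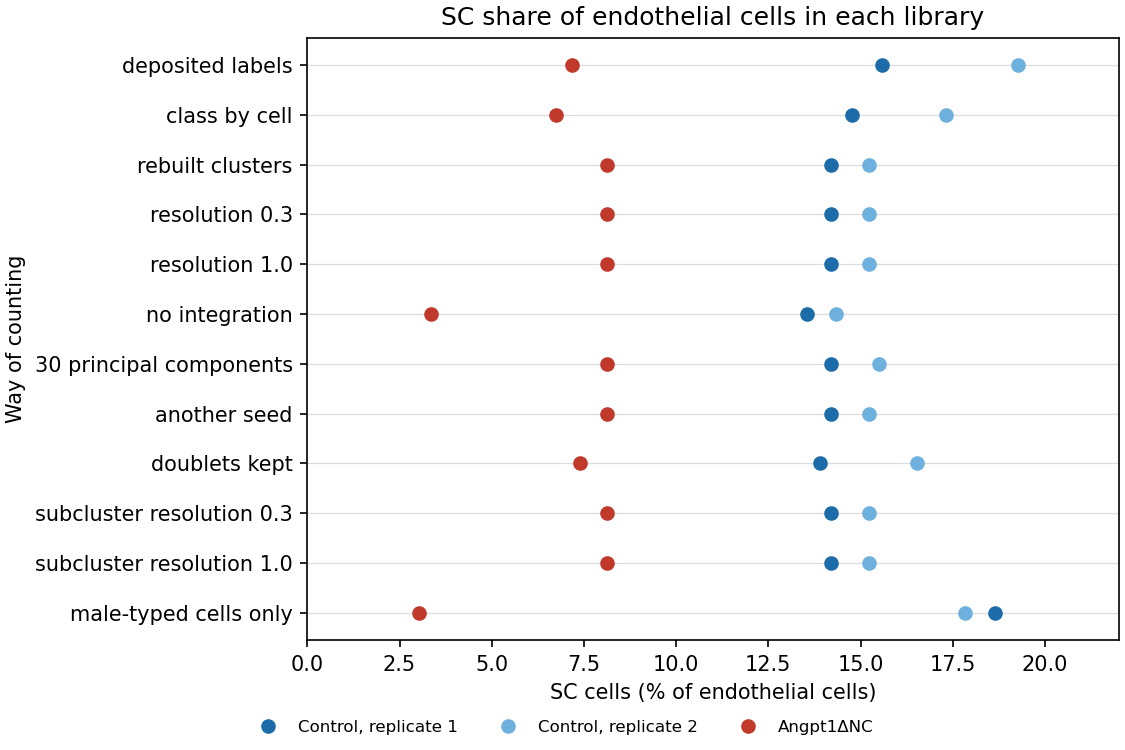
SC cells as a percent of endothelial cells (horizontal axis) in control replicate 1, control replicate 2 and *Angpt1*ΔNC under the deposited labels and 11 other ways of counting (vertical axis). The point of *Angpt1*ΔNC lies to the left of both controls in each of them. Several of these ways gave the same SC counts and are not separate checks.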

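Across 15045 genes, the mean levels of the 109 SC cells of the controls had a Pearson correlation of 0.935 with those of the 509 cells of EC2 to EC4 and of 0.735 with those of the 4 LEC cells (log2 scale, 0.1 added). These are correlations across genes, which are not independent replicates. A mean over 4 cells is noisier than one over 509, and drawing every group down to 4 cells reduced the difference from 0.2 to 0.0535 on average over 100 draws, 96 of them above 0. With the 16 LEC cells of all libraries and groups of that size, the difference averaged 0.0221, and 98 of 100 draws were above 0. Of the genes that set SC apart from EC2 to EC4, *Nupr1* had a mean level of 52.1 and 68.1 UMIs per 10,000 in SC of the controls, against 7.23 and 6.93.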

Consistent with the origin of SC sprouting from blood-filled capillaries^4^, the transcriptome of SC endothelial cells was more closely related to blood vascular endothelial cells than to LECs (Fig. 6F), although they were differentiated by several highly expressed markers including *Ccl21a*, *Prox1*, *Nupr1* and *Pgf* (Fig. 6G, full data in supplemental dataset 1). 

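*Cxcl10* had a mean level of 19.0 UMIs per 10,000 in SC cells of control replicate 1 and 11.2 in those of control replicate 2. It had no UMI in any of the 16 LEC cells of all libraries, 4 from the controls and 12 from *Angpt1*ΔNC, which allows a share of up to 18.8%. The median depth of these LEC cells was 6488 UMIs, near the 7103 of the 124 SC cells of all libraries. *Cxcl10* was not particular to SC, as its level in EC2 was 16.5 in control replicate 1 and 17.4 in control replicate 2.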

Compared to LECs, SC endothelial cells lacked classical LEC markers such as *Pdpn* and *Lyve1*, with increased expression of *Cxcl10* and *Serpine1*.

**Fig. 6:**
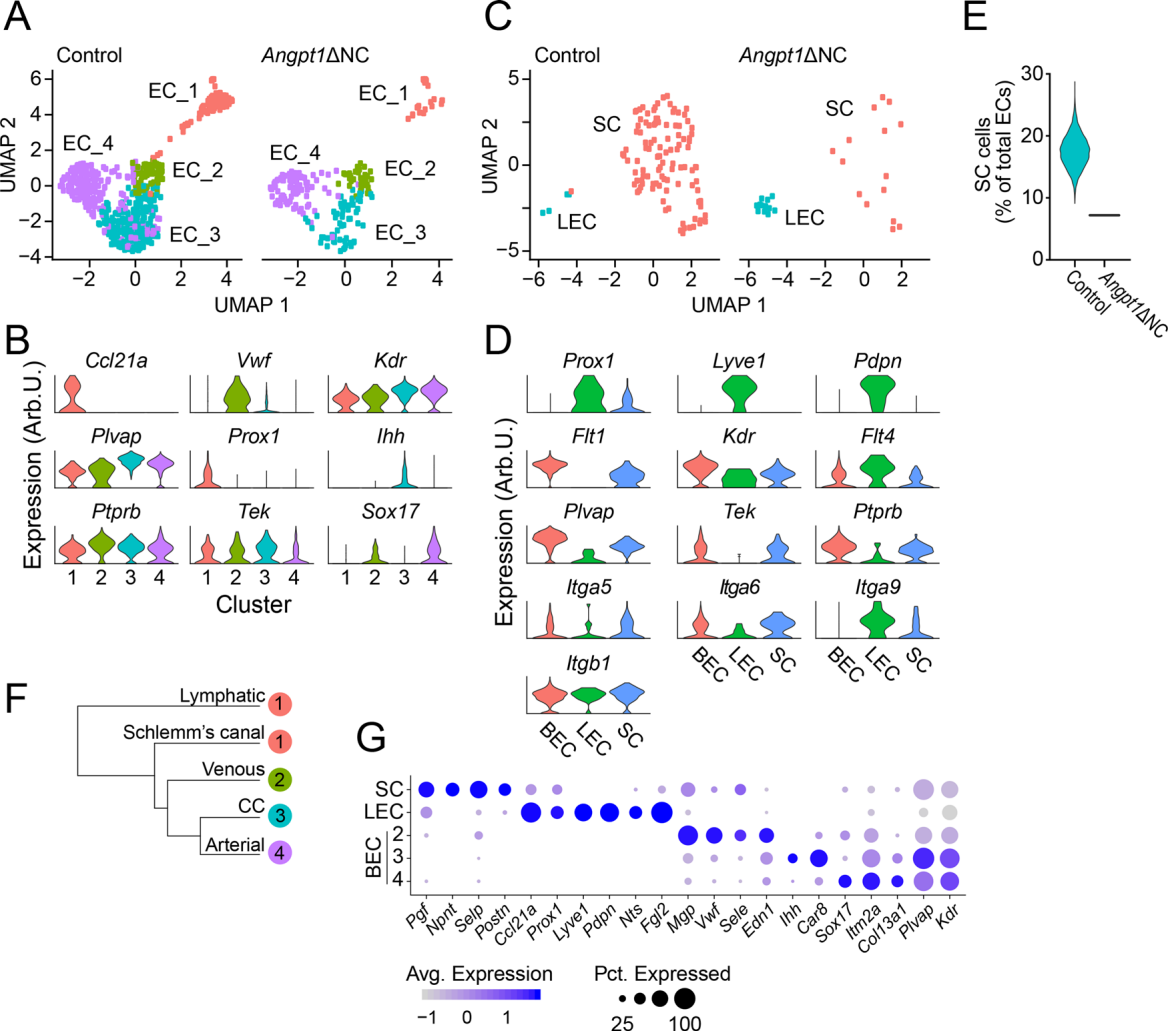
Single-cell RNA sequencing identified Schlemm’s canal endothelial cells. **A** *Cdh5* + endothelial cells were identified from the total cell population and reclustered using a new set of principal components, resulting in four endothelial cell clusters. **B** Expression analysis of marker genes present in the four unique endothelial populations. Examination of the endothelial populations in (**A**) revealed that *Ccl21a*-positive cells in cluster 1 were comprised of two distinct populations. One of these populations was nearly absent in *Angpt1*ΔNC eyes, suggesting that they might represent SC endothelial cells. **C** We, therefore, isolated these cells and reclustered them, allowing detailed analysis. **D** Expression analysis revealed that the presumptive lymphatic endothelial cells (LECs) expressed classic lymphatic markers such as *Prox1*, *Pdpn,* and *Lyve1*. In contrast, Schlemm’s canal endothelial cells (SCs) expressed *Plvap*, *Tek* and *Ptprb* in addition to *Flt1* while retaining low-level expression of *Prox1* and *Flt4*. **E** Consistent with our histological results, very few SC endothelial cells were identified in Angpt1ΔNC mice. To exclude the possibility that was due to sampling variability, we performed bootstrapping analysis, picking a sample of endothelial cells of equal size to our knockout sample from the WT dataset. 10,000 iterations were performed, revealing that *Angpt1* knockout mice have far fewer SC endothelial cells then controls. Distribution of simulated samples is shown as a violin plot compared to the true proportion of SC endothelial cells identified in *Angpt1* knockout eyes. **F** Dendrogram illustrating the transcriptomic relationship between endothelial cell clusters identified. **G** Identification of unique markers of Schlemm’s canal (SC), ocular lymphatic (LEC) and blood vascular (BEC) endothelium.

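*Tek* (chromosome 4, from 94739289 to 94874976) was detected in 26 of 46 SC cells of control replicate 1 (56.5%, CI 41.1 to 71.1) and 35 of 63 of control replicate 2 (55.6%, CI 42.5 to 68.1), and in 0 of 989 and 0 of 1012 epithelial cells of clusters 4 and 5. Its mean level in SC was 1.22 and 1.06 UMIs per 10,000, a little below that in EC2 to EC4 (1.34 and 1.65). *Plvap* had a level of 9.07 and 9.89 in SC. *Flt1* was lower in SC (3.06 and 4.16) than in EC2 to EC4 (13.1 and 16.2) and had no UMI in the 16 LEC cells of all libraries. *Flt4* was lower in SC (0.95 and 0.699) than in EC2 to EC4 (1.30 and 1.40), and in the 4 control LEC cells it was detected in 2.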

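Drawing 209 endothelial cells with replacement from the 622 of the pooled controls 10,000 times gave SC shares with a mean of 17.5% and a central 95% from 12.4% to 23.0%. None of the 10,000 draws was at or below the share in *Angpt1*ΔNC, and the lowest was 8.61%. From control replicate 1 alone the central 95% ran from 11.0% to 20.6%, with 1 draw as low as *Angpt1*ΔNC, and from control replicate 2 alone from 13.9% to 24.9%, with 0. Such draws cover the sampling of cells within the control pools, and not the difference between animals or dissections.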

### Identification of TM cell clusters

Our preliminary analysis showed that cells expressing known TM marker genes such as *Myoc* and *Chil1* were included in clusters 11, 12, 14, and 16 (Fig. 5A, D), although they did not comprise a majority of cells in any of these groups—indicating our initial clustering was too low-resolution to differentiate these phenotypes from the closely related cells in their overall clusters. Accordingly, to identify individual TM cell populations, we isolated these groups along with the closely related cluster 15 and reclustered them using a third set of principal components. 

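TM1 to TM11 together held 2803 cells of control replicate 1 (30.9% of all kept cells), 3324 of control replicate 2 (32.7%) and 1946 of *Angpt1*ΔNC (28.7%), with median depths of 5913, 6377 and 7494 UMIs. The largest group in the controls was TM7, with 667 and 739 cells, and the smallest TM11, with 27 and 46 cells.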

Eleven groups were identified, which we designated TM1-11 (Fig. 7A). 

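The share of cells with an *Angpt1* UMI was high in TM7, at 59.7% in control replicate 1 (398 of 667, CI 55.8 to 63.4) and 62.0% in control replicate 2 (458 of 739, CI 58.4 to 65.5). TM4 had 61.5% (CI 55.6 to 67.2) and 57.9% (CI 52.4 to 63.3), TM3 had 62.2% (CI 54.7 to 69.2) and 47.0% (CI 41.1 to 53.0), and TM6 had 58.0% (CI 48.3 to 67.3) and 48.4% (CI 37.7 to 59.1). In TM8 the share was 38.2% and 41.5%, in TM9 31.9% and 37.2%, and in TM11 22.2% (CI 8.62 to 42.3) and 37.0% (CI 23.2 to 52.4). The other 4 groups were also above the epithelial background, with 10.1% and 15.5% in TM1, 25.0% and 15.5% in TM2, 25.9% and 9.62% in TM5, and 20.1% and 18.0% in TM10. By mean level, TM6 ranked first (2.84 and 2.20 UMIs per 10,000), then TM7 (2.55 and 2.16), with TM4 at 1.84 and 1.44 and TM8 at 1.43 and 1.61. Depth differs between these groups, since the median cell of TM6 had 3839 and 3988 UMIs and that of TM4 8341 and 8884.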

*Angpt1* expressing cells were present in clusters TM3, 4, 6, 7, 8, 9, and 11 (Fig. 7B, C) although were most represented in clusters TM4, 6 and 7. As expected, few or no *Angpt1*-positive cells were observed in *Angpt1*ΔNC samples. 

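In *Angpt1*ΔNC, 13 of the 1946 cells of TM1 to TM11 had an *Angpt1* UMI (0.668%, CI 0.356 to 1.14), against 2551 of 6127 control cells (41.6%, CI 40.4 to 42.9). They were 4 of 325 cells in TM2, 2 of 126 in TM3, 1 of 311 in TM4, 4 of 174 in TM7 (2.30%, CI 0.630 to 5.78), 1 of 327 in TM9 and 1 of 49 in TM11. TM1, TM5, TM6, TM8 and TM10 had none. With the counts summed over TM1 to TM11 in each library, *Angpt1* had 2457, 2615 and 14 UMIs in control replicate 1, control replicate 2 and *Angpt1*ΔNC. This is a log2 fold change of -7.10 (standard error 0.26, adjusted p = 3.92e-06, edgeR quasi-likelihood F-test over 13942 genes with Benjamini-Hochberg adjustment). The test has 1 residual degree of freedom and assumes that the lone *Angpt1*ΔNC library varies like the controls.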

All clusters were present in both control and *Angpt1*ΔNC samples, although the *Angpt1*ΔNC sample contained proportionally fewer cells in the clusters identified as uveal stroma, and more cells in the clusters originating from the cornea (Fig. 7D). It is possible that this reduction in uveal clusters is indicative of the hypomorphic TM we have previously observed in the eyes of *Angpt1* and *Tek* knockout mice. However, we also observed proportionally greater numbers of corneal epithelial cells in the *Angpt1*ΔNC sample, so we cannot exclude the possibility that this difference was due to variability in dissection. 

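TM6 to TM9, the uveal stroma, made up 1574 cells of control replicate 1 (17.3% of all kept cells, CI 16.6 to 18.1), 1740 of control replicate 2 (17.1%, CI 16.4 to 17.9) and 706 of *Angpt1*ΔNC (10.4%, CI 9.71 to 11.2). The controls lay close together and *Angpt1*ΔNC far below both. Within the uveal groups the change was uneven, since TM7 and TM8 in *Angpt1*ΔNC stood at 35.1% and 36.5% of the control mean, TM6 at 69.3% and TM9 at 186%. Rebuilding the clusters without integration moved the uveal difference most, from -6.81 percentage points (*Angpt1*ΔNC minus the mean of the controls) to -13.3, and keeping doublets left the least of it, at -1.57. Without integration, cells with a uveal label that fell into clusters without a class were 6.35% of *Angpt1*ΔNC cells and 0.353% and 0.571% of control cells, so the naming of clusters adds to that move. Among groups linked to the cornea, TM1 stood at 106% of the control mean and TM2 at 113%, both within the range of the controls, and TM10 at 147%. Cluster 13, which the paper assigns to the corneal stroma, went the other way, at 54.9%. The TM/JCT groups TM4 and TM5 together made up 3.75% and 4.27% of control cells and 6.45% of *Angpt1*ΔNC cells.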

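The limbal and corneal epithelium together made up 989 cells of control replicate 1 (10.9% of all kept cells, CI 10.3 to 11.6), 1012 of control replicate 2 (9.96%, CI 9.38 to 10.6) and 911 of *Angpt1*ΔNC (13.5%, CI 12.7 to 14.3). The parts went opposite ways. The limbal cluster 4 rose from 4.56% and 4.99% to 9.47% in *Angpt1*ΔNC, while the corneal cluster 5 fell from 6.34% and 4.97% to 3.99%. The conjunctival cluster 3 rose from 1.08% and 0.984% to 2.84%.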

Small differences in the location where cornea and sclera were cut would likely result in shifts in representation of these populations within our sample.

**Fig. 7:**
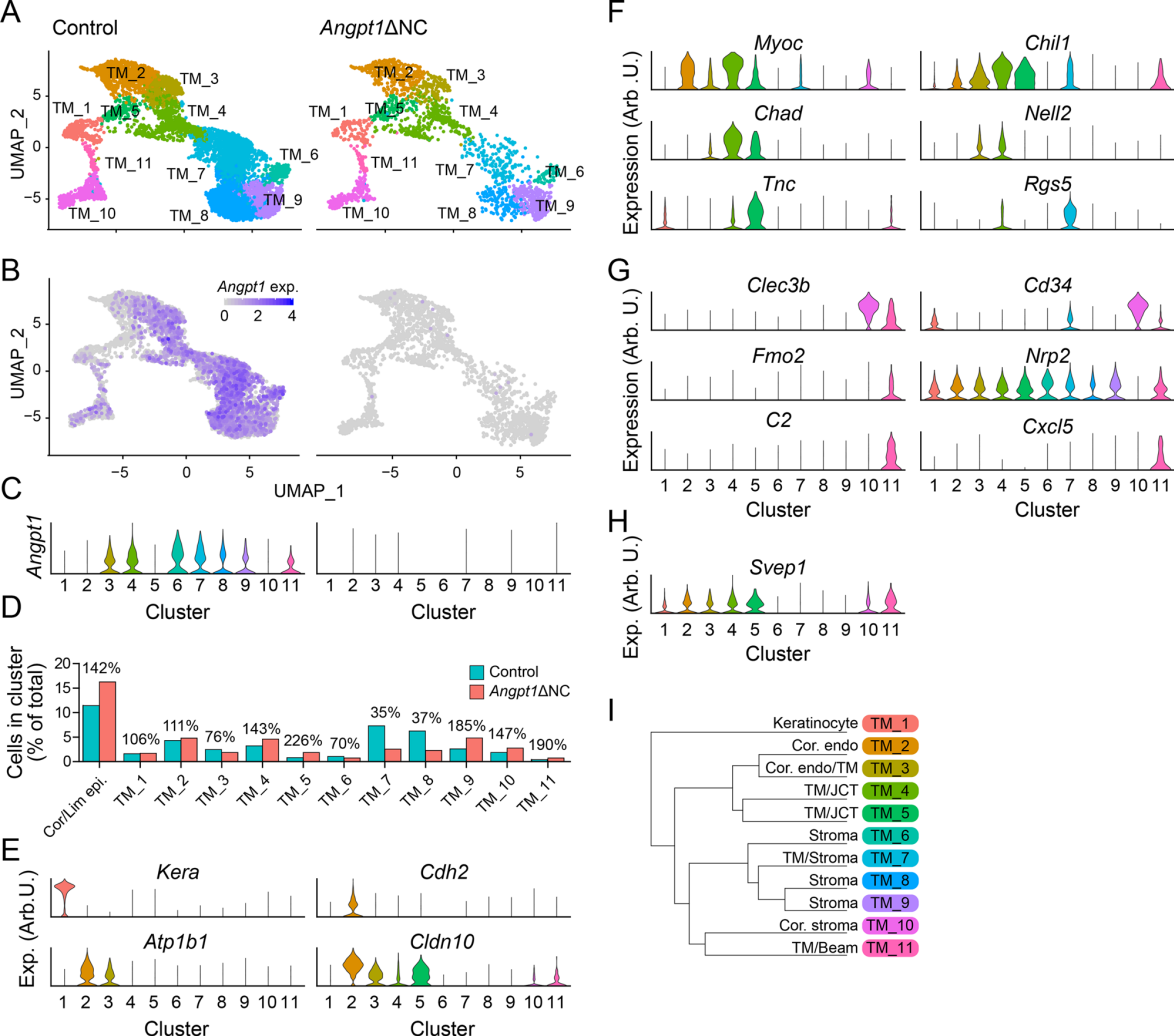
Analysis of putative trabecular meshwork cells. **A** Clusters containing cells expressing known TM markers were isolated from the full dataset and reclustered in a new set of principal components. **B**, **C** *Angpt1* expression in putative TM cell clusters from control and *Angpt1*ΔNC eyes. **D** Bars indicate cell cluster size as a percentage of total sequenced cells of each genotype. Noted percentages indicate relative abundance of each cluster in *Angpt1*ΔNC eyes compared to control sample. **E**–**G** Marker gene analysis in wild-type samples was used for cluster identification. E Cells in TM1 revealed features of keratinocytes while TM2 contained corneal endothelia. **F** TM4 and 5 exhibit an expression pattern consistent with trabecular meshwork or JCT cells. **G** TM10 contained Cd34+ cells which appeared to be corneal stromal cells. The expression pattern in TM11 was consistent with trabecular meshwork fibroblast like “beam” cells. (**H**) *Svep1* expression in TM cell clusters. (I) Dendrogram highlighting the relationship between identified cell clusters.

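In TM2, *Cdh2* had a mean level of 1.03 UMIs per 10,000 in control replicate 1 and 1.30 in control replicate 2, against 0.276 and 0.367 in TM3. *Atp1b1* had levels of 2.60 and 3.30 in TM2 and 1.22 and 2.01 in TM3. *Cldn10* was higher, at 8.03 and 12.8 in TM2, 2.76 and 3.23 in TM5 and 1.99 and 2.50 in TM3. In TM1 the levels of *Cdh2* were 0.00908 and 0.0309, those of *Atp1b1* 0.0378 and 0.0539 and those of *Cldn10* 0.127 and 0.635. The TM1 cells had median depths of 13469 and 12017.5 UMIs and the TM2 cells of 7033 and 7254.5.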

After reclustering, differential gene expression analysis revealed that TM1 contained keratinocytes, while TM2 contained cells expressing markers of the corneal endothelium, including *Cdh2*, *Atp1b1,* and *Cldn10* (Fig. 7E). 

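*Myoc* (chromosome 1, from 162639155 to 162649693) had a mean level of 62.8 UMIs per 10,000 in TM4 of control replicate 1 and 59.4 in TM4 of control replicate 2, and of 6.83 and 13.5 in TM5. Its level in TM2, at 21.7 and 33.0, lay between those of TM4 and TM5, and in TM1 it was 0.281 and 0.526. *Chil1* had levels of 51.3 and 56.1 in TM4 and 25.6 and 29.5 in TM5. For *Chad* they were 11.4 and 12.2 in TM4 and 5.67 and 5.89 in TM5, and for *Nell2* 1.69 and 1.22 in TM4 and 0.787 and 0.392 in TM5. *Nell2* in TM3, at 1.39 and 0.799, was above its level in TM5. The mean level of *Angpt1* in TM5 was 0.546 and 0.182, below that in TM4 in both controls.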

Cells in TM4 and 5 expressed TM markers including *Myoc*, *Chil1*, *Chad*, *Nell2* as well as *Angpt1* (Fig. 7F). 

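*Tnc*, the gene of Tenascin C (chromosome 4, from 63959785 to 64047015), had a mean level of 4.84 UMIs per 10,000 in TM5 of control replicate 1 and 4.09 in TM5 of control replicate 2. In TM4 the level was 1.00 and 0.953, and in TM11 1.63 and 1.36. No other group of TM1 to TM11 came near TM5, the next being TM11. The limbal and corneal epithelium, which also expresses *Tnc*, had a level of 0.291 and 0.290.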

The gene encoding Tenascin C, a predominantly JCT-expressed protein upregulated in regions of high outflow^41^, was expressed in both TM4 and 5, although expression was highest in TM5. In contrast, expression of *Rgs5*, a pericyte marker also expressed in TM^42,43^, was present in TM4 but not TM5.

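*Rgs5* was detected in 51.0% of the TM4 cells of control replicate 1 (146 of 286, CI 45.1 to 57.0) and 42.7% of those of control replicate 2 (141 of 330, CI 37.3 to 48.3). In TM5, 2 of 54 cells (3.70%, CI 0.452 to 12.7) and 2 of 104 cells (1.92%, CI 0.234 to 6.77) were positive. The shares of limbal and corneal epithelial cells, 2.43% and 3.56%, lie within these intervals, although the mean level of *Rgs5* in TM5, 0.0790 and 0.0253 UMIs per 10,000 from 6 and 3 UMIs, was above the 0.0117 and 0.0210 of the epithelium.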

Clusters TM10 and 11 contained cells expressing fibroblast markers including *Clec3b* (Fig. 7G). In addition, *Myoc* expression was detected in TM10, suggesting that these cells may be analogous to the”Beam A” cluster described by van Zyl et al.^39^. However, we found that these cells also expressed *Cd34*, which is absent from the TM^44,45^. Instead, we hypothesize that TM10 may represent a *Cd34*-postive corneal stromal population which has been previously described^38,46,47^. 

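*Clec3b* was detected in 89.2% of the TM10 cells of control replicate 1 (CI 83.9 to 93.2) and 93.4% of those of control replicate 2 (CI 88.5 to 96.7), with mean levels of 13.0 and 12.4 UMIs per 10,000. In TM11 it was detected in 12 of 27 cells (44.4%, CI 25.5 to 64.7) and 28 of 46 cells (60.9%, CI 45.4 to 74.9), with levels of 4.35 and 4.22. The epithelial background was 0.404% and 1.09%. Median depths were 6622 and 6645 UMIs in TM10 and 8737 and 7720.5 in TM11.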

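*Myoc* was detected in 97 of 194 TM10 cells of control replicate 1 (50.0%, CI 42.7 to 57.3) and 92 of 167 of control replicate 2 (55.1%, CI 47.2 to 62.8), against 2.33% and 3.56% of limbal and corneal epithelial cells. The mean level in TM10, 7.95 and 8.37 UMIs per 10,000, was close to that in TM7 (8.00 and 10.5).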

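*Cd34* (chromosome 1, from 194938819 to 194961279) was detected in 173 of 194 TM10 cells of control replicate 1 (89.2%, CI 83.9 to 93.2) and 153 of 167 of control replicate 2 (91.6%, CI 86.3 to 95.3). Its mean level there was 9.05 and 7.96 UMIs per 10,000. In the epithelium of clusters 4 and 5, 0.506% and 0.494% of cells had a *Cd34* UMI.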

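In TM11, *Cd34* was detected in 9 of 27 cells of control replicate 1 (33.3%, CI 16.5 to 54.0) and 13 of 46 of control replicate 2 (28.3%, CI 16.0 to 43.5). Its mean level there was 0.849 and 0.532 UMIs per 10,000. *Chil1* was detected in 17 of 27 TM11 cells (63.0%, CI 42.4 to 80.6) and 27 of 46 (58.7%, CI 43.2 to 73.0), against 4.25% and 6.72% of limbal and corneal epithelial cells. *Fmo2* had a mean level of 1.05 and 0.865 in TM11 and of 0.451 and 0.468 in TM10. With 27 and 46 control cells, these shares carry wide intervals.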

*Cd34* expression was not present in closely related TM11, which contained *Chil1*-positive cells also expressing *Fmo2*, suggesting that they were analogous to the “Beam X” population described by van Zyl et al.^39^. 

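*Nrp2* (chromosome 1, from 62703285 to 62818695) had a mean level of 1.62 UMIs per 10,000 in TM11 of control replicate 1 and 1.10 in TM11 of control replicate 2, against 0.205 and 0.265 in TM10. Its levels in the remaining groups of TM1 to TM11 ran from 0.948 (TM1, control replicate 2) to 2.38 (TM9, control replicate 2). TM10 was thus the lowest of the 11 groups in both controls.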

Unlike TM10, this cluster also expressed *Nrp2*, which is strongly expressed throughout the TM (Fig. 7G, Supp. Fig. 8). 

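The complement genes *C2* and *Cfb* lie side by side on chromosome 17, from 34862604 to 34898265 and from 34856374 to 34862518. *C2* was detected in 16 of 27 TM11 cells of control replicate 1 (59.3%, CI 38.8 to 77.6) and 25 of 46 of control replicate 2 (54.3%, CI 39.0 to 69.1), and *Cfb* in 12 (44.4%, CI 25.5 to 64.7) and 13 (28.3%, CI 16.0 to 43.5) of the same cells. In TM10 the shares were 23.2% and 24.0% for *C2* and 13.4% and 11.4% for *Cfb*, and the epithelial background was under 4% for *C2* and under 1% for *Cfb*. *Cxcl5* had a mean level of 6.94 and 8.47 UMIs per 10,000 in TM11 and of 5.06 and 3.40 in TM10.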

TM11 also expressed complement-related genes, including *C2* and *Cfb* as well as chemokines including *Cxcl5*. TM6-9 contained *Angpt1*, *Pdgfrb*-positive cells which we interpreted to be the uveal *Angpt1*-GFP-positive cells we observed histologically (Fig. 1A). 

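*Pdgfrb* had a mean level of 3.03 UMIs per 10,000 in TM6 of control replicate 1 and 2.47 in TM6 of control replicate 2, 1.65 and 1.58 in TM7, 2.39 and 2.34 in TM8, and 2.86 and 2.61 in TM9. It was detected in 52.8% of the TM7 cells of control replicate 1 (CI 48.9 to 56.6), the lowest of these shares, and in 69.6% of the TM6 cells (CI 60.2 to 78.0), the highest. In the limbal and corneal epithelium, 0.708% and 0.791% of cells were positive. *Pdgfrb* was not particular to these groups, as TM5, with levels of 1.69 and 1.82, lay above TM7.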

Interestingly, TM7 strongly expressed *Rgs5* as well as *Chil1*, suggesting that this cluster may be associated with the TM. 

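*Rgs5* was detected in 515 of 667 TM7 cells of control replicate 1 (77.2%, CI 73.8 to 80.3) and 522 of 739 of control replicate 2 (70.6%, CI 67.2 to 73.9), with mean levels of 11.5 and 9.27 UMIs per 10,000. *Chil1* was detected in 59.8% (CI 56.0 to 63.6) and 64.1% (CI 60.6 to 67.6) of these cells, with mean levels of 20.6 and 28.8. The median TM7 cell had 5718 and 6201 UMIs.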

Consistent with the results of our histological and tissue-specific knockout studies, *Svep1* was strongly expressed in putative TM/JCT clusters TM4 and TM5 (Fig. 7H). 

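*Svep1* (chromosome 4, from 58042442 to 58206859) was detected in 51.0% of the TM4 cells of control replicate 1 (CI 45.1 to 57.0) and 53.3% of those of control replicate 2 (CI 47.8 to 58.8), and in 61.1% (CI 46.9 to 74.1) and 77.9% (CI 68.7 to 85.4) of the TM5 cells. The epithelial background was 0.101% and 0.296%. Its mean level was 1.11 and 1.14 UMIs per 10,000 in TM4 and 1.27 and 1.58 in TM5. The levels in TM2 (0.862 and 1.14), TM3 (0.823 and 0.932), TM10 (0.832 and 1.23) and TM11 (0.910 and 1.24) came close to that of TM4, and those of TM10 and TM11 passed it in control replicate 2. In TM6 to TM9 the level ran from 0.0399 (TM9, control replicate 1) to 0.413 (TM7, control replicate 2).

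**Figure D3:**
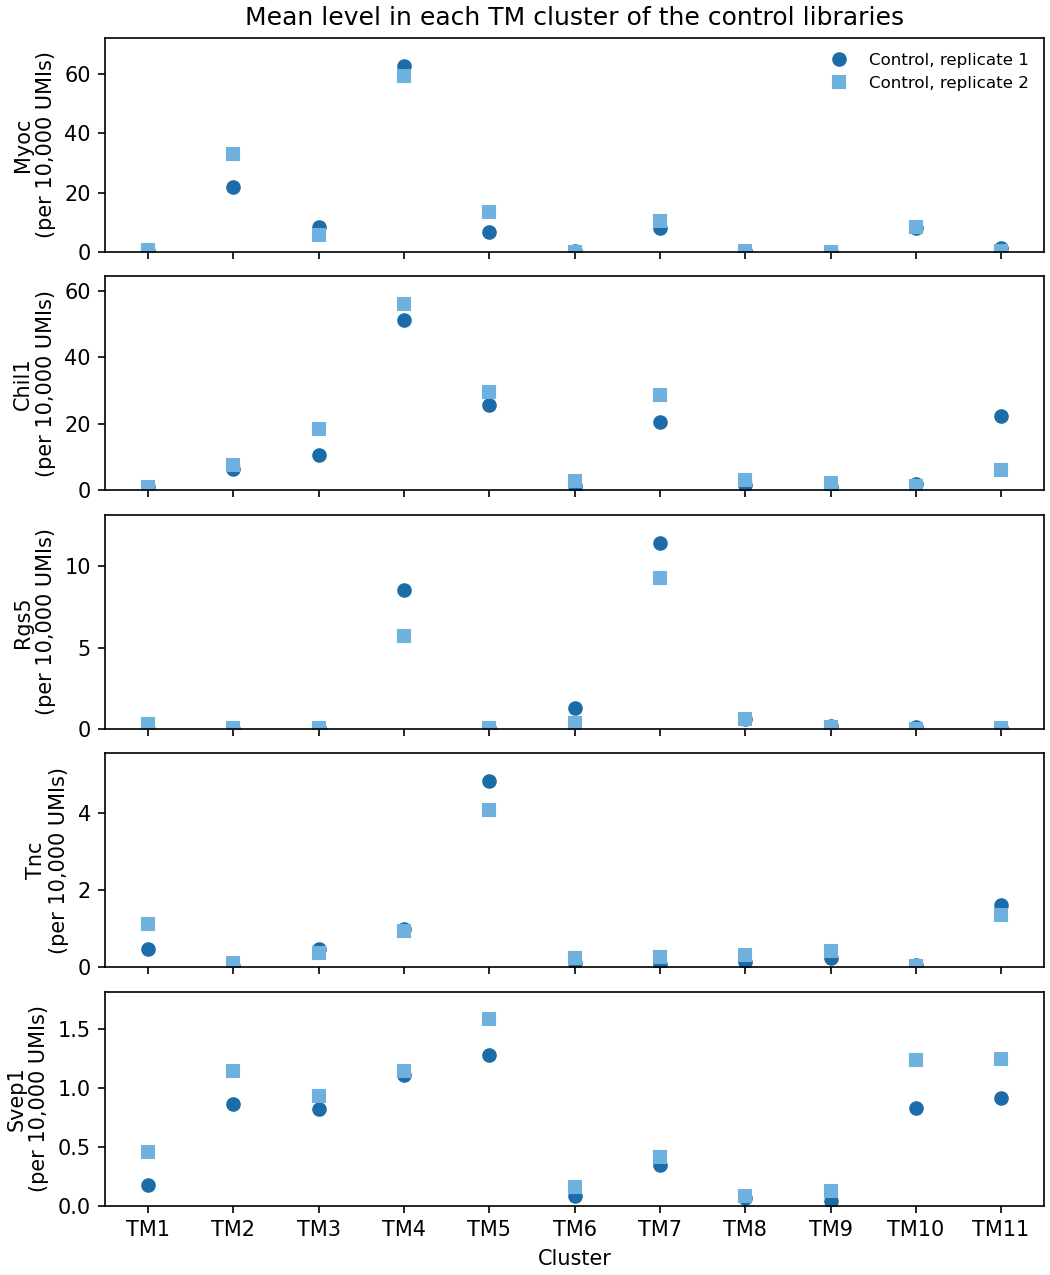
Mean level in UMIs per 10,000 (vertical axes) of *Myoc*, *Chil1*, *Rgs5*, *Tnc* and *Svep1* in TM1 to TM11 (horizontal axis), with 1 point for each of the 2 control libraries. *Myoc* and *Chil1* peak in TM4, *Tnc* in TM5 and *Rgs5* in TM7, and *Svep1* is low in TM6, TM8 and TM9.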

A dendrogram highlighting the relationship between clusters is shown in Fig. 7I.

### Expression of POAG and IOP-related genes and pathways

Having identified a population of putative SC endothelial and TM cells, we set out to identify genes of interest for future glaucoma studies. A list of SC and TM-expressed non-mitochondrial genes with normalized expression levels >0.3 was identified (Supplementary dataset 2). This list was then compared to a curated list of genes associated with PCG, POAG, IOP elevation, or SC function and development via GWAS, genetic studies, or experimental models (Supplementary Table 1). Twenty-one genes were identified in SC endothelial cells, including *Cav1*, *Cav2*, *Tgfbr3*, *Foxc1*, *Tek*, *Flt1*, *Kdr*, and *Flt4* (Table 1). 

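Of the 91 curated gene names, 88 had a mouse gene in the files and were compared with the threshold. In the 109 SC cells of the controls, 23 of them had a mean level over 0.3 UMIs per 10,000, all 21 genes listed by the paper and also *Fndc3b* and *Pmm2*. *Cav1* had levels of 2.61 in control replicate 1 and 2.77 in control replicate 2, *Cav2* of 0.841 and 0.577, and *Tgfbr3* of 0.562 and 0.568. *Foxc1* was under the threshold in control replicate 1, at 0.266, and over it in control replicate 2, at 0.586. A threshold of 0.2 moved the count most, to 29 genes.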

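Over the control cells of TM3, TM4, TM5, TM7 and TM11, pooled as TM, 37 of the 88 curated genes had a mean level over 0.3 UMIs per 10,000. They include all 30 genes the paper lists, and also *Ank*, *Col11a1*, *Fndc3b*, *Lhfp*, *Ltbp2*, *Ston2* and *Tgfb3*. *Foxc1* had levels of 1.16 in control replicate 1 and 1.25 in control replicate 2, *Myoc* of 20.7 and 20.2, and *Angpt1* of 2.10 and 1.63. For *Svep1* they were 0.648 and 0.777, and for *Vegfa* 2.98 and 3.45. At a threshold of 0.5 the count was 30.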

Thirty genes were identified in putative TM cell clusters, including *Foxc1*, *Myoc*, *Angpt1, Svep1* and *Vegfa*. Some genes with known expression in either SC or TM were detected above the threshold in both cell populations, including *Cyp1b1*, *Vegfa* and *Cav1*. However, their expression was heavily skewed, with expression of *Cyp1b1* and *Vegfa* higher in TM clusters (*Cyp1b1*: Avg. expression: TM: 2.44; SC: 0.83; *Vegfa*: Avg. expression: TM: 3.29; SC: 0.75). 

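In the control cells, 13 curated genes were over 0.3 in both SC and TM. Of the genes in both, *Cav1* had a level in TM of 0.309 UMIs per 10,000, barely over the threshold (0.234 in control replicate 1 and 0.369 in control replicate 2), and *Cyp1b1* one in SC of 0.633, which is 0.497 in control replicate 1 and 0.733 in control replicate 2.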

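Over the cells of both controls, *Cyp1b1* had a mean level of 2.80 UMIs per 10,000 in TM and *Vegfa* of 3.24 in TM and 0.786 in SC. With the *Angpt1*ΔNC cells included, *Cyp1b1* was 2.44 in TM and 0.828 in SC and *Vegfa* 3.29 and 0.747. The 15 SC cells of *Angpt1*ΔNC had a *Cyp1b1* level of 2.24.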

*Cav1* expression was more highly expressed in SC endothelium (Avg. exp: TM: 0.37, SC: 2.84).

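The mean level of *Cav1* in the control SC cells was 2.70 UMIs per 10,000. With the *Angpt1*ΔNC cells included it was 2.84 in SC and 0.377 in TM.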

**Table 1:** Glaucoma and IOP-associated genes expressed in the TM and Schlemm’s canal.

SC	TM	Shared genes
*Tek	*Myoc	*Foxc1
***Kdr***	*Svep1	*Cyp1b1
***Flt1***	*Angpt1	***Vegfa***
***Bmp4***	*Tgfb2*	*Abca1*
***Flt4***	*Bicc1*	*Atxn2*
*Tgfbr3*	*Col6a2*	*Cav1*
*Gas7*	*Dcn*	*Fermt2*
*Cav2*	*Vegfc*	*Arhgef12*
*Cttnbp2*	*Cdh11*	*Stag1*
	*Loxl2*	*Tmco1*
	*Loxl1*	*Ets1*
	*Col12a1*	*Fmnl2*
	*Efemp1*	
	*Adamts2*	
	*Gmds*	
	*Fbn1*	
	*Thbs2*	
	*Ltbp1*	

Genes with average per-cell normalized expression over 0.3 arbitrary units in the specified cluster were compared to a curated list of glaucoma, IOP or SC-associated loci identified by GWAS, genetic studies or experimental models. Genes with known functional links to glaucoma in animal models are identified by bold text and validated causative genes for human disease are marked with an asterisk (*).

### TM-SC crosstalk and the ANGPT-TEK axis are promising therapeutic targets for SC-directed glaucoma therapy

The essential nature of ANGPT-TEK signaling in SC development led us to hypothesize that this pathway might be a valuable target for glaucoma therapy aimed at increasing SC function and outflow through the conventional route. We have recently developed a highly effective ANGPT1-mimetic fusion protein in which the ECM-binding and oligomerization domains of ANGPT1 were replaced with a heptameric scaffold derived from the C-terminus of serum complement protein C4-binding protein α. The resulting fusion protein is soluble in aqueous solutions at physiological pH and forms stable heptamers which robustly activate TEK in vivo and in vitro^48^.

To test the efficacy of Hepta-ANGPT1 in enhancing SC development, we administered once-daily doses of 1 mg/kg body weight via intraperitoneal injection to wild-type mice beginning at birth and continuing until P14, when animals were euthanized and their eyes were prepared for whole-mount immunostaining. Confocal microscopy revealed that fusion protein treatment led to a dramatic increase in SC area (Fig. 8A, quantified in B. Control: Vehicle: 5.01 ± 0.1, Treated: 7.62 ± 5.6 10^4^ μm^2^/20x field, *p* = 0.0014). The enlarged SC observed in treated eyes expressed elevated levels of the terminally differentiated SC marker PROX1, indicating that the expanded canal had retained its molecular identity (Fig. 8A, quantified in B). In addition, vessels of the superficial vascular plexus were morphologically normal in treated eyes, suggesting that the effect was specific to SC (Fig. 8E).

**Fig. 8:**
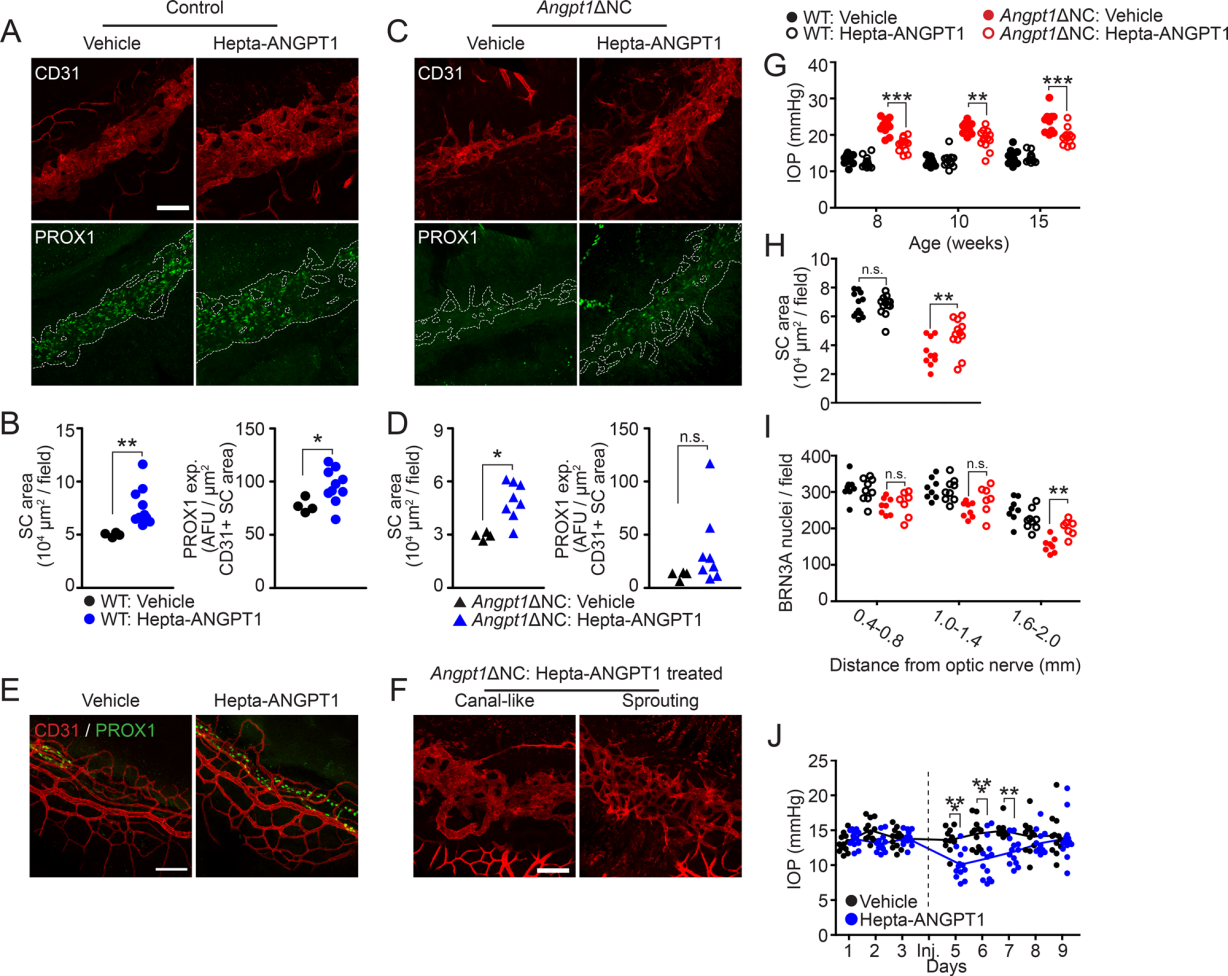
ANGPT1 mimetic treatment increased SC area and lowered IOP in mice. (**A**, quantified in **B**) Intra-peritoneal (IP) treatment with Hepta-ANGPT1 from birth to P14 led to increased SC area in WT (*p* = 0.0014) and (**C**, quantified in **D**) *Angpt1*ΔNC eyes (*p* = 0.0008). Wildtype, *n* = 4 (vehicle) and 10 (Hepta-ANGPT1), *Angpt1*ΔNC, *n* = 4 (vehicle) and 8 (Hepta-ANGPT1) animals from four independent litters. PROX1 expression in WT eyes was also increased, suggesting that this larger SC retained its fully differentiated phenotype (*p* = 0.0109). **E** Hepta-ANGPT1 treatment had no effect on the morphology of the limbal superficial capillary plexus suggesting the effect was specific to Schlemm’s canal. **F** Some *Angpt1*ΔNC eyes treated with Hepta-ANGPT1 exhibited a sprouting endothelial plexus in place of an organized, canal-like structure. **G** Intraocular pressure was measured at 8, 10, and 15 weeks in mice that received Hepta-ANGPT1 from birth to P14. Wildtype *n* = 12 (vehicle) and 13 (Hepta-ANGPT1), *Angpt1*ΔNC *n* = 10 (vehicle) and 14 (Hepta-ANGPT1) from four independent litters. **H** Following IOP measurement, average Schlemm’s canal area was measured in whole mount eyes by confocal microscopy and **I** BRN3A-positive retinal ganglion cells were quantified in retina flat mounts of the same animals. **J** To examine the acute effect of Hepta-ANGPT1 on IOP in adult WT eyes, 8-week-old C57Bl/6J mice received bilateral intravitreal injections of either 1 μg Hepta-ANGPT1 or PBS vehicle after 3 days of baseline IOP measurement. IOP was then measured daily for 5 days following injection. *n* = 12 (vehicle) and 13 (Hepta-ANGPT1). Scale bars represent 100 μm, quantified fields represent a total area of 262,277 μm^2^ (**B**, **D**, **H**) and 65,413 μm^2^ (**I**). AFU, background-subtracted arbitrary fluorescence units. Dashed lines in PROX1 panels indicate CD31 + SC area. *p < 0.05, **p < 0.01, ***p < 0.001 as determined by two-tailed Welch’s *t*-test (**B**, **D**) Df = 9 (WT, **B**) and 8 (*Angpt1*ΔNC, **D**) or two-way ANOVA followed by Bonferroni’s correction (**G**–**J**). Df_group_ = 3, *F*_group_ = 172.2 (**G**), Df_treatment_ = 1, *F*_treatment_ = 4.6 (**H**), Df_group_ = 3, F_group_ = 11.92 (**H**), Df_treatment_ = 1, *F*_treatment_ = 24.03 (**J**).

Encouraged by the success of ANGPT1 mimetic treatment in WT eyes, we repeated the experiment using *Angpt1*ΔNC mice to investigate whether exogenous ANGPT1 mimetic could rescue the SC phenotype observed in these animals. As expected, eyes from vehicle-treated mice revealed a hypomorphic SC with reduced or absent PROX1 staining (Fig. 8C, quantified in D). However, treatment was sufficient to partially rescue SC development and we observed a dramatic increase in SC area in treated eyes, exhibiting a similar SC area to vehicle-treated WT eyes (*Angpt1*ΔNC: Vehicle: 2.93 ± 1.0, Treated: 4.93 ± 3.7 10^4^ μm^2^/20x field, *p* = 0.0008). Despite the increase in canal area, most eyes showed no significant increase in overall PROX1 expression compared to untreated *Angpt1*ΔNC eyes. Although localized PROX1 expression was present in some regions, these findings suggested that the enlarged endothelial structure induced by ANGPT1-mimetic in *Angpt1*ΔNC mice was not a fully mature SC. In addition, instead of forming a coherent canal, some *Angpt1*ΔNC eyes treated with Hepta-ANGPT1 exhibited a focally disorganized endothelial plexus resembling the sprouting morphology of early SC development (Fig. 8F). To determine if developmental Hepta-ANGPT1 treatment had a lasting effect on outflow pathway function in adult mice after cessation of treatment, an additional cohort of *Angpt1*ΔNC and littermate mice was generated and treated with Hepta-ANGPT1 or vehicle from P0-P14. IOP was then measured at 8, 10, and 15 weeks of age, revealing reduced IOP in Hepta-ANGPT1 treated *Angpt1*ΔNC mice when compared with vehicle-treated controls even 13 weeks after treatment was halted (Fig. 8G). No change in IOP was observed in Cre-negative mice. Consistent with these results, at 15 weeks of age *Angpt1*ΔNC animals that had been treated with Hepta-ANGPT1 retained the enlarged SC seen at P14 when compared to vehicle-treated animals of the same genotype (Fig. 8H, Supplementary Fig. 9, Hepta-ANGPT1: 4.70, vehicle: 3.52 10^4^ μm^2^/field, *P* < 0.01). No difference was observed in the size of SC in wild-type mice (Hepta-ANGPT1: 6.78, vehicle: 6.82 10^4^ μm^2^/20x field). Loss of BRN3A-positive RGCs was blunted in the peripheral retina of treated mutants (Fig. 8I, Supplementary Fig. 10, Hepta-ANGPT1: 201.6, vehicle: 153.7 BRN3A+ nuclei/field, *P* < 0.01), demonstrating the persistent functional effect of neonatal Hepta-ANGPT1 treatment.

While PCG is devastating to those affected, it represents a small fraction of worldwide glaucoma. To investigate the potential of Hepta-ANGPT1 as a therapy for POAG, and explore the effects of localized treatment, 1 μg of Hepta-ANGPT1 or PBS vehicle was delivered to the eyes of adult male C57Bl/6J mice by bilateral intravitreal injection. 24 h after injection, a marked reduction in IOP was observed in the Hepta-ANGPT1 treated group compared to either the vehicle-treated controls or to their pre-treatment baseline (Fig. 8J, Baseline: Vehicle group 13.98 ± 0.41 mmHg, Hepta-ANGPT1 13.57 ± 0.29 mmHg, 24 h post injection: Vehicle 13.67 ± 0.45 mmHg, Hepta-Angpt1 10.12 ± 0.56 mmHg, *p* < 0.001). IOP in the Hepta-ANGPT1 treated group remained significantly lower than the vehicle-treated controls for 60 h after injection before returning to baseline by the 72 h timepoint. No effect on SC, limbal capillary or superficial retinal vascular morphology was observed 7 days after Hepta-ANGPT1 injection (Supplementary Fig. 11).

### Genetic deletion of the phosphatase PTPRB activates TEK but does not restore SC

As an alternative to ANGPT1-mimetics, inhibition or genetic deletion of PTPRB (VE-PTP), which negatively regulates the TEK receptor, has been studied in animal models and is currently being tested in adult patients with glaucoma. To compare the efficacy of *Ptprb* deletion with Hepta-ANGPT1 treatment during SC formation, we generated an inducible *Ptprb* knockout mouse model using the endothelial-specific *Cdh5-*CreERT2^49^ to excise *Ptprb* from the endothelium of *Ptprb*^flox/flox^ mice^50^ at P0 (*Ptprb*ΔEC-P0 mice), analogous to our studies with Hepta-ANGPT1. As above, mice were dissected at P14, and eyes were prepared for analysis. Unlike control mice treated with Hepta-ANGPT1, no increase in SC size was observed in *Ptprb*ΔEC-P0 mice compared to Cre-negative littermates (Supplementary Fig. 12A, B). However, a marked increase in diameter of the superficial limbal vessels was observed (Supplementary Fig. 12C), which was not seen in Hepta-ANGPT1-treated mice (Fig. 8E). Next, to investigate the effect of *Ptprb* deletion in the context of *Angpt1* knockout, we generated an additional mouse line using the whole-body doxycycline-inducible *Rosa26-*rtTA-TetOCre system. Use of this additional Cre-driver system was necessitated by the divergent expression patterns of *Ptprb* and *Angpt1* in the endothelial and uveal tissues of the eye, respectively. Doxycycline was provided in the drinking water of pregnant dams at E16.5 to generate *Angpt1*;*Ptprb*ΔE16.5 mice. As expected, analysis at P14 revealed reduced SC area in mice lacking *Angpt1* (Supplementary Fig. 12D, E). However, as in *Ptprb*ΔEC-P0 mice, parallel deletion of *Ptprb* had no effect on SC area. In addition, and consistent with our single-cell RNA sequencing results (Fig. 6D), we observed lower expression of a *Ptprb*-NLS-LacZ transgene in SC compared with the adjacent blood capillaries (Supplementary Fig. 12F), suggesting a potential mechanism for the differential response of SC and blood vascular endothelium to *Ptprb* deletion.

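In the single-cell data, *Ptprb* (chromosome 10, from 116275523 to 116389535) had a mean level of 2.64 UMIs per 10,000 in SC cells of control replicate 1 and 3.18 in those of control replicate 2. It was 8.71 and 7.80 in EC2, 4.80 and 5.14 in EC3 and 3.80 and 4.69 in EC4. Each blood endothelial group was higher than SC in both controls, EC4 by the smallest margin. The share of SC cells with a *Ptprb* UMI, 84.8% (CI 71.1 to 93.7) and 76.2% (CI 63.8 to 86.0), was not below that of EC4 (68.8% and 68.2%), whose cells are shallower, with medians of 4736 and 3947 UMIs. In the limbal and corneal epithelium 0.910% and 1.88% of cells were positive.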

## Discussion

Cells of the TM have well established roles in filtration of the aqueous humor and regulation of outflow resistance. However, they also have a critical signaling role, providing growth factors and other molecules required for the development and regulation of the SC endothelium. In return, SC derived signaling molecules regulate the TM, forming a reciprocal system analogous to the relationship between vascular endothelial cells and their supporting mural cells. Elsewhere in the body, disruptions in this relationship lead to defects in vascular development and play a central role in diseases ranging from diabetic retinopathy to kidney disease and cancer^51^. Several well-characterized EC-mural signaling pathways, including the angiopoietin, VEGF^4,5,52^, TGFB^53^ and BMP^54,55^ pathways have been linked to glaucoma or elevated IOP in humans and animal models. These findings suggest that signaling interactions between SC and nearby supporting cells are essential for IOP homeostasis. Here, we tested tissue specific deletion of *Angpt1* and *Svep1* in cells of neural crest origin to investigate the importance of uveal-SC crosstalk in SC development, function and IOP homeostasis.

The role of ANGPT1-TEK signaling in SC development^14,18^, and function in rodents and non-human primates have been well described^18,19^. In humans, variants in *ANGPT1* and *TEK* have been identified as a cause of PCG and associated with a higher risk of POAG, suggesting a similar role^13–17^. However, while ANGPT1 expression has been described in the TM and other cells adjacent to SC, previous studies have relied on whole-body deletion or blocking antibodies rather than tissue-specific deletion, leaving the cellular origin of ANGPT1 unverified. Using neural crest-specific *Wnt1*-cre, we have shown that deletion of *Angpt1* in the uveal tract recapitulates the glaucoma phenotype of whole-body knockouts, confirming the TM origin of SC-regulating ANGPT1. In comparison to our previous studies in whole body inducible *Angpt1* knockouts, neural-crest specific *Angpt1* knockout mice showed slightly higher IOP at 10 weeks of age^56^ (*Angpt1*ΔNC: Control: 11.5, mutant: 21.2, Δ9.7 mmHg; *Angpt1*-whole body: Control: 15.4, mutant: 20.9, Δ5.5 mmHg), possibly due to strain differences or improved excision of TM *Angpt1* in *Angpt1*ΔNC mice.

### The role of Svep1 in SC development

SVEP1, also known as Polydom, is a large ECM protein containing a von Willebrand Factor A domain, a pentraxin domain, 10 EGF-like domains and 34 complement control protein modules^57^. It has an evolutionarily conserved role in lymphatic development in zebrafish and mammals, with homozygous *Svep1* knockout embryos exhibiting edema with failure of lymphatic remodeling and valve development^20,21^. SVEP1 is expressed by lymphatic-associated mesenchymal cells, from where it is deposited in a fibrillar pattern to serve as a ligand for lymphatic endothelial cell-expressed integrin α9β1, encoded by the genes *Itga9* and *Itgb1*^20,35^. This mechanism appears to be conserved in the iridocorneal angle, where our data suggest that *Svep1* expressed by neural crest-derived cells of the TM is essential for the development of the integrin α9β1-expressing SC. While we anticipated SC and lymphatic vessel phenotypes, we were surprised to discover abnormal patterning in the limbal vascular network as to our knowledge blood vascular defects have not previously been reported in mice deficient in Svep1. However, defects in venous sprouting have been described in Svep1-deficient zebrafish^21^, and it is possible that a similar effect was present in the iridocorneal angle—although normal blood vascular morphology was observed in the skin of *Svep1*^null/null^ embryos (Supplementary Fig. 4).

In addition to its direct signaling role, in vitro studies have shown that SVEP1 can bind to ANGPT1 and ANGPT2, and reduced *Tek* mRNA expression was detected in lymphatic endothelial cells of *Svep1*-null mice^20,21^. This raised the possibility of interaction between the ANGPT-TEK and SVEP1 pathways, and offered a potential mechanism for the role of *SVEP1* variants both as late-onset glaucoma risk alleles and as a modifier of penetrance and severity in a multi-generation affected family with TEK-related PCG^22^.

Interestingly, while SVEP1 appears to have the highest affinity for integrin α9β1, other ligands have been identified and are also highly expressed in the TM including Tenascin-C, Emilin-1^58^, and Osteopontin^59^. None of these proteins have been linked to elevated IOP, although Tenascin-C expression is regulated by aqueous humor outflow^41^, and Osteopontin knockout mice exhibit RGC loss through an IOP-independent mechanism^60^.

### Cellular signaling in the SC and TM

The relationship between SC and the neural-crest derived TM is central to the regulation of aqueous humor outflow. However, the molecular identity of these cells and the signaling pathways used to communicate between them remain poorly understood. Recently, multiple groups have used the newly emerging technology of single-cell RNA sequencing to address this critical knowledge gap with an eye towards the discovery of new drug targets and glaucoma-relevant genes^39,61^. Here, we have expanded on these studies, using the hypomorphic SC in *Angpt1*ΔNC mice as an independent verification of SC endothelial cells in our single-cell transcriptome dataset. This strategy has allowed us to positively distinguish the *Lyve1*-negative SC and *Lyve1*, *Pdpn*-positive LECs, and to identify additional markers differentiating these cell populations, including *Pgf*, *Npnt,* and *Postn* (SC) as well as *Nts* and *Fgl2* (LEC). These results made clear that, while SC endothelial cells display aspects of the lymphatic phenotype, their overall transcriptome is more closely related to blood vascular endothelial cells. Identification of SC and TM cell populations has also allowed us to explore putative receptor-ligand pairs, which might be involved in IOP homeostasis and glaucoma, including SVEP1 and integrin α9β1, and will provide a resource for hypothesis generation in concert with available large-scale genetics studies which have identified IOP or glaucoma-associated loci.

### TEK activation as a therapeutic strategy

Although the majority of aqueous humor outflow occurs through the conventional route^62^, most current standard of care pharmacological glaucoma therapies target the unconventional outflow pathway or seek to reduce the production of aqueous humor. However, a greater understanding of SC molecular identity, development, and function has allowed researchers to develop approaches targeting SC and the conventional outflow directly, either through broadly active compounds such as Rho kinase inhibitors, actin depolymerizers, and other stiffness-altering drugs^63,64^ or endothelial-specific signaling pathways^5,18,65,66^. Of strategies targeting endothelial signaling, work exploiting the ANGPT-TEK pathway is among the most advanced with several approaches under investigation.

Here, we have shown that treatment of *Angpt1*ΔNC mice with intra-peritoneal Hepta-ANGPT1 from birth to P14 partially compensated for the loss of endogenous ANGPT1 and allowed the development of a functional SC. Despite the discontinuation of treatment at P14, adult Hepta-ANGPT1 treated mice had reduced IOP compared to vehicle-treated *Angpt1*ΔNC controls, increased SC size and blunted loss of RGCs, indicating lasting effect of this developmental rescue. In WT mice, developmental Hepta-ANGPT1 boosted SC development, leading to an enlarged SC with elevated PROX1 expression. Retention or increase in PROX1 expression in treated eyes was important confirmation that the enlarged canal retained its differentiated phenotype and was conducting outflow as PROX1 is an important marker of the differentiated SC phenotype and reduced aqueous humor outflow leads to decreased PROX1 expression^34^.

As systemic Hepta-ANGPT1 was unlikely to cross the blood aqueous barrier and reach SC in adult mice, we used intravitreal delivery to introduce the protein directly into the eye of adult animals. In rabbits, a recent pharmacokinetic study demonstrated high levels of Hepta-ANGPT1 in the aqueous humor for 3 days after intravitreal delivery^48^, and our data suggest that a similar time course occurs in mice. Providing further evidence for the potential of TEK activation as an IOP lowering strategy, IOP reduction has been reported after treatment with other TEK activators, including the ANGPT2-clustering antibody ABTAA^18^ and the PTPRB inhibitor AKB-9778/razuprotafib^66^. Twenty-four hours after treatment, we found that Hepta-ANGPT1 lowered IOP as much or more than these other approaches in adult mice with some important differences: ABTAA was reported to lower IOP only in *Angpt1*;*Angpt2* double knockout mice and not in WT animals^18^ and while AKB-9778/razuprotafib treatment led to an acute decrease of 5.66 mmHg 2 h after treatment, this effect was short lived and treated eyes were only 1.6 mmHg lower than vehicle-treated controls 24 h after dosing. In contrast, 24 h after injection, Hepta-ANGPT1-treated mice exhibited an IOP decrease of 3.45 mmHg compared to their pre-treatment baseline and 3.55 mmHg compared to vehicle-treated controls, an effect that persisted for 60 h after treatment.

Unlike treatment with VEGFC which also leads to canal remodeling^5^, Hepta-ANGPT1 treatment did not induce pathological angiogenesis of the canal or other limbal vessels either during development or after intravitreal injection of adult mice. Furthermore, Hepta-ANGPT1 did not induce the dramatic limbal capillary widening we observed in *Ptprb* knockout mice although both approaches lead to elevated TEK activation. However, as limbal capillary morphology was not reported in prior studies, it is unclear if this widening also occurred after AKB-9778/razuprotafib treatment or if it is specifc to *Ptprb* knockout mice.

While Hepta-ANGPT1 treatment had a dramatic effect on SC development in both WT and *Angpt1*ΔNC eyes, the failure of *Ptprb* deletion to rescue the phenotype of the *Angpt1* knockout PCG model suggests that ligand-dependent TEK activation is required for normal SC formation. While *Ptprb* deletion results in potent TEK activation^50,67^, interaction with an angiopoietin ligand is a critical aspect of TEK receptor trafficking. Following stimulation with oligomerized ANGPT1 or Hepta-ANGPT1, TEK is rapidly translocated to the cell-cell junction^48,67^. This behavior plays a key role in the regulation of downstream signaling events, promoting AKT/ENOS signaling while suppressing the Dok-R and ERK pathways^68,69^. PTPRB inhibition leads to increased activation but does not trigger this translocation, potentially resulting in differential downstream signaling events^67^. In addition, these differences may be exaggerated by the comparatively lower *Ptprb* expression observed in SC compared with the limbal blood vasculature.

Together, our results demonstrate that ANGPT1 and SVEP1 are examples of a large group of TM-derived molecules, which are essential regulators of SC development and function. Emphasizing the potential of these signaling molecules as novel glaucoma therapies, we found that an ANGPT1-mimetic could specifically induce developmental SC remodeling and growth in wild-type and *Angpt1*ΔNC eyes and lower IOP in healthy adult eyes without pathological angiogenesis. In addition, several other signaling molecules identified in our single-cell transcriptomics dataset have been implicated in glaucoma and offer exciting opportunities for future studies and drug development directly targeting the conventional outflow pathway.

## Methods

### Study approvals

Animal experiments were approved by the Animal Care and Use Committee at Northwestern University (Evanston IL, USA) and comply with ARVO guidelines for care and use of vertebrate research subjects in Ophthalmology research.

### Animal generation and husbandry

Throughout the study, mice were housed at the Center for Comparative Medicine of Northwestern University (Chicago, IL, USA). Animals were maintained on a standard 12 h lighting cycle in a vivarium maintained at 21–23 °C, relative humidity of 30–70% and received unrestricted access to standard mouse chow (Teklad #7912, Envigo, Indianapolis, IN) and water.

To generate neural crest-specific *Angpt1* knockout (*Angpt1*ΔNC) mice, previously described *Angpt1*-floxed mice (Angpt1^tm1.1Seq^)^31^ were crossed with a previously published *Wnt1*-Cre expressing mouse line (B6.Cg-H2az2^Tg(Wnt1-cre)11Rth Tg^(Wnt1-GAL4)11Rth/J)^26^. Throughout the study, *Angpt1*^flox/flox^ mice were crossed with *Angpt1*^flox/flox^;Wnt1-Cre^+^ animals to generate litters of *Angpt1*^flox/flox^;Wnt1-Cre^+^ knockouts and *Angpt1*^flox/flox^ controls. In addition to *Angpt1*^flox/flox^ animals, Wnt1-Cre mice were also crossed to Gt(ROSA)26Sor^tm4(ACTB-tdTomato,-EGFP)Luo^/J (Rosa26^mTmG^, JAX #007576) mice to examine the localization of neural crest-derived cells in the anterior chamber^27^. *Angpt1*-GFP (Angpt1^tm1.1Sjm^) mice were a generous gift of Dr. Sean Morrison (UT Southwestern Medical Center) and were genotyped by PCR as previously described^24^. *Ptprb*^NLS-LacZ/WT^ mice have been previously described^70,71^ and were a gift of Dr. Dietmar Vestweber (Max Planck Institute, Münster, Germany). Doxycycline-inducible *Angpt1*;*Ptprb*ΔE16 mice were generated by breeding with *Rosa26*^rtTA^ (Gt(ROSA)26Sortm1(rtTA,EGFP)Nagy) and TetOCre-expressing mouse lines as previously described^72^. Gene deletion at E16.5 was achieved by addition of doxycycline hyclate (0.5%; Sigma-Aldrich) to the drinking water of pregnant dams. Doxycycline treatment was continued until P14. Endothelial-specific *Ptprb* deletion in *Ptprb*ΔEC-P0 mice was achieved by daily intraperitoneal administration of 200 μg tamoxifen (Sigma-Aldrich) in corn oil to *Ptprb*^flox/flox^; *Cdh5*CreERT2 (Tg(Cdh5-cre/ERT2)^1R*ha*^)^49^ from P0-P3. All mice were maintained on a mixed genetic background free of the RD1 and RD8 mutations and animals of both sexes were included in comparisons. Knockout mice were genotyped as previously described^26,31^. All primers used for PCR genotyping are provided in Supplementary Table 2.

### IOP measurements

IOP measurements were performed in awake mice between 9 and 11 AM using a Tonolab rebound tonometer as previously described^73,74^. Cohorts of mutant mice with littermate controls were measured at each reported timepoint. IOP values from left and right eyes were averaged to obtain values reported in the manuscript.

### Hepta-ANGPT1 treatment

Hepta-ANGPT1 was generated and purified as previously described^48^. Littermate female mice were plugged by the same male and beginning at birth full litters received once-daily intraperitoneal injections of either 1 mg/kg body weight Hepta-ANGPT1 or sterile PBS vehicle until P14. At P14 animals were euthanized and eyes processed for whole-mount imaging of SC as described below or aged to 8 weeks for IOP measurement.

For adult studies, male C57Bl/6J mice were purchased from The Jackson Lab (Bar Harbor Maine, USA) and allowed to acclimate to our colony. At 8 weeks of age mice were randomized into groups and 3 days of baseline IOP measurements were taken, followed by a single, bilateral, intravitreal injection of 1 μg Hepta-ANGPT1 or PBS vehicle under ketamine/xylasine anesthesia supplemented with 0.5% proparacaine hydrochloride eyedrops (Alcon Laboratories, Ft. Worth TX, USA). After injection eyes were treated with ophthalmic triple antibiotic ointment and mice were allowed to recover. Beginning 24 h after injection, once-daily IOP measurements were resumed for 5 days. Mice were then euthanized for histological analysis.

### Generation of Svep1 knockout mice

The *Svep1*^tm1a(EUCOMM)Hmgu^ line was generated by the Knockout Mouse Project (KOMP) Repository of the University of California (Davis, CA, https://www.komp.org/ProductSheet.php?cloneID=861546). In the targeted allele, a knockout-first beta-galactosidase reporter cassette was introduced between exons 7 and 8 of the *Svep1* gene, with an additional loxP site engineered downstream of exon 8. Frozen sperm was purchased from EUCOMM and cryo recovery was performed by the Northwestern University Transgenic and Targeted Mutagenesis Laboratory at the Feinberg School of Medicine. After confirming germline transmission of the *Svep1*^tm1a(EUCOMM)Hmgu^ allele, mice were bred to B6;SJL-Tg(ACTFLPe)9205Dym/J (Jax stock No: 003800) to remove the neomycin cassette. After neomycin cassette removal, loxP sites flank exon 8 of the *Svep1* locus. Excision of exon 8 results in a frameshift mutation, resulting in a conditional allele. *Svep1*-floxed mice were then bred to EIIa-Cre (Tg(EIIa-cre)C5379Lmgd)-expressing mice to generate *Svep1*^null^ and to Wnt1-Cre expressing mice to generate neural crest specific knockouts (*Svep1*ΔNC).

### Quantitative rtPCR

*Angpt1* expression was analyzed in *Angpt1*ΔNC and control littermate eyes at 12 weeks of age. After euthanasia, eyes were enucleated and microdissected into fractions consisting of posterior eyecup (containing sclera, choroid and RPE), limbus/iridocorneal angle (TM, SC, ciliary body), and retina/vitreous. Iris tissue was generally excluded from the limbus/iridocorneal angle fraction, although in some samples peripheral iris may have been retained in the interest of preserving the TM/ciliary body. Tissues from left and right eyes were pooled before RNA purification. Lung tissue was also collected as a control. Total RNA was purified using Trizol reagent (Life Technologies, Carlsbad CA) according to the manufacturer’s directions. 500 ng total RNA was used for reverse transcription (iScript kit, Bio-Rad, Hercules CA). Real-time PCR was performed using an ABI 7500 thermo cycler and SYBR green master mix (iTaq, Bio-Rad, Hercules CA). All primers used are provided in Supplementary Table 2.

### Quantification of RGCs

RGCs were quantified as previously described^56^. Briefly, enucleated eyes were immersion fixed (2% formaldehyde in phosphate-buffered saline, pH 7.5) before retinas were dissected and blocked (5% donkey serum, 2.5% BSA, 0.5% Triton X100 in Tris buffered saline pH 7.5, overnight at 4°). Retinas were then incubated overnight (4°) in primary antibodies diluted in additional blocking buffer, washed, and subjected to a final overnight incubation in appropriate alexafluor-labeled secondary antibodies (ThermoFisher Scientific, Waltham, MA, USA. Donkey anti-mouse 488, #A21202; donkey anti-goat 647, #A21447). Images were captured using a Nikon A1R confocal microscope and 20x objective with a numeric aperture of 0.75 and a pinhole size of 44.70 μm. Values reported in the manuscript represent averages obtained from 3 to 4 imaging fields. Primary antibodies: Mouse anti-BRN3A (Millipore; MAB1585; 1:400), goat anti-BRN3B (Santa Cruz Biotechnology; sc-6026; 1:400) and rabbit anti-TUBB3 (Covance; MRB-435P; 1:1000). Retinal diameter was measured from flat mount images using ImageJ Fiji software.

### Analysis of retinal vasculature

As described above, retina flat mounts were prepared from enucleated, formaldehyde-fixed eyes and blocked overnight. Retinas were then incubated with rat anti mouse CD31 antibody (BD; #553370; 1:100), washed and labeled with alexafluor-conjugated secondary antibodies (ThermoFisher, donkey anti-rat 594, #A21209). For quantification of retinal angiogenesis, full images of P5 retinas were collected using a Nikon A1R confocal microscope by stitching fields collected using a ×10 objective with numerical aperture of 0.3 and a pinhole radius of 29.37 μm. ImageJ Fiji software was then used to measure distance from the optic nerve at both arterial and venous fronts. Datapoints reported in the manuscript are averages of 3–4 measurements taken from a single eye.

### Whole-mount imaging of SC

SC imaging was performed according to our previously published protocol^75^. After fixation as described above, limbal whole mounts were prepared and incubated overnight with rat anti-CD31 (BD; #553370; 1:100) and goat anti PROX1 (R&D systems AF2727; 1:250) primary antibodies at 4°. Samples were then washed, incubated with secondary antibody as above and mounted for imaging. Images were captured using a Nikon A1R confocal microscope equipped with a ×20 objective with a numeric aperture of 0.75 and a pinhole size of 44.70 μm. 10–15-image Z stacks were obtained with a step size of 1.67 μm and maximum intensity projections generated using Fiji software are shown in the manuscript. For quantification, three 15-image stacks were collected at intervals around the circumference of the eye, and total fluorescence projections obtained using the “Sum Slices” function in ImageJ. Quantification of background-subtracted PROX1 expression and SC area were obtained from these images and averaged to obtain the values reported.

### Analysis of skin and mesenteric lymphatic vessels

Skin and lymphatic vessels were stained as above, using rat anti-mouse CD31 antibody (BD; #553370; 1:100) and goat anti-VEGFR3 (R&D systems #AF349; 1:100) or goat anti-PROX1 antibodies (R&D systems AF2727; 1:250). Samples were then imaged using a Nikon A1R confocal microscope as above.

### Immunohistochemistry of human iridocorneal angle

Formalin-fixed human eye globes were obtained from the Eversight Foundation eye bank. Anterior chambers were isolated and 5 μm paraffin sections were prepared using standard methods. Sections were subjected to antigen retrieval (10 mM Tris, 1 mM EDTA, 0.05% Tween-20, pH 9, autoclaved 121 °C 30-min liquid cycle) before blocking (5% donkey serum, 2.5% BSA, 0.5% Triton X-100 in TBS, pH 7.5, 1 h at room temperature) and overnight incubation using primary and secondary antibodies. Antibodies used: Goat anti-mouse CD31 (R&D systems; #AF3628; 1:100), rabbit anti-human SVEP1 (Aviva; #ARP58239; 1:100).

### Single-cell RNA sequencing: sample preparation

To avoid melanin aggregation during tissue dissociation and sample preparation, *Angpt1*ΔNC mice were crossed for two generations onto WT ICR mice to obtain litters of albino control and mutant animals. Animals were then aged to 6 weeks and groups of 2–3 *Angpt1*ΔNC and control mice were euthanized for pooled tissue collection. Male and female animals were pooled for analysis, resulting in two pooled control samples and a single pooled *Angpt1*ΔNC sample. 4–6 enucleated eyes were immediately dissected in ice-cold HBSS (Gibco-Life Technologies, Carlsbad CA) to obtain the isolated limbal-iridocorneal angle region. First, eyes were bisected on the sagittal plane before the lens and retina were removed. The sclera was then removed by cutting immediately posterior to the ciliary body. Finally, the cornea was separated by cutting just anterior to the limbus, avoiding the TM. The majority of the iris was then removed, taking care to leave the ciliary body and TM intact. Limbal regions were then transferred to ice-cold DMEM containing 10% FBS and minced using fine scissors. After mincing, 1 mg/ml Collagenase A (Worthington, Lakewood NJ) and 10 μM Y27362 were added and tissues were transferred to a tissue culture incubator for 2 h at 37°/5% CO_2_. After incubation, tissues were washed 1× in PBS before incubation in 0.25% Trypsin solution (Gibco) containing 100 units/ml DNAse 1 (Roche, Basel, Switzerland) 10 μM Y27362 for 25 min at 37° with shaking and trituration. Dissociated cells were then washed 2× in DMEM and passed through a 40 μm cell strainer before resuspension in ice-cold HBSS containing 1% BSA at a concentration of 1000 cells/μl. Cells were then filtered a second time and immediately used for library preparation by the NuSeq core at the Northwestern University Feinberg School of Medicine using the 10x Genomics Chromium platform. Libraries were then sequenced using a HiSeq4000 instrument at a depth of 50,000 reads per cell.

### Single-cell RNA sequencing: Bioinformatics

After sequencing, reads were aligned using the 10x Genomics CellRanger pipeline and analyzed using the Seurat package (version 3.1.3) for R.

Data filtered to exclude genes detected in <2 cells per sample and cells expressing <200 unique genes, <1000 unique molecular identifiers and those where >10% of total reads mapped to mitochondrial genes. After filtering 2524 control and 1360 *Angpt1*ΔNC cells, our dataset consisted of 21,356 control and 7254 *Angpt1*ΔNC cells. Doublet detection and removal was then performed using the scDblFinder package in R^76^. After doublet removal, 19,236 control and 6772 *Angpt1*ΔNC predicted singlets were used for all subsequent analysis steps. Next, samples were integrated using an anchor-based CCA pipeline in Seurat and the 5000 most highly variable genes in the dataset^37^. Genes which were detected in only a single sample, genes encoding sex-specific transcripts *Xist*, *Ddx3y*, *Eif2s3y*, *Erdr1*, *Gm29650*, *Kdm5d*, *Uty*, and *Angpt1* were excluded from the anchor set and all downstream analysis. PCA was performed on the integrated dataset in 20 dimensions, and UMAP was used to visualize PCA-reduced data. Clustering was then performed in Seurat using a Louvain algorithm at a resolution of 0.5, resulting in 25 unique clusters.

To identify SC endothelial cells, cluster 6 (representing *Cdh5*+ putative endothelial cells) was isolated and the maxLik package^77^ was used to estimate the dimensionality of the subsetted data before reclustering in a new set of 20 PCs. Reexamining cluster 1, which expressed a number of lymphatic and SC markers including *Prox1*, *Ccl21a*, *Flt4*, and *Plvap*, with its own set of 18 PCs revealed two distinct populations which we postulated comprised SC and lymphatic endothelial cells based on their expression of marker genes. Identification of TM cell populations was conducted in the same manner as SC cells (above). Clusters 11, 12, 14, and 16 were isolated from the full dataset and their dimensionality was estimated using maxLik. 18 PCs were then selected and used to recluster the subsetted data.

### Statistical analysis

Analysis of physiological and histological data was performed using Prism 5 software (Graphpad Software, San Diego, CA, USA), or R version 3.6.1. Throughout the text, reported *P* values were obtained using a two-tailed Student’s *t*-test, two-tailed Welch’s *t*-test, one-way ANOVA followed by Tukey-Kramer test, or two-way ANOVA followed by use of Bonferroni’s method for multiple comparisons as appropriate. Tests used for specific data are noted in figure legends. *P* values of <0.05 were considered significant and are indicated using the following notation: *P < 0.05, **P < 0.01, ***P < 0.001. To compare the proportion of putative SC endothelial cells in control and *Angpt1*ΔNC samples, a bootstrap approach was used to repeatedly sample 209 endothelial cells (the number of total endothelial cells present in the *Angpt1*Δ NC sample after quality control filtering) from the control sample, with replacement. 10,000 samples were collected, and a violin plot showing percentage of SC endothelial cells in the simulated result is shown in Fig. 6E.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Dataset 1

Supplementary Dataset 2

Description of Additional Supplementary Files

Reporting Summary

## Data Availability

Single-cell sequencing data associated with Figs. 5–7, Table 1 and Supplemental Datasets 1 and 2 is available on the NCBI Gene Expression Omnibus (GEO, accession number GSE168200. Source data for all figures are provided with this paper.

# Supplementary material for: Cellular crosstalk regulates the aqueous humor outflow pathway and provides new targets for glaucoma therapies
**Source:** Nat Commun. 2021 Oct 18;12:6072. doi: 10.1038/s41467-021-26346-0
**Supplement:** Supplementary file 1 — Supplementary Information

Supplemental data for:

## Cellular crosstalk regulates the aqueous humor outflow pathway and provides new targets for glaucoma therapies

Benjamin R. Thomson, Pan Liu, Tuncer Onay, Jing Du, Stuart W. Thompson, Sol Misener, Raj R. Purohit, Terri L. Young, Jing Jin and Susan E. Quaggin

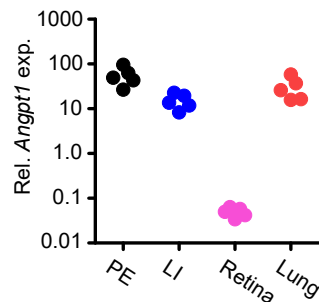

**Supplemental figure 1. Ocular expression of *Angpt1*.** When quantified using qRT-PCR and normalized to expression of *Gapdh*, ocular expression of *Angpt1* mRNA in wild-type adult mice was highest in tissues of the posterior eyecup (PE, choroid, sclera, retinal pigment epithelium) and limbus/iridocorneal angle (LI). In contrast, very low expression was detected in the retina. Lung tissue included as a comparative tissue with high *Angpt1* expression. n = 5 animals.

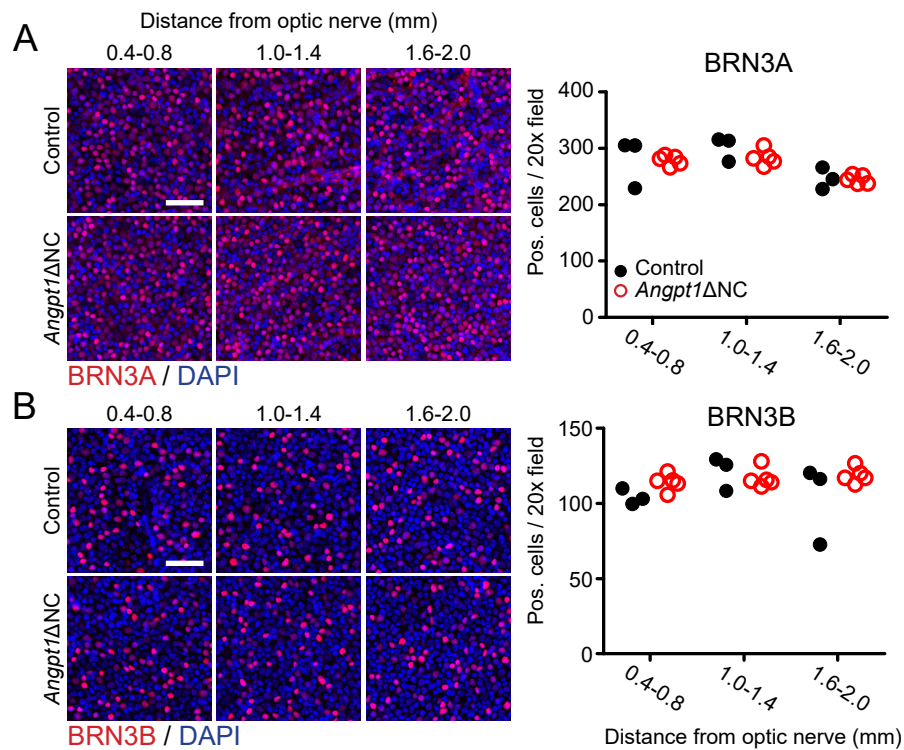

**Supplemental Figure 2.** *Angpt1ΔNC* mice exhibit normal retinal ganglion cell numbers at postnatal day 5 (P5). Quantification of (A) BRN3A and (B) BRN3B-positive RGCs at P5 revealed no difference in the number of RGCs between mutant mice and control littermates, confirming that reduction in RGCs observed in adult *Angpt1ΔNC* mice is the result of degeneration and not a developmental defect. Each datapoint represents average RGC number from a single animal. Lack of significance was assessed by 2-way ANOVA.  $n = 3$  (control) and 5 (*Angpt1ΔNC*),  $Df_{\text{genotype}} = 1$ ,  $F_{\text{genotype}} = 0.7113$  (BRN3A), 2.39 (BRN3B). Scale bars represent 50  $\mu\text{m}$ . 20x fields used for counting comprise an area of 65,025  $\mu\text{m}^2$ .

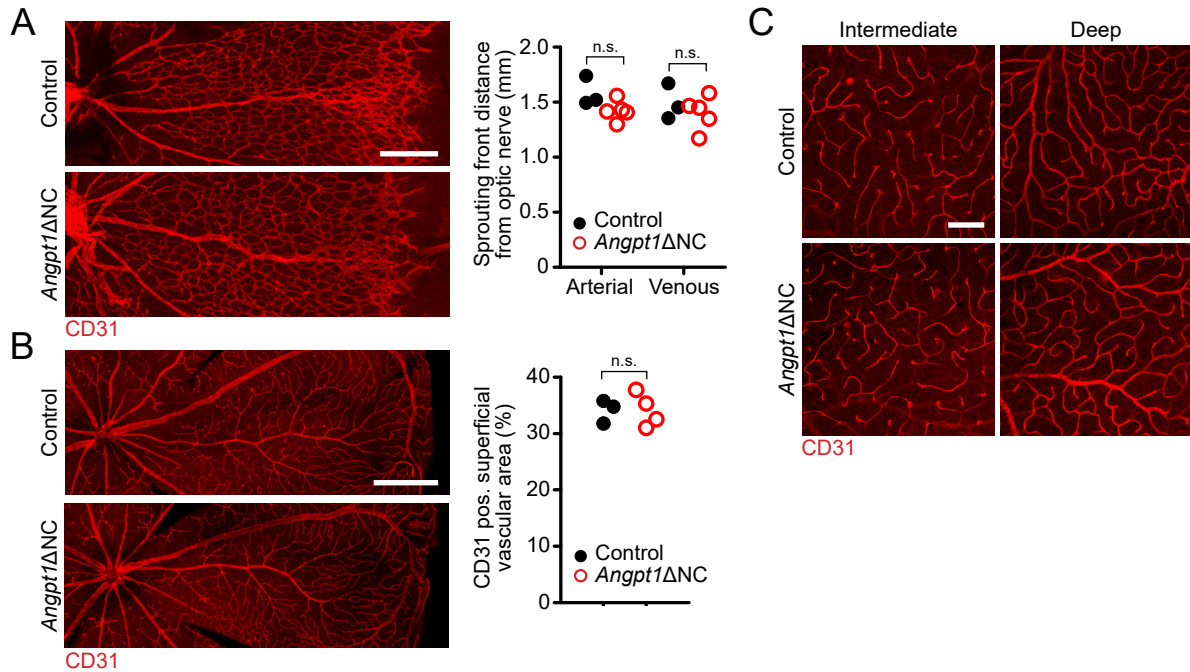

**Supplemental Figure 3.** Vascular patterning was normal in the retinas of *Angpt1* $\Delta$ NC mice.

(A) CD31-stained retinal flat mounts showed no difference in angiogenic sprouting at either venous or arterial sprouting fronts between *Angpt1* $\Delta$ NC mice and control littermates when imaged at P5 using confocal microscopy.  $n = 3$  (control) and 5 (*Angpt1* $\Delta$ NC). (B) At 15 weeks of age, vascular patterning and area was normal in the mature superficial vascular layer of *Angpt1* $\Delta$ NC retinas.  $n = 3$  (control) and 4 (*Angpt1* $\Delta$ NC). (C) At 15 weeks of age, normal patterning was observed in the intermediate and deep vascular layers of all retinas quantified in (B). n.s.  $p > 0.05$  as determined by 2-way ANOVA followed by Bonferroni's correction (A,  $p_{\text{genotype}} = 0.1$ ,  $Df_{\text{genotype}} = 1$ ,  $F_{\text{genotype}} = 3.28$ ) or 2-tailed Student's t-test (B,  $p = 0.97$ ,  $Df = 5$ ).  $n = 3$  (control) and 4-5 (*Angpt1* $\Delta$ NC). Scale bars represent 250  $\mu\text{m}$  (A), 500  $\mu\text{m}$  (B) and 100  $\mu\text{m}$  (C). Shown are images and statistics from representative litters.

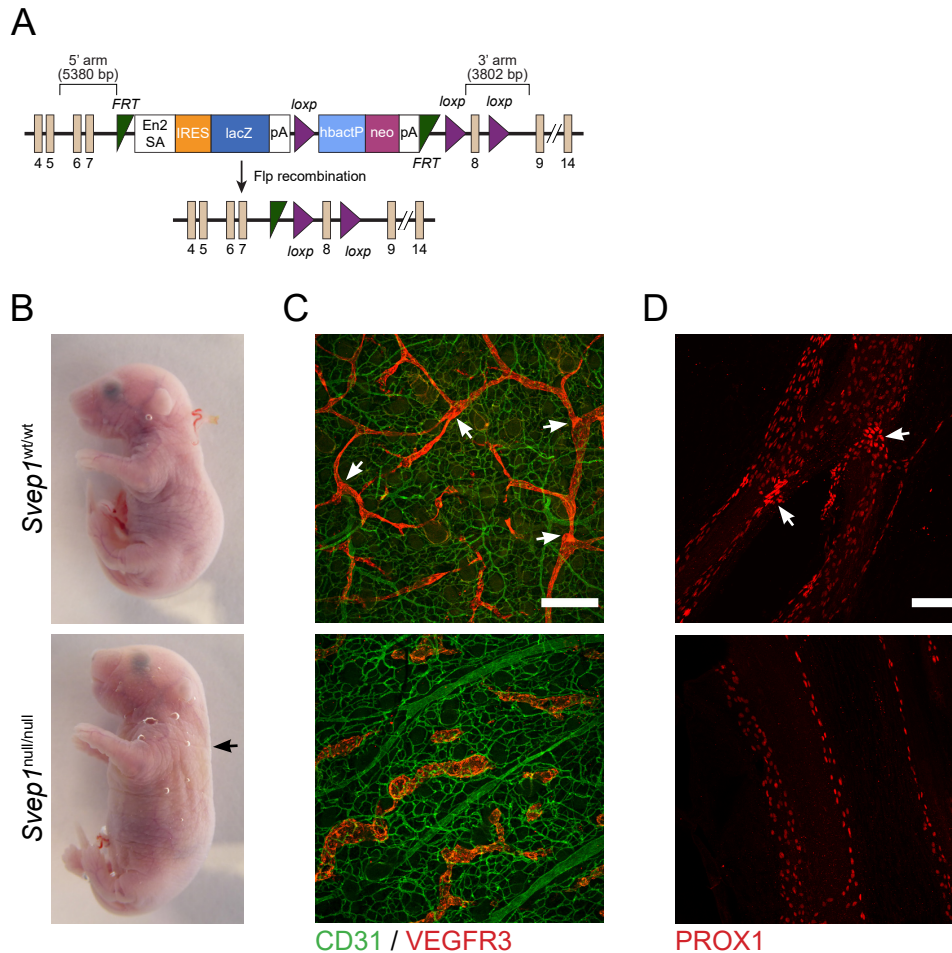

**Supplemental Figure 4.** (A) Cartoon illustrating the targeting strategy used to generate *Svep1* floxed mice. Following Flp-mediated recombination to remove the neomycin selection cassette used in cloning, loxp sites flank exon 8 of the *Svep1* locus, which can then be excised by cre-mediated recombination. Deletion of exon 8 results in a frameshift and premature truncation of the protein. (B) As previously reported, *Svep1*<sup>null/null</sup> embryos were found alive at e18.5, but marked subcutaneous edema was observed (black arrow). (C) While wildtype (WT) littermates exhibited organized lymphatic vasculature with regular valves (white arrows), whole mount staining of the dorsal skin revealed abnormal, dilated, lymphatic vessels lacking valves in mutant embryos. However, CD31-positive blood capillary patterning appeared normal. (D) Likewise, lymphatic valves were absent from the mesentery of *Svep1*<sup>null/null</sup> embryos. Scale bars represent 250  $\mu$ m (C) and 100  $\mu$ m (D). Representative embryos of each genotype from a litter of 12 pups are shown.

**1:** After removal of the lens and retina, limbal regions (red arrows) containing iridocorneal angle, ciliary body, limbus and peripheral iris, choroid, cornea and sclera were isolated from whole mouse eyes

**2:** Pooled tissues were then dissociated using a combined Collagenase A / Trypsin protocol, filtered through a 40 µm cell strainer and immediately used for library preparation on the 10x Genomics Chromium platform

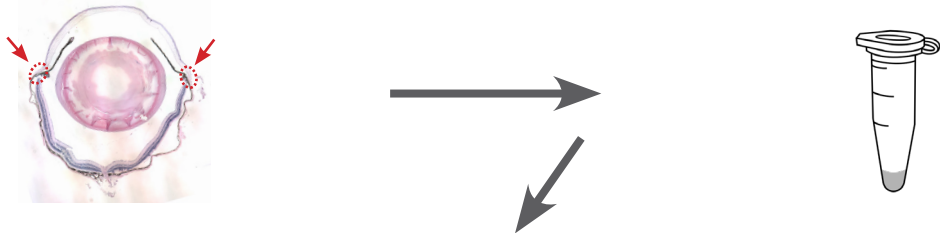

**3:** Libraries were sequenced at a depth of 50,000 reads per cell on a HiSeq 4000 instrument and aligned using Cell Ranger. Cellranger output was then analyzed using Seurat 3.1.3.

**4:** Quality control filtering was performed in seurat to remove droplets expressing <200 unique genes, <1000 UMIs or >10% mitochondrial transcripts

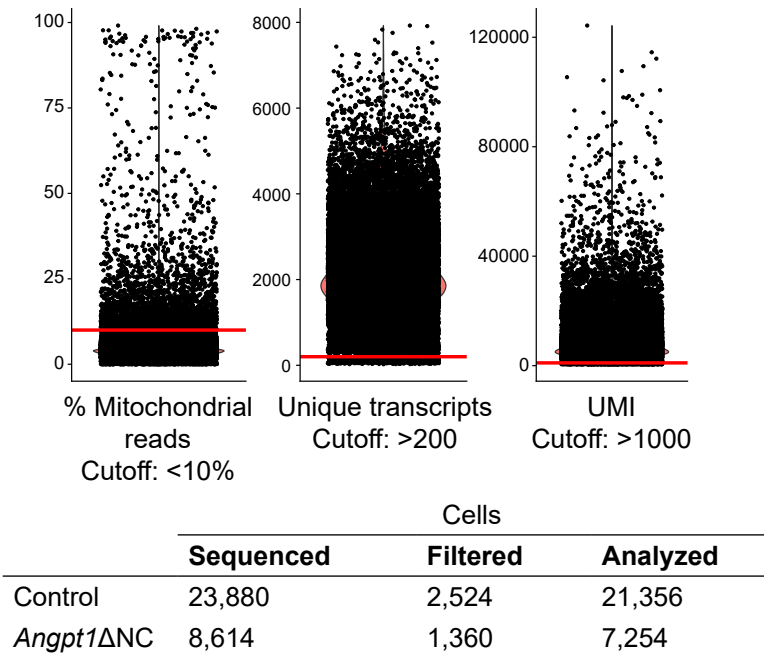

**5:** scDbfFinder was used to identify doublets in each sample. These putative doublets were removed and the predicted singlets were used for downstream clustering analysis in Seurat.

|           | Total cells | scDbfFinder prediction |          |
|-----------|-------------|------------------------|----------|
|           |             | Singlets               | Doublets |
| Control   | 21,356      | 19,236                 | 2,120    |
| Angpt1ΔNC | 7,254       | 6,772                  | 482      |

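The filters of at least 200 genes, at least 1000 UMIs and at most 10% mitochondrial UMIs removed 1247 called cells of control replicate 1, 1277 of control replicate 2 and 1360 of *Angpt1*ΔNC, which leaves 10008, 11348 and 7254 cells. Of these, the authors' doublet removal took out 932 (9.31%), 1188 (10.5%) and 482 (6.65%) cells. The removed cells had medians of 13212, 13319.5 and 16803.5 UMIs. Every kept cell passed the filters when they were applied to the UMI counts. The median mitochondrial share of the kept cells was 3.40%, 4.26% and 4.61% in the same order.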

**Supplemental Figure 5.** Sample preparation and quality control strategy used for single cell RNA sequencing experiments.

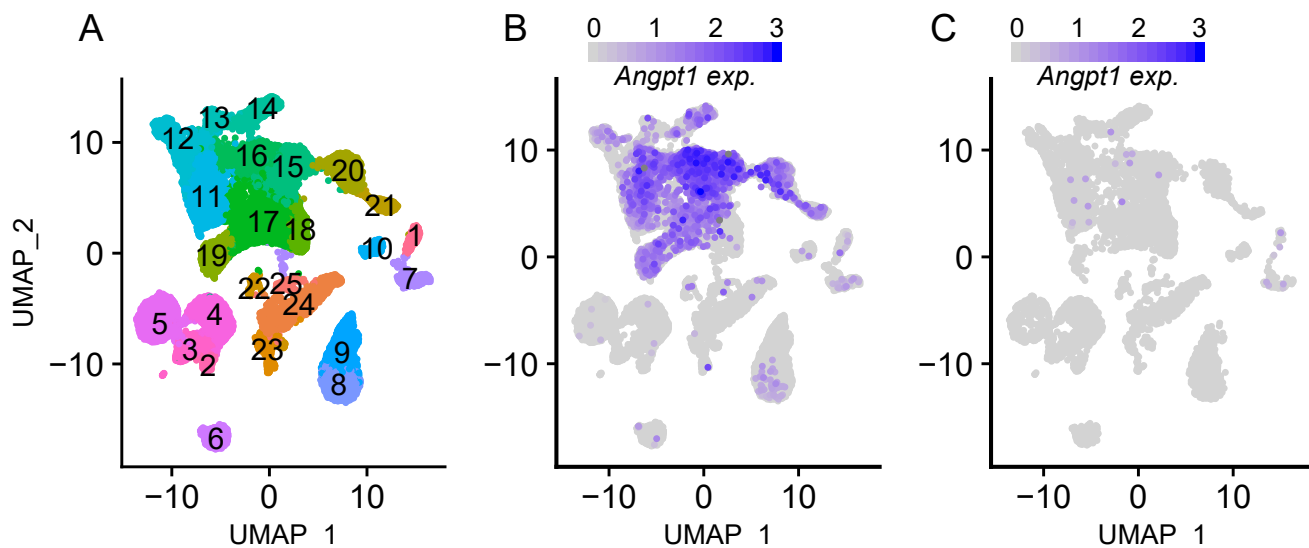

**Supplemental Figure 6.** The majority of *Angpt1*-expressing cells detected by single cell RNA sequencing of *Angpt1* $\Delta$ NC mice originate in clusters which natively express *Angpt1*. **(A)** UMAP projection illustrating labeled clusters reproduced from Figure 6 A. **(B)** *Angpt1* expression in WT samples indicates robust expression in uveal stromal clusters. **(C)** Nearly complete loss of *Angpt1* expression in *Angpt1* $\Delta$ NC samples indicates that all *Angpt1*-expressing cells of the limbal-iridocorneal angle region are derived from the neural crest. Residual *Angpt1*-expressing cells were observed only within NC-derived, *Angpt1*-expressing clusters, indicating that these cells represent incomplete cre-mediated excision and not the presence of *Angpt1* outside the neural crest lineage.

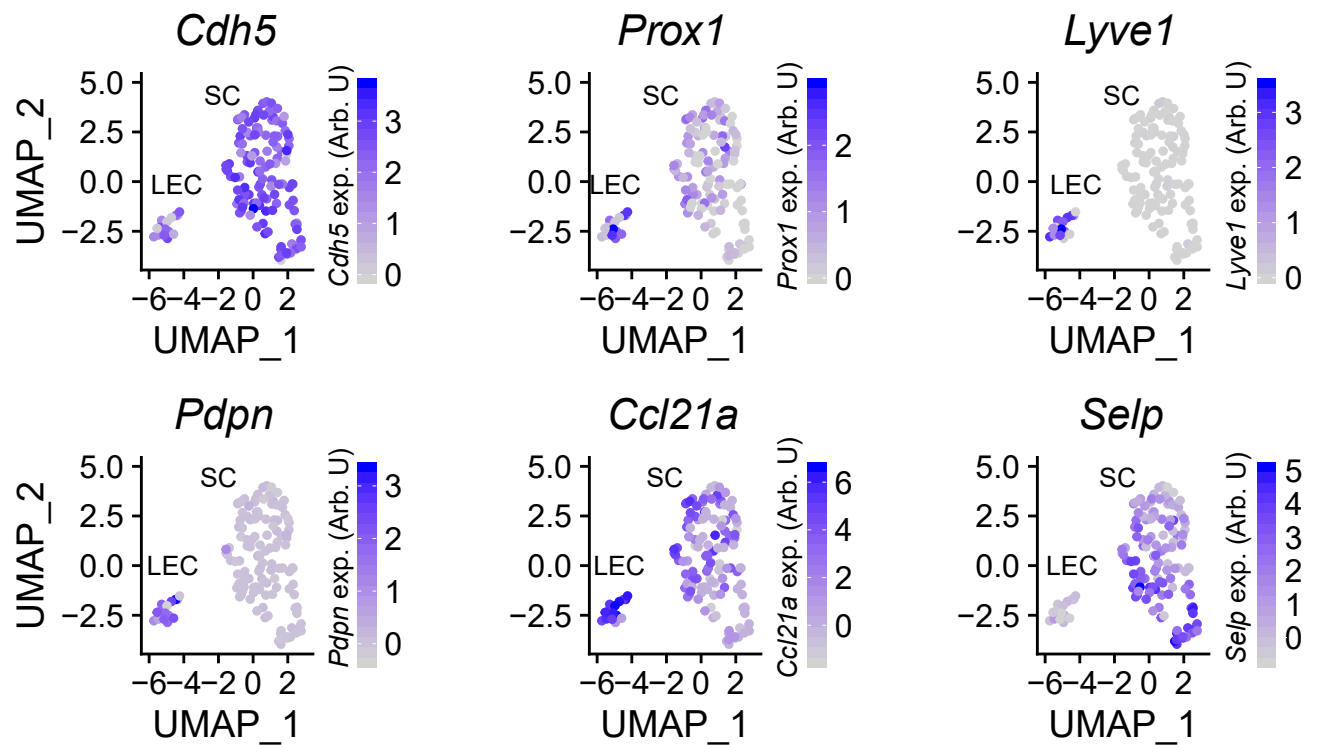

**Supplemental Figure 7.** Expression of Schlemm's canal (SC, *Cdh5*, *Prox1*, *Ccl21a*, *Selp*) and lymphatic endothelial cell (LEC, *Cdh5*, *Prox1*, *Lyve1*, *Pdpn*, *Ccl21a*) marker gene transcripts in putative SC and LEC endothelial cell clusters identified by single cell RNA sequencing.

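*Selp* (chromosome 1, from 164115264 to 164150026) was detected in 34 of 46 SC cells of control replicate 1 (73.9%, CI 58.9 to 85.7) and 52 of 63 of control replicate 2 (82.5%, CI 70.9 to 91.0), against 0.202% and 0.494% of limbal and corneal epithelial cells. Its mean level in SC was 16.3 and 21.2 UMIs per 10,000, followed by EC2 with 3.15 and 5.22. Among the 16 LEC cells of all libraries, 3 had a *Selp* UMI (18.8%, CI 4.05 to 45.6), all of them from *Angpt1*ΔNC.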

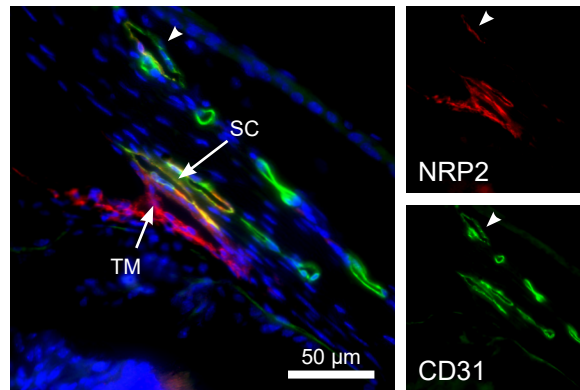

**Supplemental Figure 8.** Immunostaining revealed robust Neuropilin-2 (NRP2) expression in the mouse TM as well as SC endothelium. Note the NRP2-positive limbal lymphatic (white arrowhead). Representative section from a group of 3 wild-type eyes shown.

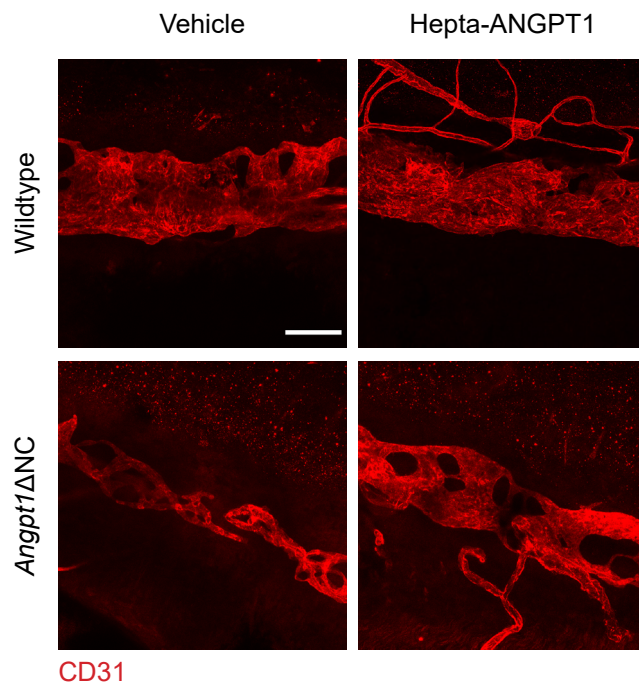

**Supplemental Figure 9.** Compared to vehicle-treated controls, immunostaining of Schlemm's canal at 15 weeks of age revealed increased canal size in *Angpt1*ΔNC mice that had been treated with daily Hepta-ANGPT1 from birth to P14. Representative images from the quantified data shown as Figure 8 H. Wildtype n = 12 (vehicle) and 13 (Hepta-ANGPT1), *Angpt1*ΔNC n = 10 (vehicle) and 14 (Hepta-ANGPT1) from 4 independent litters. Scale bar represents 100 μm.

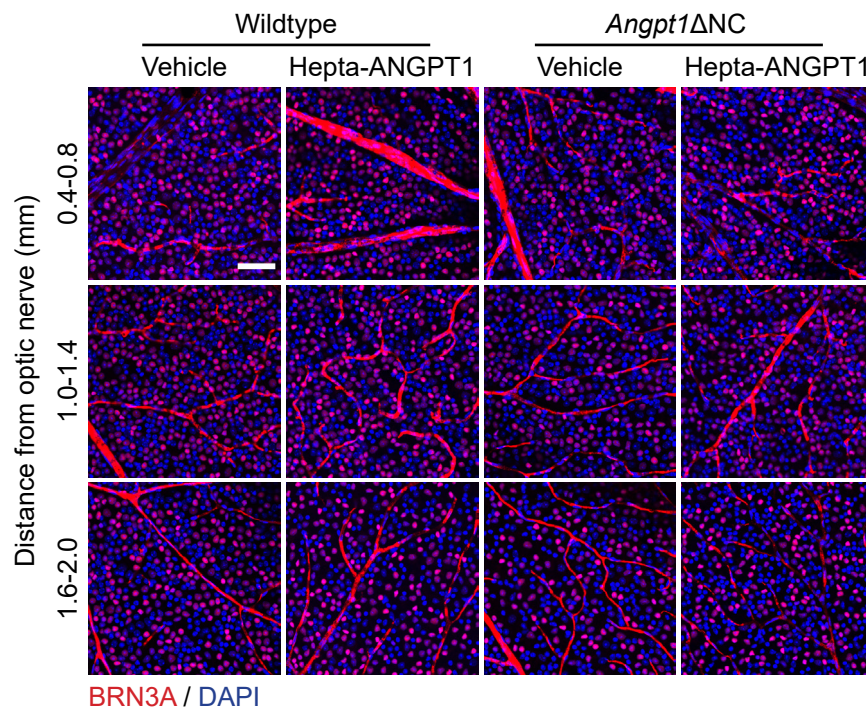

**Supplemental Figure 10.** Compared to vehicle-treated controls, immunostaining of retinal flat mounts at 15 weeks of age revealed blunted loss of BRN3A-positive retinal ganglion cells (RGCs) in *Angpt1*ΔNC mice that had been treated with daily Hepta-ANGPT1 from birth to P14. Representative images from the quantified data shown as Figure 8 I. Scale bar represents 50 μm. Wildtype n = 12 (vehicle) and 13 (Hepta-ANGPT1), *Angpt1*ΔNC n = 10 (vehicle) and 14 (Hepta-ANGPT1) from 4 independent litters.

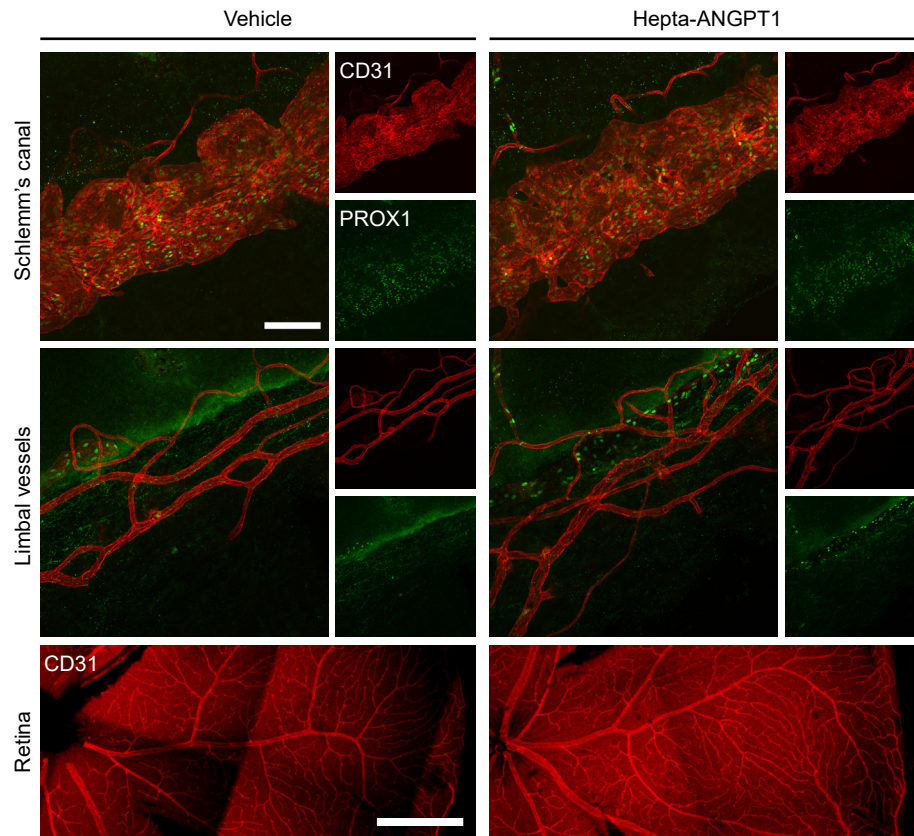

**Supplemental Figure 11.** No change in Schlemm's canal, limbal capillary or superficial retinal vascular morphology was observed 1 week after a single intravitreal injection of 1  $\mu$ g Hepta-ANGPT1. Scale bar indicates 100  $\mu$ m (SC and limbus) and 500  $\mu$ m (retina). Representative images from histology of the mice described in figure 8 J, n = 12 (vehicle) and 13 (Hepta-ANGPT1).

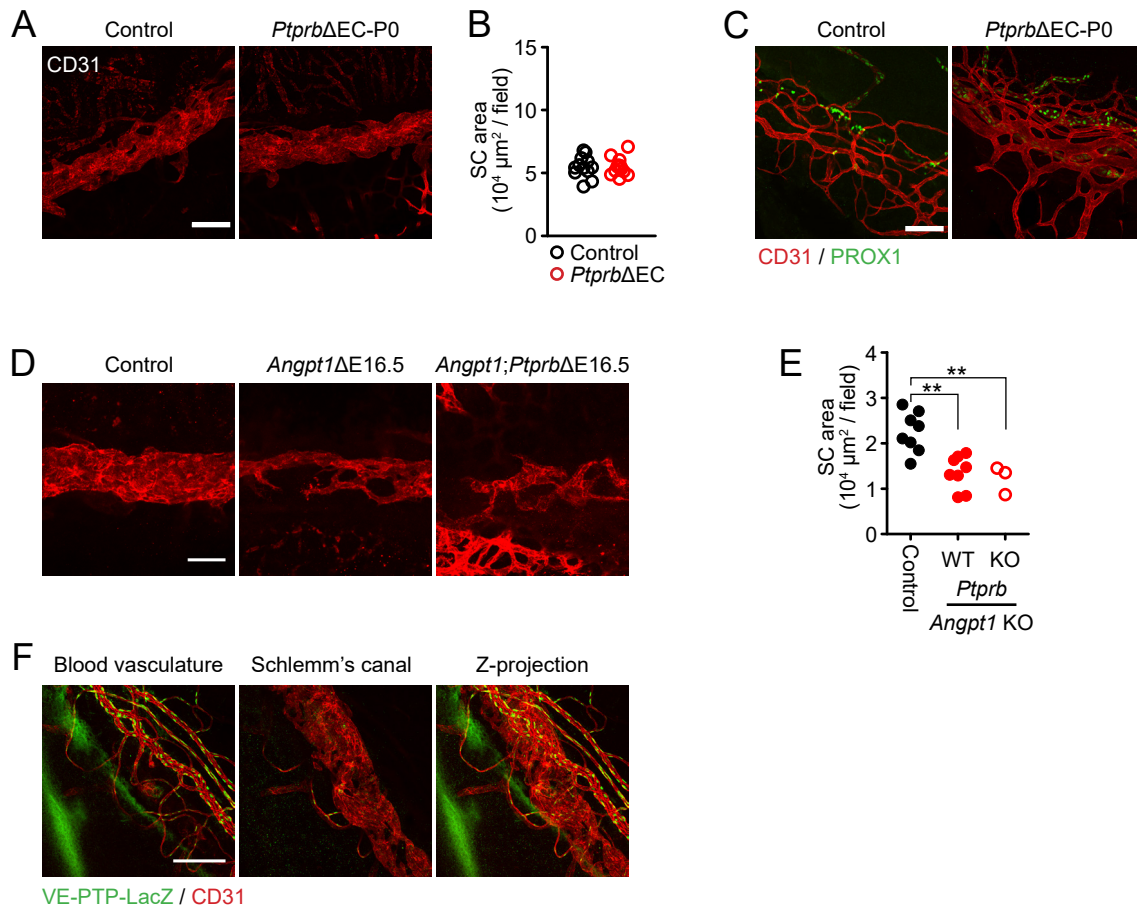

**Supplemental Figure 12.** (A, quantified in B) No difference in CD31-positive Schlemm's canal area was observed at P14 in endothelial-specific *Ptprb* knockout mice induced at postnatal day 0 (*Ptprb* $\Delta$ EC-P0 mice). (C) At P14, *Ptprb* $\Delta$ EC-P0 mice exhibited marked dilation of the superficial limbal vasculature although no change in lymphatic morphology was observed. (D, quantified in E) *Angpt1* whole-body knockout mice induced with doxycycline at embryonic day 16.5 showed a significant reduction in SC area when imaged at P14. However, parallel deletion of *Ptprb* had no effect on SC area.  $n = 8$  (control), 8 (*Angpt1* KO) and 3 (*Angpt1*;*Ptprb* double KO). (F) Confocal imaging of eyes from *Ptprb*-NLS-LacZ transgenic mice revealed higher  $\beta$ -Gal expression in the limbal blood vessels than in the underlying Schlemm's canal. Scale bars indicate 100  $\mu\text{m}$  (A,B, F) and 50  $\mu\text{m}$  (C). Field size used for SC quantification represents an area of 262,144  $\mu\text{m}^2$  (B) or 65,096  $\mu\text{m}^2$  (E). \*\*  $p \leq 0.01$  as determined by 1-way ANOVA with Bonferroni's correction.

**Supplemental table 1.** Genes linked to glaucoma, ocular hypertension or Schlemm's canal development/function by GWAS, genetic studies or animal models.

| Gene            | Evidence                    | Ref                                                                       |
|-----------------|-----------------------------|---------------------------------------------------------------------------|
| <i>ABCA1</i>    | GWAS                        | Gharahkhani et al. 2014 (1), Bailey et al. 2016 (2), Chen et al. 2014 (3) |
| <i>ADAMTS2</i>  | GWAS                        | Iglesias et al 2018 (4)                                                   |
| <i>ADAMTS8</i>  | GWAS                        | Iglesias et al 2018 (4)                                                   |
| <i>AFAP1</i>    | GWAS                        | Gharahkhani et al. 2014 (1), MacGregor et al 2018                         |
| <i>ANGPT1</i>   | GWAS, genetic, animal model | MacGregor et al 2018 (5), Thomson et al. 2017 (6)                         |
| <i>ANKH</i>     | GWAS                        | MacGregor et al 2018 (5)                                                  |
| <i>ANKH</i>     | GWAS                        | Khawaja et al. 2018 (7)                                                   |
| <i>ANKH</i>     | GWAS                        | Choquet et al 2018 (8)                                                    |
| <i>ARHGEF12</i> | GWAS                        | MacGregor et al 2018 (5)                                                  |
| <i>ARVCF</i>    | GWAS                        | Iglesias et al 2018 (4)                                                   |
| <i>ATXN2</i>    | GWAS                        | Bailey et al. 2016 (2)                                                    |
| <i>BCAS3</i>    | GWAS                        | Springelkamp et al. 2017 (9)                                              |
| <i>BICC1</i>    | GWAS                        | MacGregor et al 2018 (5)                                                  |
| <i>BMP4</i>     | Animal models               | Chang et al. 2001 (10), van der Merwe, 2016 (11)                          |
| <i>CADM2</i>    | GWAS                        | MacGregor et al 2018 (5)                                                  |
| <i>CADM2</i>    | GWAS                        | Choquet et al 2018 (8)                                                    |
| <i>CAV1</i>     | GWAS                        | Thorleifsson, et al. 2010 (12), Hysi et al. 2014 (13)                     |
| <i>CAV2</i>     | GWAS                        | MacGregor et al 2018, Thorleifsson, et al. 2010 (12)                      |
| <i>CDH11</i>    | GWAS                        | Khawaja et al. 2018(7)                                                    |
| <i>CHAT</i>     | GWAS                        | Khor et al. 2016 (14)                                                     |
| <i>CFTR</i>     | GWAS                        | MacGregor et al 2018 (5)                                                  |
| <i>COL11A1</i>  | GWAS                        | Khor et al. 2016 (14)                                                     |
| <i>COL12A1</i>  | GWAS                        | Iglesias et al 2018 (4)                                                   |
| <i>COL21A1</i>  | GWAS                        | Bonnemaier et al., 2018 (15)                                              |
| <i>COL6A2</i>   | GWAS                        | Iglesias et al 2018 (4)                                                   |
| <i>CTTNBP2</i>  | GWAS                        | Khawaja et al. 2018(7), MacGregor et al 2018 (5)                          |
| <i>CYP11B1</i>  | genetic                     | Stoilov et al. 1997 (16)                                                  |
| <i>DCN</i>      | GWAS                        | Iglesias et al 2018 (4)                                                   |
| <i>DGKG</i>     | GWAS                        | MacGregor et al 2018 (5)                                                  |
| <i>DGKG</i>     | GWAS                        | Khawaja et al. 2018(7)                                                    |
| <i>DGKG</i>     | GWAS                        | Choquet et al 2018 (8)                                                    |
| <i>EFEMP1</i>   | GWAS                        | Springelkamp et al. 2017 (9)                                              |
| <i>ENO4</i>     | GWAS                        | Taylor et al 2019 (17)                                                    |
| <i>EPDR1</i>    | GWAS                        | Khor et al. 2016 (14)                                                     |
| <i>ETSI</i>     | GWAS                        | Khawaja et al. 2018(7), MacGregor et al 2018 (5)                          |
| <i>EXOC2</i>    | GWAS                        | Khawaja et al. 2018(7), MacGregor et al 2018 (5), Choquet et al 2018 (8)  |
| <i>EXOC4</i>    | GWAS                        | Bonnemaier et al., 2018 (15)                                              |
| <i>FANCA</i>    | GWAS                        | Khawaja et al. 2018(7)                                                    |
| <i>FBN1</i>     | GWAS                        | Iglesias et al 2018 (4)                                                   |
| <i>FBXO32</i>   | GWAS                        | Khawaja et al. 2018(7)                                                    |
| <i>FERMT2</i>   | GWAS                        | Khor et al. 2016 (14)                                                     |
| <i>FGF1</i>     | GWAS                        | Iglesias et al 2018 (4)                                                   |
| <i>FLT1</i>     | Animal model                | Sano et al. 2012 (18)                                                     |
| <i>FLT4</i>     | Animal model                | Aspelund et al. 2014 (19)                                                 |
| <i>FMNL2</i>    | GWAS                        | Choquet et al 2018 (8)                                                    |
| <i>FNDC3B</i>   | GWAS                        | Hysi et al. 2014 (13)                                                     |

**Supplemental table 1.** Genes linked to glaucoma, ocular hypertension or Schlemm’s canal development/function by GWAS, genetic studies or animal models. (continued)

| Gene           | Evidence              | Ref                                                  |
|----------------|-----------------------|------------------------------------------------------|
| <i>FNDC3E</i>  | GWAS                  | Shiga et al. 2018 (20)                               |
| <i>FOXC1</i>   | GWAS                  | Bailey et al. 2016 (2)                               |
| <i>GAS7</i>    | GWAS                  | Hysi et al. 2014 (13), MacGregor et al 2018          |
| <i>GLIS3</i>   | GWAS                  | Iglesias et al 2018 (4), Khor et al. 2016 (14)       |
| <i>GMD5</i>    | GWAS                  | Gharahkhani et al. 2014 (1), MacGregor et al 2018    |
| <i>HABP2</i>   | GWAS                  | Iglesias et al 2018 (4)                              |
| <i>HMGA2</i>   | GWAS                  | Shiga et al. 2018 (20)                               |
| <i>IKZF2</i>   | GWAS                  | Choquet et al 2018 (8)                               |
| <i>KBTD8</i>   | GWAS                  | Khawaja et al. 2018(7)                               |
| <i>KDR</i>     | Animal model          | Sano et al. 2012 (18), Kizhatil et al. 2014 (21)     |
| <i>LHPF</i>    | GWAS                  | Shiga et al. 2018 (20)                               |
| <i>LMX1B</i>   | GWAS                  | MacGregor et al 2018 (5)                             |
| <i>LMX1B</i>   | GWAS                  | Khawaja et al. 2018(7)                               |
| <i>LMX1B</i>   | GWAS                  | Choquet et al 2018 (8)                               |
| <i>LMX1B</i>   | GWAS                  | Shiga et al. 2018 (20)                               |
| <i>LOXL1</i>   | GWAS                  | Shiga et al. 2018 (20)                               |
| <i>LOXL2</i>   | GWAS                  | Iglesias et al 2018 (4)                              |
| <i>LRIG1</i>   | GWAS                  | Khawaja et al. 2018(7)                               |
| <i>LTBP1</i>   | GWAS                  | Iglesias et al 2018 (4)                              |
| <i>LTBP2</i>   | Genetic               | Ali et al. 2009 (22)                                 |
| <i>ME3</i>     | GWAS                  | Khawaja et al. 2018(7)                               |
| <i>MECOM</i>   | GWAS                  | MacGregor et al 2018 (5)                             |
| <i>MEIS2</i>   | GWAS                  | Shiga et al. 2018 (20)                               |
| <i>MYOC</i>    | Genetic               | Kaur et al. 2005 (23)                                |
| <i>MYOF</i>    | GWAS                  | MacGregor et al 2018 (5)                             |
| <i>NDUFAF6</i> | GWAS                  | Iglesias et al 2018 (4)                              |
| <i>PDE7B</i>   | GWAS                  | Khawaja et al. 2018(7)                               |
| <i>PDE7B</i>   | GWAS                  | Choquet et al 2018 (8)                               |
| <i>PKHD1</i>   | GWAS                  | Khawaja et al. 2018(7)                               |
| <i>PLEKHA7</i> | GWAS                  | Khor et al. 2016 (14)                                |
| <i>PMM2</i>    | GWAS                  | Chen et al. 2014 (3)                                 |
| <i>PTPRJ</i>   | GWAS                  | Hysi et al. 2014 (13)                                |
| <i>RARB</i>    | GWAS                  | Springelkamp et al. 2017 (9)                         |
| <i>RAPSN</i>   | GWAS                  | Hysi et al. 2014 (13)                                |
| <i>RSPO1</i>   | GWAS                  | Khawaja et al. 2018(7)                               |
| <i>RUNX2</i>   | GWAS                  | Iglesias et al 2018 (4)                              |
| <i>SAMD9</i>   | GWAS                  | Iglesias et al 2018 (4)                              |
| <i>SIX6</i>    | GWAS                  | MacGregor et al 2018 (5)                             |
| <i>STAG1</i>   | GWAS                  | Iglesias et al 2018 (4)                              |
| <i>STON2</i>   | GWAS                  | Iglesias et al 2018 (4)                              |
| <i>SVEP1</i>   | Genetic, GWAS         | Young et al. 2020 (24), Gharahkhani et al. 2020 (25) |
| <i>TBCCD1</i>  | GWAS                  | MacGregor et al 2018 (5)                             |
| <i>TEK</i>     | Genetic, animal model | Souma et al. 2016 (26)                               |
| <i>TGFB2</i>   | GWAS                  | Iglesias et al 2018 (4)                              |
| <i>TGFB3</i>   | GWAS                  | Springelkamp et al. 2017 (9)                         |
| <i>THBS2</i>   | GWAS                  | Iglesias et al 2018 (4)                              |

**Supplemental table 1.** Genes linked to glaucoma, ocular hypertension or Schlemm's canal development/function by GWAS, genetic studies or animal models. (continued)

| Gene          | Evidence     | Ref                                              |
|---------------|--------------|--------------------------------------------------|
| <i>THSD7A</i> | GWAS         | MacGregor et al 2018 (5)                         |
| <i>TMCO1</i>  | GWAS         | Burdon et al. 2011 (27), Hysi et al. 2014 (13)   |
| <i>TMCT2</i>  | GWAS         | Choquet et al 2018 (8)                           |
| <i>TXNRD2</i> | GWAS         | Bailey et al. 2016 (2), MacGregor et al 2018 (5) |
| <i>VEGFA</i>  | Animal model | Aspelund et al. 2014 (19)                        |
| <i>VEGFC</i>  | Animal model | Aspelund et al. 2014 (19)                        |
| <i>VPSI3C</i> | GWAS         | Khawaja et al. 2018(7)                           |

**References for Supplemental table 1**

1. Gharahkhani P, Burdon KP, Fogarty R, Sharma S, Hewitt AW, Martin S, et al. Common variants near ABCA1, AFAP1 and GMDS confer risk of primary open-angle glaucoma. *Nat Genet.* 2014;46(10):1120-5.
2. Bailey JNC, Loomis SJ, Kang JH, Allingham RR, Gharahkhani P, Khor CC, et al. Genome-wide association analysis identifies TXNRD2, ATXN2 and FOXC1 as susceptibility loci for primary open-angle glaucoma. *Nat Genet.* 2016;48(2):189-94.
3. Chen Y, Lin Y, Vithana EN, Jia L, Zuo X, Wong TY, et al. Common variants near ABCA1 and in PMM2 are associated with primary open-angle glaucoma. *Nat Genet.* 2014;46(10):1115-9.
4. Iglesias AI, Mishra A, Vitart V, Bykhovskaya Y, Höhn R, Springelkamp H, et al. Cross-ancestry genome-wide association analysis of corneal thickness strengthens link between complex and Mendelian eye diseases. *Nature Communications.* 2018;9(1):1864.
5. MacGregor S, Ong J-S, An J, Han X, Zhou T, Siggs OM, et al. Genome-wide association study of intraocular pressure uncovers new pathways to glaucoma. *Nat Genet.* 2018;50(8):1067-71.
6. Thomson BR, Souma T, Tompson SW, Onay T, Kizhatil K, Siggs OM, et al. Angiopoietin-1 is required for Schlemm's canal development in mice and humans. *J Clin Invest.* 2017;127(12):4421-36.
7. Khawaja AP, Cooke Bailey JN, Wareham NJ, Scott RA, Simcoe M, Igo RP, et al. Genome-wide analyses identify 68 new loci associated with intraocular pressure and improve risk prediction for primary open-angle glaucoma. *Nat Genet.* 2018;50(6):778-82.
8. Choquet H, Paylakhi S, Kneeland SC, Thai KK, Hoffmann TJ, Yin J, et al. A multiethnic genome-wide association study of primary open-angle glaucoma identifies novel risk loci. *Nature Communications.* 2018;9(1):2278.
9. Springelkamp H, Iglesias AI, Mishra A, Höhn R, Wojciechowski R, Khawaja AP, et al. New insights into the genetics of primary open-angle glaucoma based on meta-analyses of intraocular pressure and optic disc characteristics. *Hum Mol Genet.* 2017;26(2):438-53.
10. Chang B, Smith RS, Peters M, Savinova OV, Hawes NL, Zabaleta A, et al. Haploinsufficient Bmp4 ocular phenotypes include anterior segment dysgenesis with elevated intraocular pressure. *BMC Genet.* 2001;2(1):18.
11. van der Merwe EL, and Kidson SH. Wholemount imaging reveals abnormalities of the aqueous outflow pathway and corneal vascularity in Foxc1 and Bmp4 heterozygous mice. *Exp Eye Res.* 2016;146:293-303.
12. Thorleifsson G, Walters GB, Hewitt AW, Masson G, Helgason A, DeWan A, et al. Common variants near CAV1 and CAV2 are associated with primary open-angle glaucoma. *Nat Genet.* 2010;42(10):906-9.

## References for Supplemental table 1, continued

13. Hysi PG, Cheng C-Y, Springelkamp H, Macgregor S, Bailey JNC, Wojciechowski R, et al. Genome-wide analysis of multi-ancestry cohorts identifies new loci influencing intraocular pressure and susceptibility to glaucoma. *Nat Genet.* 2014;46(10):1126-30.
14. Khor CC, Do T, Jia H, Nakano M, George R, Abu-Amero K, et al. Genome-wide association study identifies five new susceptibility loci for primary angle closure glaucoma. *Nat Genet.* 2016;48(5):556-62.
15. Bonnemaier PWM, Iglesias AI, Nadkarni GN, Sanywa AJ, Hassan HG, Cook C, et al. Genome-wide association study of primary open-angle glaucoma in continental and admixed African populations. *Hum Genet.* 2018;137(10):847-62.
16. Stoilov I, Akarsu AN, and Sarfarazi M. Identification of Three Different Truncating Mutations in Cytochrome P4501B1 (CYP1B1) as the Principal Cause of Primary Congenital Glaucoma (Buphthalmos) in Families Linked to the GLC3A Locus on Chromosome 2p21. *Hum Mol Genet.* 1997;6(4):641-7.
17. Taylor KD, Guo X, Zangwill LM, Liebmann JM, Girkin CA, Feldman RM, et al. Genetic Architecture of Primary Open-Angle Glaucoma in Individuals of African Descent: The African Descent and Glaucoma Evaluation Study III. *Ophthalmology.* 2019;126(1):38-48.
18. Sano K, Katsuta O, Shirae S, Kubota Y, Ema M, Suda T, et al. Flt1 and Flk1 mediate regulation of intraocular pressure and their double heterozygosity causes the buphthalmia in mice. *Biochem Biophys Res Commun.* 2012;420(2):422-7.
19. Aspelund A, Tammela T, Antila S, Nurmi H, Lepp, xE, et al. The Schlemm's canal is a VEGF-C/VEGFR-3-responsive lymphatic-like vessel. *J Clin Invest.* 2014;124(9):3975-86.
20. Shiga Y, Akiyama M, Nishiguchi KM, Sato K, Shimozawa N, Takahashi A, et al. Genome-wide association study identifies seven novel susceptibility loci for primary open-angle glaucoma. *Hum Mol Genet.* 2018;27(8):1486-96.
21. Kizhatil K, Ryan M, Marchant JK, Henrich S, and John SWM. Schlemm's Canal Is a Unique Vessel with a Combination of Blood Vascular and Lymphatic Phenotypes that Forms by a Novel Developmental Process. *PLoS Biol.* 2014;12(7):e1001912.
22. Ali M, McKibbin M, Booth A, Parry DA, Jain P, Riazuddin SA, et al. Null Mutations in LTBP2 Cause Primary Congenital Glaucoma. *The American Journal of Human Genetics.* 2009;84(5):664-71.
23. Kaur K, Reddy A, Mukhopadhyay A, Mandal A, Hasnain S, Ray K, et al. Myocilin gene implicated in primary congenital glaucoma. 2005;67(4):335-40.
24. Young TL, Whisenhunt KN, Jin J, LaMartina SM, Martin SM, Souma T, et al. SVEP1 as a Genetic Modifier of TEK-Related Primary Congenital Glaucoma. *Invest Ophthalmol Vis Sci.* 2020;61(12):6-.
25. Gharahkhani P, Jorgenson E, Hysi P, Khawaja AP, Pendergrass S, Han X, et al. A large cross-ancestry meta-analysis of genome-wide association studies identifies 69 novel risk loci for primary open-angle glaucoma and includes a genetic link with Alzheimer's disease. *bioRxiv.* 2020:2020.01.30.927822.
26. Souma T, Tompson SW, Thomson BR, Siggs OM, Kizhatil K, Yamaguchi S, et al. Angiopoietin receptor TEK mutations underlie primary congenital glaucoma with variable expressivity. *J Clin Invest.* 2016;126(7):2575-87.
27. Burdon KP, Macgregor S, Hewitt AW, Sharma S, Chidlow G, Mills RA, et al. Genome-wide association study identifies susceptibility loci for open angle glaucoma at TMC01 and CDKN2B-AS1. *Nat Genet.* 2011;43(6):574-8.

**Supplemental table 2.** PCR primer sequences used in the study

| Primer name                        | Sequence                        | Product Length          |
|------------------------------------|---------------------------------|-------------------------|
| Mouse qRT-PCR <i>Angptl</i> -Fwd   | 5'-GGGGGAGGTTGGACAGTAA          | 174bp                   |
| Mouse qRT-PCR <i>Angptl</i> -Rev   | 5'-CATCAGCTCAATCCTCAGC          |                         |
| Mouse qRT-PCR <i>Gapdh</i> -Fwd    | 5'- AAGGTCATCCCAGAGCTGAA        | 138bp                   |
| Mouse qRT-PCR <i>Gapdh</i> -Rev    | 5'-CTGCTTCACCACCTTCTTGA         |                         |
| Genotyping <i>Angptl</i> -flox Fwd | 5'-CAATGCCAGAGGTTCTTGTGAA       | Floxed: 328bp / WT: 233 |
| Genotyping <i>Angptl</i> -flox Rev | 5'-TCAAAGCAACATATCATGTGCA       |                         |
| Genotyping <i>Wnt1</i> -Cre Fwd    | 5'- CAGCGCCGCAACTATAAGAG        | 305bp                   |
| Genotyping <i>Wnt1</i> -Cre Rev    | 5'- CATCGACCGGTAATGCAG          |                         |
| Genotyping Cre Fwd                 | 5'- GTGCAAGTTGAATAACCGGAAATGG   | 673bp                   |
| Genotyping Cre Rev                 | 5'-AGAGTCATCCTTAGCGCCGTAAATCAAT |                         |
| Genotyping <i>Svepl</i> -Flox Fwd  | 5'- GGTAGTTTCTGCCCCAGTCAGC      | Floxed: 328bp / WT: 233 |
| Genotyping <i>Svepl</i> -Flox Rev  | 5'- CTTTCTTTGCCTGCCTTAATGCC     |                         |
| Genotyping <i>Svepl</i> -Del Fwd   | 5'-GGTAGTTTCTGCCCCAGTCAGC       | Del: 456bp / WT: 1128   |
| Genotyping <i>Svepl</i> -Del Rev   | 5'- TTCAGATTTGGTCAAAATGCAGTCC   |                         |
| Genotyping <i>Ptprb</i> -Flox Fwd  | 5'-GCGTCTATCCAGTGGAGGACTTTC     | Floxed: 328bp / WT: 233 |
| Genotyping <i>Ptprb</i> -Flox Rev  | 5'-CCAGGTGCCGTTTCATTTCAGC       |                         |
| Genotyping <i>Rosa26</i> -rtTA A   | 5'- AAGGGAGCTGCAGTGGAGTA        | rtTA: 650bp / WT: 500   |
| Genotyping <i>Rosa26</i> -rtTA B   | 5'- GGCGAGTTTACGGGTTGTTA        |                         |
| Genotyping <i>Rosa26</i> -rtTA C   | 5'- TCCGAGGCGGATCACAAGCA        |                         |

# Supplementary material for: Cellular crosstalk regulates the aqueous humor outflow pathway and provides new targets for glaucoma therapies
**Source:** Nat Commun. 2021 Oct 18;12:6072. doi: 10.1038/s41467-021-26346-0
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

**Title:** Supplemental dataset 1.

**Description:** Differential expression analysis after single cell RNA sequencing of 6 week old wild-type mouse limbus samples allowed identification of specific cell clusters. Differential expression was calculated for each cluster compared to the full wild-type dataset (as described in Figure 5), within the endothelial cell population (Figure 6) and within the trabecular meshwork-containing clusters (Figure 7) using MAST. For all clusters, the top 100 differentially expressed genes are included, ranked by Log<sub>2</sub>-fold change. Cluster: Cell cluster under comparison, as described in figures 5-7. avg\_log2FC\_vs\_full\_dataset: Log<sub>2</sub>-fold change of average within-cluster gene expression as compared to the whole dataset, all endothelial cells or all trabecular-meshwork-containing clusters. p\_val/p\_val\_corrected: Calculated p value/Bonferroni corrected p value of the comparison. pct\_of\_cells\_in\_cluster\_expressing\_gene: Proportion of droplets within the cluster where the transcript is detected. pct\_of\_cells\_in\_dataset\_expressing\_gene: Proportion of droplets within the full dataset where the transcript is detected.

**Title:** Supplemental dataset 2.

**Description:** Averaged normalized expression (arbitrary units) of all transcripts detected in 6 week old, wild-type mouse Schlemm's canal endothelial cells or trabecular meshwork cells (clusters TM\_3, TM\_4, TM\_5, TM\_7 and TM\_11). Transcripts with normalized expression >0.3 arb. units are shown and were used for identification of putative TM-SC crosstalk pathways.

# Supplementary material for: Cellular crosstalk regulates the aqueous humor outflow pathway and provides new targets for glaucoma therapies
**Source:** Nat Commun. 2021 Oct 18;12:6072. doi: 10.1038/s41467-021-26346-0
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                                    |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Image quantification was performed using ImageJ Fiji 2.0 software running on ImageJ 1.53c and single cell RNA sequencing was performed using the 10x Genomics platform.                                                                                                                                                                                                                                                                                             |
| Data analysis   | RNA sequencing data was analyzed using 10x Genomics Cellranger 3, R version 3.6.1, Seurat 3.1.3, scDbFinder 1.4.0 and maxLik 1.4.8. Custom R code is available via GitHub at <a href="https://github.com/benrthomson/Angpt1.Angle.SingleCell">https://github.com/benrthomson/Angpt1.Angle.SingleCell</a> ( <a href="https://doi.org/10.5281/zenodo.5172757">https://doi.org/10.5281/zenodo.5172757</a> ) Statistical analysis was conducted using Graphpad Prism 5. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Single cell sequencing data associated with Figures 5-7, Table 1 and Supplemental Datasets 1 and 2 is available on the NCBI Gene Expression Omnibus (GEO, accession number GSE168200 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE168200>]). Source data for all figures are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For studies of Angpt1 and Svep1 knockout mice, power analysis was performed to estimate animal numbers required to detect biologically relevant changes in intraocular pressure and Schlemm's canal area. Litters of animals were then generated, using those estimates to guide breeding. Generated animals were then included in the study on a whole-litter basis, so that no mutants were included without matching littermate controls. For studies of IOP in C57Bl/6J wildtype mice, power analysis was used to estimate animal numbers required to obtain a biologically meaningful reduction in IOP. |
| Data exclusions | During analysis of single cell RNA sequencing data, low-quality cells were filtered from the dataset using commonly-accepted methods based on mitochondrial RNA percentage and predicted doublet status as described in the manuscript and supplemental figure 5. In figure 8i, a single retina was excluded from analysis due to poor staining. No data was excluded from other results.                                                                                                                                                                                                                    |
| Replication     | Animal experiments were conducted on groups consisting of multiple independent litters measured in parallel as described in the manuscript. All data included in the manuscript was successfully replicated in multiple animal groups with the exception of scRNAseq data which was limited to a single experiment for reasons of cost, and hepta-ANGPT1 treatment of wildtype C57Bl/6J mice which was conducted on a single cohort of adult animals.                                                                                                                                                        |
| Randomization   | For genetic studies of knockout vs control animals, randomization was not possible as group assignment was determined by genotype. For drug treatment studies, litters were randomized into treatment and control groups at birth prior to initiating the experiment.                                                                                                                                                                                                                                                                                                                                        |
| Blinding        | IOP measurement, tissue collection, real-time PCR, histology, imaging and image quantification were performed in a blinded fashion. Blinding was not possible during scRNAseq analysis as lack of Angpt1 expression quickly identified the knockout dataset. Other experiments were not blinded.                                                                                                                                                                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

Mouse anti-BRN3A (Millipore; MAB1585; Lot 2683938, Clone # 5A3.2)  
 Goat anti-BRN3B (Santa Cruz Biotechnology; sc-6026; Lot K0215, polyclonal)  
 Rabbit anti-TUBB3 (Covance; MRB-435P; Lot unknown; Clone # TUJ1 1-15-79)  
 Rat anti mouse CD31 antibody (BD; #553370; Lot #8043575; Clone MEC13.3)  
 Goat anti-PROX1 antibodies (R&D systems AF2727; Lot #V1Y0216011; Polyclonal)  
 Goat anti-VEGFR3 (R&D systems #AF349; Lot #DAB0214081; Polyclonal)  
 Goat anti-mouse CD31 (R&D systems; #AF3628; Lot #YZU0118051; Polyclonal)  
 Rabbit anti-human SVEP1 (Aviva; #ARP58239; Lot #QC24168; Polyclonal)  
 Alexafluor-594 conjugated Donkey anti Rat igG (ThermoFisher #A21209; Lot #2078918; Polyclonal)  
 Alexafluor-488 conjugated Donkey anti goat igG (ThermoFisher #A11055; Lot #1869589; Polyclonal)  
 Alexafluor-488 conjugated Donkey anti mouse igG (ThermoFisher #A21202 Lot #1741782; Polyclonal)  
 Alexafluor-647 conjugated Donkey anti goat igG (ThermoFisher #A21447 Lot #2273668; Polyclonal)

## Validation

Mouse anti-BRN3A (Millipore; MAB1585; Lot 2683938, Clone # 5A3.2)

Manufacturer reports binding to chicken, monkey and rat, widely published in mouse.

E.g: <https://doi.org/10.1002/cne.23521>

Goat anti-BRN3B (Santa Cruz Biotechnology; sc-6026; Lot K0215, polyclonal)

Manufacturer reports binding to human Brn3b, widely published in mouse.

E.g: <https://doi.org/10.1002/cne.22765>

Rabbit anti-TUBB3 (Covance; MRB-435P; Lot unknown; Clone # TUJ1 1-15-79)

Reported reactivity to: Human, Mouse, Rat, Bovine, Canine, Donkey, Feline, Goat, Guinea Pig, Hamster, Horse, Porcine, Rabbit, Sheep, Simian

Rat anti mouse CD31 antibody (BD; #553370; Lot #8043575; Clone MEC13.3)

Widely published, manufacturer reported reactivity to mouse CD31/Pecam1.

Goat anti-PROX1 antibodies (R&D systems AF2727; Lot #V1Y0216011; Polyclonal)

Manufacturer reports reactivity against human PROX1, widely reported in mouse, including <https://doi.org/10.1038/s41586-020-2998-x>

Goat anti-VEGFR3 (R&D systems #AF349; Lot #DAB0214081; Polyclonal)

Manufacturer reports reactivity against human VEGFR3, widely reported in mouse, including <https://doi.org/10.1038/s41586-020-2998-x>

Goat anti-mouse CD31 (R&D systems; #AF3628; Lot #YZU0118051; Polyclonal)

Manufacturer reports reactivity against Mouse/Rat CD31, validated against CD31 of human origin by the Mouse phenotyping and histology core of the Feinberg School of Medicine.

Rabbit anti-human SVEP1 (Aviva; #ARP58239; Lot #QC24168; Polyclonal)

Manufacturer reports reactivity against human SVEP1

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Mice used in the study were of mixed sex on a mixed genetic background as detailed in the manuscript with the exception of male animals used for adult hepta ANGPT1 treatment (figure 8 J). These animals were on a pure C57Bl6/J background and were purchased from the Jackson Laboratory as described in the manuscript. Ages of all experimental animals is reported in the manuscript.

### Wild animals

No wild animals were used

### Field-collected samples

No field collected samples were used.

### Ethics oversight

Animal experiments were approved by the Animal Care and Use Committee at Northwestern University.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

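Single cells of the iridocorneal angle and limbus were measured in 3 droplet libraries, 2 from control mice and 1 from *Angpt1*ΔNC mice, at 6 weeks of age and with the eyes of 2 to 3 mice per pool. The authors made the counts with Cell Ranger, and the deposited matrices hold, for every called cell, raw UMI counts of 31053 genes that were tested to be whole numbers. The authors also deposited 2 tables over all libraries, with a cluster label for each kept cell and with integrated expression values on a natural log scale for part of the genes. In control replicate 2 these natural log values equal ln(1 + counts per 10,000) to within 0.001, while integration changed them in the other libraries, so that 24.4% of the values of control replicate 1 and 18.8% of those of *Angpt1*ΔNC lie below 0. They were used to rebuild clusters and not for any level.

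The called cells were filtered as in the paper's methods (at least 200 genes, at least 1000 UMIs, at most 10% mitochondrial UMIs), and the cells kept by the authors were taken as they are. The kept cells held 76981606 UMIs in control replicate 1, 80346829 in control replicate 2 and 66484181 in *Angpt1*ΔNC, with depths from 1001 to 124288 UMIs per cell. At the median of 6329.5, 6393.5 and 7444 UMIs, a transcript at 1 UMI per 10,000 is missed in many cells, so shares of positive cells move with depth. Free RNA can also raise them.

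The classes were planned as rebuilt clusters, but the deposited labels give the authors' own classes and were used instead, with the rebuilt clusters as an alternative. Endothelial cells are the labels SC, LEC and EC2 to EC4, stromal cells TM1 to TM11, and epithelial cells clusters 4 and 5. The clusters were rebuilt with Seurat 5.3.0 in R 4.3.3 from the deposited integrated values, with 20 principal components (18 for the TM cells) at resolution 0.5, and also at 0.3 and 1.0, with 30 components and with another seed. For clusters without integration, and for an integration with doublets kept, 5000 variable genes were taken from the counts. A rebuilt cluster took the class whose marker list had the highest mean z-score, and it stayed without a class unless at least 3 of these markers were detected in 0.1 or more of its cells and its top 10 genes held at least 1 of them and no more of another list. Labels were compared with marker lists by their top 10 genes, ranked by fold over all other cells (0.1 added to the mean, detected in at least 0.25 of the cells). The lists of the main clusters hold common markers and those of Fig. 5E. Those of the endothelial and TM groups are marker genes that the paper found in these control libraries. Classes named by them are thus not independent of the labels.

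Levels are means over cells of UMIs per 10,000. Shares have exact 95% intervals from scipy 1.17.1 with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. A share of 0 is given with the upper limit that 3 positive cells set. Free RNA was read from the limbal and corneal epithelium, except for genes that it expresses, for which means alone are given. *Angpt1* was also counted after thinning each cell to 2000 or 1000 UMIs. For the SC share, endothelial cells of the controls were drawn 10,000 times with replacement, at the number of *Angpt1*ΔNC cells. Curated genes were compared with thresholds of 0.3, 0.2 and 0.5.

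For differences between genotypes the counts of each class were summed per library, which gives 2 control libraries against 1, and tested with edgeR 4.0.16 (TMM factors, quasi-likelihood F-test, Benjamini-Hochberg adjusted p under 0.05). The fit has 1 residual degree of freedom and assumes that the lone *Angpt1*ΔNC library varies like the controls. DESeq2 1.42.0, another size factor, no filter on low counts, equal numbers of cells, unintegrated clusters, blood endothelium alone, equal weights for the TM clusters, male-typed cells alone (a Y-linked UMI and none of *Xist*) and leaving out each control (fold changes only) were alternatives. On simulated data with 200 changed genes, edgeR called 93 to 100% of them, and 1.96 to 6.86% of its calls were false. The genes named are the 10 with the smallest adjusted p among those past a log2 change of 1 in each class and outside the range of both controls, sex-linked genes, the targeted gene, genes of the Cre locus and genes the paper names. A gene that names a cluster is not reported as a result of that cluster.

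Lists of 12 dissociation stress genes and 12 genes of the TEK pathway were compared with 10,000 random lists. Gene positions come from GENCODE M21 (build GRCm38), in which 30934 of the 31053 gene identifiers were found. Figures were drawn with matplotlib 3.10.9. Other experiments of the paper, human genetics among them, were not analysed here.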

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

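The tests of corneal tissue, uveal tissue and the sex of the mice on the TM clusters, and the simulated libraries without a change, were chosen after the result was seen.

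The pools differ in sex, a signal in data the paper did not analyse, since its Methods name *Xist*, *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* among the genes left out of the anchors and of later steps. Over all called cells, *Angpt1*ΔNC held 54212 *Xist* UMIs (619.7 UMIs per 1,000,000), against 4 in control replicate 1 and 5 in control replicate 2. Y-linked UMIs numbered 7293 in *Angpt1*ΔNC, 17506 and 20691. By these genes, 7534 called cells of control replicate 1 and 8884 of control replicate 2 were typed as male, and 0 and 1 as female, while *Angpt1*ΔNC had 2352 male-typed and 4660 female-typed cells. In the 3 cell classes, all 12 fold changes of the 4 Y-linked genes were below 0, 8 of them past the edgeR threshold, and *Xist* was higher in each class, as another mix of female and male mice would give. Sex is thus mixed up with genotype in this comparison, and a technical error such as a mislabelled sample was not tested.

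A set of 86 genes changed the same way in endothelial, stromal and epithelial cells, a signal in genes outside those the paper discusses, except that its Methods name 3 of them (*Xist*, *Ddx3y* and *Eif2s3y*) as left out for sex. Of 9023 genes tested in the 3 classes, 48 were lower in *Angpt1*ΔNC in each and 38 higher. In 20 simulated libraries with no change, set against the same shared controls, 0 genes were called in any class at most. A count of 0 genes called the same way in the 3 classes was thus given in advance. It cannot tell how many genes a shift of a whole library would give. Among male-typed cells, 80.2% of the 86 genes kept at least 0.5 of their log2 fold change in the 3 classes (69, all among the 83 genes other than these 3), which argues against the sex of the mice as the cause of most of them. For the 3 sex-linked genes and the other 14, sex stays open. Genetic background may explain part of the set. Of these genes, 22 lie within 1 Mb of another. In 10,000 random sets the mean was 11.3 and the central 95% ran from 4 to 20, and 1.32% reached as many. The 22 were counted with the Y-linked *Ddx3y* and *Eif2s3y* in the set and not without them, so the excess may rest on them. The other 64 have no such neighbour, which does not exclude background for them. Of the set, 15 have names starting with Gm, for which reads shared between paralogs were not tested. A batch effect of the lone library stays open, as does an effect of the genotype.

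The uveal clusters moved apart, a difference between groups under the same contrast that was itself not tested. TM7 in *Angpt1*ΔNC was at 35.1% of the mean of the controls and TM8 at 36.5%, while TM9 was at 186%. More corneal tissue in the sample would leave the make-up of TM6 to TM9 as it was, but TM9 was 46.3% of them in *Angpt1*ΔNC and 13.0% and 17.1% in the controls. Less uveal tissue would lower TM9 as well, and its 186% goes against this as the cause of the whole pattern, though for TM7 and TM8 alone it stays open. Among male-typed cells TM7 was 1.61% of *Angpt1*ΔNC cells and 7.32% and 7.47% of control cells, TM8 1.05% against 6.39% and 6.10%, and TM9 4.82% against 2.25% and 2.99%, which argues against sex. The female-typed cells of *Angpt1*ΔNC held 3.24% TM7, 3.16% TM8 and 5.10% TM9. Whether TM7 and TM8 cells lost their identity and are counted as TM9 cannot be told apart from a true rise of TM9. Markers of TM7 and TM8 made up 0.286% of the UMIs of TM9 cells of *Angpt1*ΔNC, below the 0.636% and 0.515% of the controls, but they fell within TM7 and TM8 themselves too. An effect of losing *Angpt1* on these cells may also be at work, as a hypothesis from a single library.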

How the results depend on the processing

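The rebuilt clusters, the male-typed cells, the leave-outs of the TM7 to TM9 shares and of the SC correlation, and the LEC cells of all libraries were tests chosen after the data were seen, and the other alternatives were chosen before the data were examined.

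No paired analysis was possible because each library comes from another pool of mice. Values of shares are *Angpt1*ΔNC minus the mean of the controls, in percentage points, and the cause of each change was not tested unless given.

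The share of *Angpt1*-positive cells (-16.9) kept its direction in 8 of 8 alternatives. It was -16.6 with all called cells, -18.7 with doublets kept, -17.6 in male-typed cells, -8.62 and -4.64 after thinning to 2000 and 1000 UMIs (a single draw each) and -6.94 with at least 2 UMIs, where fewer UMIs count by construction. With all called cells the share in *Angpt1*ΔNC itself was 0.836% (72 of 8614, CI 0.655 to 1.05), above the 0.340% of the kept cells (CI 0.215 to 0.509). The SC share of endothelial cells (-10.3) kept its direction in 13 of 13, at -15.2 in male-typed cells and from -12.1 to -6.58 otherwise. Several of the 13 gave the same SC counts, so they are not separate checks.

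The uveal share (-6.81) kept its direction in 12 of 12 alternatives but moved more. It was -5.60 with rebuilt clusters, -8.12 and -8.10 at resolutions 0.3 and 1.0, -13.3 without integration, -5.12 with 30 components, -3.93 with another seed, -1.57 with doublets kept, -5.59 at subcluster resolution 1.0 and -8.62 in male-typed cells. The clusters without integration also changed with the rounding of the matrix arithmetic, so their values are those of a single thread and a fixed processor setting. Part of these moves comes with uveal cells in clusters without a class, which without integration were 0.353% and 0.571% of control cells and 6.35% of *Angpt1*ΔNC cells. Rebuilt clusters without a class held 17.4% of the cells of each control and 25.8% of *Angpt1*ΔNC. The epithelial share (3.02) kept its direction in 10 of 10, at 4.7 at resolution 1.0, where 5.62% and 4.58% of control cells and 3.54% of *Angpt1*ΔNC cells were epithelial cells left without a class, and from 2.55 to 3.80 otherwise.

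SC was closer to EC2 to EC4 than to LEC in each setting, on average over draws where cells were drawn (96 and 98 of 100 draws), but the difference in correlation (0.2) was 0.0485 with 2000 variable genes, 0.0734 with *Angpt1*ΔNC cells, 0.0699 with the LEC cells of all libraries, 0.0535 drawn down to 4 cells and 0.0221 drawn down to 16 cells of all libraries.

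Counts of changed genes depend on the tool and the filter. DESeq2 called 238 endothelial, 637 stromal and 439 epithelial genes, against 1250, 1251 and 706 by edgeR. Without a filter there were 2441 stromal and 1814 epithelial genes, with equal numbers of cells 538 and 1070, in male-typed cells 465 epithelial genes, and without integration 1326 epithelial genes. Higher genes were 62.7% of the endothelial calls by edgeR and 71% by DESeq2, 38.5% and 32% of the stromal calls, and 49.2% and 42.1% of the epithelial calls.

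Of 420 alternative values of 49 named gene results, 366 kept direction and side of the threshold, 10 became weaker, 2 stronger, 32 moved and 10 reversed. In male-typed cells, *Ddx3y* reversed to 0.34 in endothelium and 0.55 in epithelium, *Eif2s3y* to 0.18 in endothelium, *Kdm5d* to 0.82 in endothelium and 0.43 in stroma, *Uty* to 0.027 in endothelium and 0.31 in epithelium, and *Hba-a2* to -0.96 in stroma. For the Y-linked genes this choice takes out the female-typed cells by construction. *Fgl2* reversed to -0.89 in blood endothelium alone, which leaves out SC and LEC cells, and *Cldn5* to -1.15 in stroma without integration.

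Depth limits the shares most for low genes, and the 15 SC cells and 12 LEC cells of *Angpt1*ΔNC limit any statement on these cells.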

Differences from the paper's values

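This part compares values, and no test in it was chosen after the result was seen.

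Of the paper's values, 32 were compared with those from the deposited labels, 20 from its text and 12 from its figures, and 0 differed by more than 1.5 times, the limit set for a difference. Smaller gaps are named below.

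The paper places the majority of residual *Angpt1*-positive cells in clusters where such cells are frequent in controls. Of the 23 in *Angpt1*ΔNC, 14 were in clusters with over 10% positive control cells. In the legend of Supplemental Figure 6 it also states that they were seen only in neural crest clusters that express *Angpt1*, while 9 were in clusters 1 and 7. It gives a list of TM clusters with *Angpt1*, while TM1, TM2 and TM10 also had positive cells above the epithelial background in both controls. It states that pools were of mixed sex, while control replicates 1 and 2 held 4 and 5 *Xist* UMIs over all called cells. It states that *Cd34* is absent in TM11, where 33.3% and 28.3% of control cells were positive. Its lists of curated genes over the threshold are shorter than the 23 found in SC and 37 in TM, and at a threshold of 0.5, an alternative set before the data were examined, TM had 30, as many as the paper lists. The match is one of number, since *Cav1*, *Atxn2*, *Stag1*, *Vegfc*, *Gmds* and *Loxl2*, which the paper lists, fall under 0.5, and SC had 19 at that threshold, fewer than the paper lists. Its cluster 17 is larger than the 2282 cells with that label. With the *Angpt1*ΔNC cells included, another alternative set before the data were examined, the means of *Cyp1b1* (2.44 in TM, 0.828 in SC) and *Vegfa* (3.29 in TM, 0.747 in SC) equal the paper's after rounding, and so does that of *Cav1* in SC (2.84), while *Cav1* in TM (0.377) comes close to the paper's. Without these cells *Cyp1b1* was 2.80 in TM and 0.633 in SC.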

Other observations

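The tests of free RNA and of UMI rate on clusters 1 and 7, of free RNA and incomplete excision above the mitochondrial limit, of angle content and sex on SC, and of conjunctiva on LEC were chosen after the result was seen.

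Outside the TM groups, *Angpt1* was also detected in control cells of clusters 17 (21.9% and 18.0%), 19 (22.2% and 22.2%) and 20 (19.1% and 14.5%), and rarely in cluster 18 (0.664% and 2.42%). In *Angpt1*ΔNC, 1 of 892 cells of cluster 17 and 0 of 534, 0 of 54 and 0 of 222 cells of clusters 18, 19 and 20 were positive.

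Of the cells of clusters 1 and 7 of *Angpt1*ΔNC, 9 of 156 held *Angpt1* (5.77%, CI 2.67 to 10.7). Free RNA would give the share of the epithelium, which was 0 of 911. Greater depth is argued against by the rate of 5.47 *Angpt1* UMIs per 1,000,000 (CI 2.73 to 9.80), against 0 in the deeper epithelium (upper limit 0.174). Thinning to 2000 UMIs had been planned for this and decided nothing, since 258 of 1000 draws held no positive cell. A stromal cell in the same droplet would bring collagen and proteoglycan RNA, but 5 such genes made up 0.0168% of the UMIs of the positive cells and 0.0441% of those of the negative cells. Expression in cells outside the *Wnt1*-Cre lineage may explain these cells, as a hypothesis from 9 cells. By cluster, the rate in *Angpt1*ΔNC was 2.45 in cluster 7 (CI 0.667 to 6.27), against 5.86 in the pooled controls (CI 3.53 to 9.15). In the 17 cells of cluster 1 it was 18.6 (CI 7.48 to 38.3), against 1.97 (CI 0.79 to 4.06). Unchanged expression alone would not give the higher rate in cluster 1, whose cause stays open. These 17 cells also held less of the RPE transcript *Ttr*, at 42710 UMIs per 1,000,000, against 96640 and 89450 in cluster 1 of the controls. It was detected in 88.2% of them and in 100% of the control cells, so they are unlike the control cells of that label.

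Above the mitochondrial limit, 43 of the 809 *Angpt1*ΔNC cells nearest to cluster 7 held *Angpt1* (5.32%, CI 3.87 to 7.09), at a median depth of 10519 UMIs. Free RNA is argued against by their rate of 5.81 *Angpt1* UMIs per 1,000,000 (CI 4.37 to 7.58), since the deeper epithelium of this library (15135 UMIs) had 0 in 911 cells (upper limit 0.174). Shares are not compared with the other cells above the limit or with the controls, which are shallower (3528.5 and 5976.5 UMIs), and the rate of those other cells (1.36, CI 0.165 to 4.92) overlaps. Incomplete excision as in the TM clusters is argued against by a rate at 76.6% of that of the same control cells (CI 50.5 to 117), against 0.729% in TM1 to TM11 (CI 0.398 to 1.22), while a weaker excision in these cells stays open. Stromal genes made up 0.0442% of the UMIs of the positive cells and 0.0640% of those of the negative ones, against a stromal cell in the droplet. Expression outside the lineage may explain this too, although damaged cells are assigned less surely (among kept cells, 87.8% came back to the authors' label).

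SC cells were fewer in *Angpt1*ΔNC. Less of the angle as a whole is argued against by TM4 and TM5, together at 161% of the mean of the controls. Sex is argued against by the male-typed endothelial cells, of which 3.03% were SC. Of the female-typed ones in the same library, 9.84% were SC (CI 5.19 to 16.55). TM3 at 76.8%, TM7 at 35.1%, cluster 19 at 17.4% and the pooled TM group (TM3, TM4, TM5, TM7 and TM11) at 82.2% go the other way, so an uneven dissection of the angle stays open, as does an effect of *Angpt1* loss. Among the 15 SC cells left, 8 of 12 SC genes were found in fewer cells. Lower depth cannot be told apart here, since after thinning 0 of the 8 genes stayed below the controls in 95% of draws, with 15 cells. Blood endothelial cells within the label may explain part of it, as markers of EC2 to EC4 made up 0.431% of their UMIs, against 0.226% and 0.271% in the controls.

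LEC cells were more frequent in *Angpt1*ΔNC. More conjunctiva in the sample cannot be told apart from a true rise, because LEC cells per 100 conjunctival cells were 6.25 in *Angpt1*ΔNC and 2.02 in the pooled controls, with 12 and 4 LEC cells. Conjunctiva itself was more frequent, so dissection stays open.

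By edgeR, 1250 of 9660 genes differed in endothelial cells (784 higher), 1251 of 13942 in stromal cells (482 higher) and 706 of 12341 in epithelial cells (347 higher). In endothelium the named genes by log2 fold change were *Xist* 13.90, *Gbp2b* 5.40, *Fgl2* 3.95, *Gm10260* -9.52, *Hba-a2* 4.05, *Dusp2* 2.64, *Lyve1* 3.92, *Ifit3* 2.32, *Ifi202b* -4.36, *Cyp26b1* -3.13 and *Pdpn* 3.65, with adjusted p from 3.54e-25 to 3.54e-12. In stroma they were *Xist* 14.32, *Hba-a2* 4.55, *BC023719* -6.10, *C1s2* -7.28, *Gm10260* -7.58, *Il11ra1* 2.99, *Ptx4* 3.50, *C1rb* -7.80, *Gm11361* -3.67, *H2-Q6* -4.02 and *Cldn5* 4.31, with adjusted p from 1.17e-07 to 3.25e-05. In epithelium they were *Xist* 16.61, *Gm10260* -8.72, *Gm11361* -4.04, *1600014C10Rik* -6.47, *Gbp2b* 5.99, *Pglyrp1* 2.55, *Sftpd* 2.58, *Krt75* 3.29, *Ifi207* -6.01 and *4430402I18Rik* 2.61, with adjusted p from 3.75e-06 to 0.000535, and *BC023719* had 312 and 311 counts in the controls and 0 in *Angpt1*ΔNC. All 168 *Lyve1* UMIs and 100 of the 110 *Pdpn* UMIs of *Angpt1*ΔNC endothelium lay in LEC cells, so these 2 changes follow the number of LEC cells. *Cyp26b1* was lower also in blood endothelium alone (-3.23) and within EC3 (0.466 UMIs per 10,000, against 3.61 and 3.78 in the controls). *H2afv*, at the Cre transgene, was lower in endothelium (-0.91, adjusted p = 0.00153), stroma (-1.16, 0.00295) and epithelium (-1.20, 0.00668).

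Most of the stromal changes are argued not to come from another mix of TM clusters, since 82.7% of the called genes kept at least 0.5 of their log2 fold change with equal weights for the clusters, nor from sex, since 94.4% of the 1236 called genes found in that fit did so in male-typed cells. With equal weights *Cldn5* fell from 3.53 to 0.52 and *Hba-a2* from 4.19 to 1.60 on the log2 scale, so the mix of clusters stays open for these 2. In male-typed cells *Hba-a2* went from 4.55 to -0.96, so sex stays open for it as well. A batch effect of the lone library, genetic background and the genotype stay open. For the epithelial changes, another mix of limbal and corneal cells was not tested. Cluster 4 stood at 198% and cluster 5 at 70.5% of the control mean, so this mix stays open for them.

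Of the 12 TEK pathway genes in endothelium, 6 were higher and 6 lower (median log2 0.03, random lists -0.17 to 0.34). Among them, *Pdgfb* was higher in endothelium (log2 fold change 1.735) but also in stroma (1.684) and epithelium (1.098). Its change was thus not particular to endothelium. Dissociation stress genes had a median log2 fold change of 0.345 in endothelium (random lists -0.115 to 0.374), -0.266 in stroma (-0.251 to 0.184) and -0.611 in epithelium (-0.215 to 0.264). Handling of a whole suspension cannot be told apart from other causes, since the endothelial median lies within its random lists while the other 2 lie outside theirs with the same sign.

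Of the 48 genes lower in all 3 classes, 2 (4.17%) were RPE genes, *Ttr* and *Ptgds*, against 0.665% of the genes tested. This larger share rests on 2 genes. Less free RNA from the RPE may explain *Ttr*. For *Ptgds* this cannot be decided, since most of its UMIs lay outside cluster 1, the RPE. It had 362517 UMIs outside and 173192 within cluster 1 in control replicate 1, and 321480 and 78869 in control replicate 2. In *Angpt1*ΔNC these were 167835 and 16876. For the other 46 genes, less free RNA from the RPE is argued against in the epithelium. There, 100% of them fell by more than the loss of RPE RNA gives. The endothelial and stromal classes were not tested in this way.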
